# Antitumor activity of the novel multi-kinase inhibitor EC-70124 in triple negative breast cancer

**DOI:** 10.18632/oncotarget.4736

**Published:** 2015-08-12

**Authors:** María Dolores Cuenca-López, Gemma Serrano-Heras, Juan Carlos Montero, Verónica Corrales-Sánchez, Mónica Gomez-Juarez, Maria José Gascón-Escribano, Jorge Carlos Morales, Veronique Voisin, Luz Elena Núñez, Francisco Morís, Gary D. Bader, Atanasio Pandiella, Alberto Ocaña

**Keywords:** EC-70124, triple negative, breast cancer, kinase inhibitor

## Abstract

Disseminated triple negative breast cancer (TNBC) is an incurable disease with limited therapeutic options beyond chemotherapy. Therefore, identification of druggable vulnerabilities is an important aim. Protein kinases play a central role in cancer and particularly in TNBC. They are involved in many oncogenic functions including migration, proliferation, genetic stability or maintenance of stem-cell like properties. In this article we describe a novel multi-kinase inhibitor with antitumor activity in this cancer subtype. EC-70124 is a hybrid indolocarbazole analog obtained by combinatorial biosynthesis of Rebeccamycin and Staurosporine genes that showed antiproliferative effect and *in vivo* antitumoral activity. Biochemical experiments demonstrated the inhibition of the PI3K/mTOR and JAK/STAT pathways. EC-70124 mediated DNA damage leading to cell cycle arrest at the G2/M phase. Pathway analyses identified several deregulated functions including cell proliferation, migration, DNA damage, regulation of stem cell differentiation and reversion of the epithelial-mesenchymal transition (EMT) phenotype, among others. Combination studies showed a synergistic interaction of EC-70124 with docetaxel, and an enhanced activity *in vivo*. Furthermore, EC-70124 had a good pharmacokinetic profile. In conclusion these experiments demonstrate the antitumor activity of EC-70124 in TNBC paving the way for the future clinical development of this drug alone or in combination with chemotherapy.

## INTRODUCTION

Breast cancer is a heterogeneous disease as demonstrated at a genomic level with the description of different breast cancer subtypes with independent clinical outcome [1, 2, 3, 4]. Among them, triple negative breast cancer (TNBC) lacks the expression of hormone receptors and HER2 overexpression, representing 15% of all breast tumors [5]. It is associated with a specific pattern of tumor relapse and an increased sensitivity to chemotherapy [6, 7]. TNBC has been classified into several subtypes with different sensitivities to treatment [8]. Although the identification of subgroups in triple negative cancer represents a major advance, unfortunately the implementation of this classification for therapeutic purposes is unclear [9]. Indeed available therapeutic options for patients with TNBC are restricted to standard treatment with chemotherapy [9].

Membrane receptors and downstream kinase mediators are involved in the regulation of many cellular activities associated with human transformation [10, 11], including survival, response to DNA damage, migration, morphogenesis, cell adhesion, stem cell differentiation or proliferation, among others [12]. TNBC is a tumor subtype characterized by a high metastatic capacity, presence of stem cell precursors and a high proliferation rate [13, 14]. Similarly, alterations of the DNA repair machinery seem to be of great significance in this cancer [15, 16]. This breast cancer subgroup is enriched with genes associated to DNA damage response, when evaluated by gene expression analyses [8]. There is also an increased presence of somatic and acquired mutations in DNA repair genes, mainly BRCA1 and BRCA2, involved in the homologous recombination (HR) repair mechanism [15, 16]. Protein kinases also participate in the regulation and maintenance of genetic integrity [17].

Using human samples, our group and others evaluated the kinase profile of TNBCs, observing that a number of these proteins are constitutively activated [18, 19]. These included receptors and downstream mediators like ERK1/2, SRC, ERK5, STAT1 and STAT3 [19]. Of particular relevance was the activation of components of the PI3K/mTOR/AKT pathway such as pS6 or AKT. Interestingly, inhibition of the PI3K/mTOR route produced a proliferative arrest in cellular models and a growth reduction in tumors implanted in xenografted animals or generated using transgenic models [19]. Sequencing approaches have also confirmed the relevance of this route in TNBC suggesting that the PI3K/mTOR pathway is a significant druggable oncogenic alteration in this disease [20].

The translation of these findings to the clinical setting has been occasionally disappointing. Clinical studies evaluating drugs targeting individual proteins or pathways have shown negative results suggesting that therapeutic strategies should be designed to inhibit a number of key oncogenic nodes [21, 22], rather than individual kinases alone. This was the case for the negative results when targeting the Epidermal Growth Factor Receptor (EGFR) in TNBC [22]. Based on the global importance of protein kinases in TNBC [23], the development of novel polypharmacology inhibitors that could hit relevant signalling pathways simultaneously, is a desirable goal.

EC-70124 is a hybrid indolocarbazole analog obtained by combinatorial biosynthesis of Rebeccamycin and Staurosporine gene pathways and produced by fermentation [24]. EC-70124 shows antitumor activity in a wide range of solid tumors through the inhibition of key signaling nodes at a nanomolar range [24]. EC-70124 has completed its safety evaluation in preclinical models and is starting its clinical development [24].

In the present study we evaluated the anti-tumor properties of this novel multi-kinase inhibitor in TNBC. We observed that EC-70124 is active against a panel of TNBC cells and in xenografted mice. EC-70124 inhibited relevant pathways in TNBC including the PI3K/mTOR pathway or STAT1/3. In addition, it modified several cellular functions including DNA damage, migration and stem cell differentiation, among others. Finally EC-70124 synergized *in vivo* and *in vitro* with taxanes.

## RESULTS

### Antitumor effect of EC-70124 in TNBC

Figure 1A represents the chemical structure of EC-70124. To explore the antitumor effect of this compound on TNBC, we used a panel of representative cell lines including HS578T, BT549, MDA-MB-231 and HCC3153. In these cells, treatment with EC-70124 inhibited MTT metabolization in a dose and time dependent manner (Figure 1B, 1C). As shown in Figure 1C the IC50 values for different time points were in the nanomolar range.

**Figure 1:**
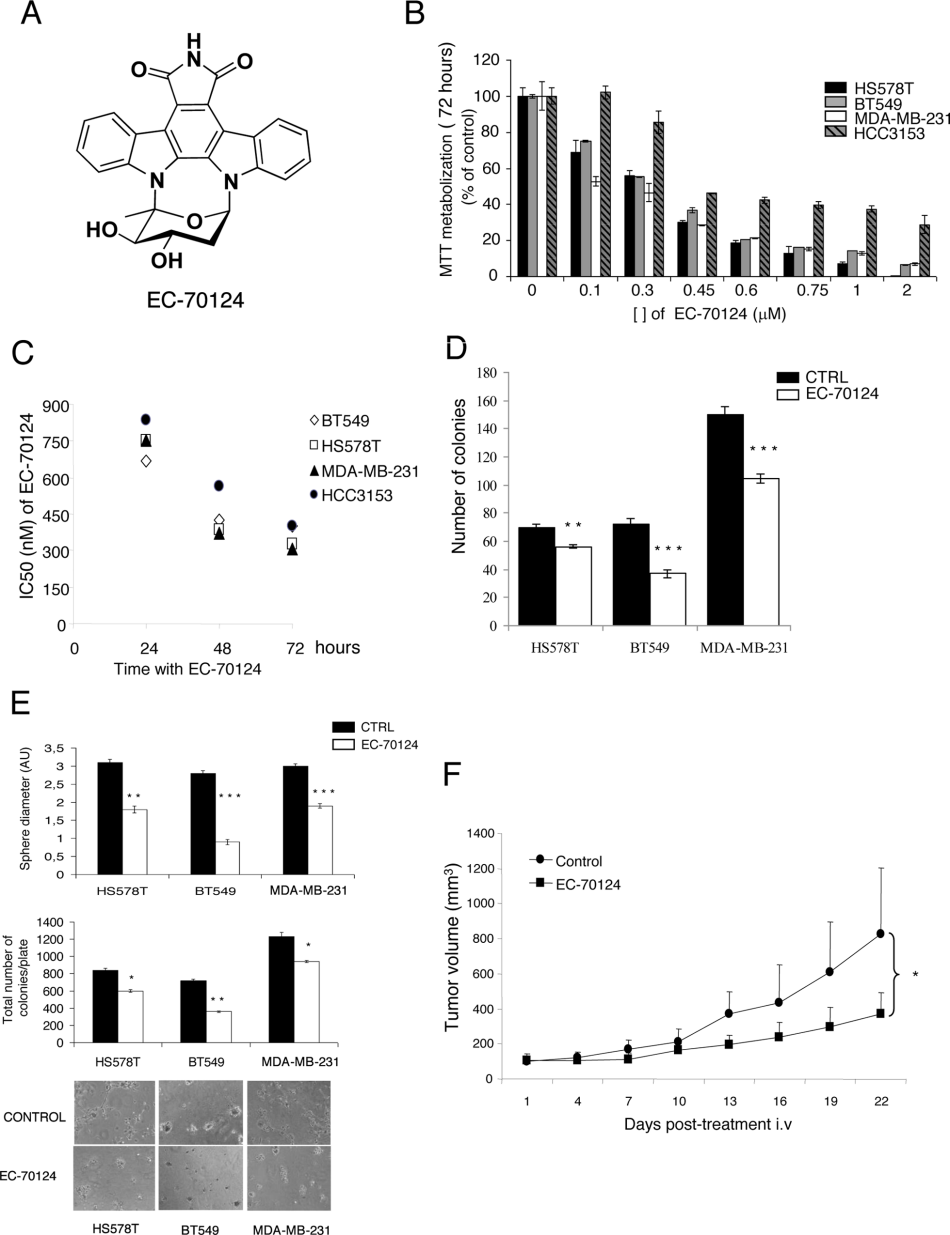
Chemical structure of EC-70124 and anti-tumor action *in vitro* and *in vivo* **A.** Representation of the chemical structure of EC-70124. **B, C.** Effect of EC-70124 on cell proliferation in HS578T, BT549, MDA-MB-231 and HCC3153. (B) Cells were cultured in DMEM and RPMI + 10% FBS in the presence of EC-70124 at a concentration range of 0.1–2 μM, in a dose-dependent manner, for 72 hours (C) The inhibitory effect, as the IC50, was calculated after 24, 48, 72 hours of drug incubation using MTT assays. Metabolization of MTT in viable cells was determined by spectrophotometry. The mean absorbance values of untreated cell lines (controls) were taken as 100%. **D.** Action of EC-70124 on colony formation in HS578T, BT549, MDA-MB-231. Cells were treated with EC-70124 (300 nM) for 24 h. Data are represented as the mean ± s.d. of triplicate experiments. Student's test was used to calculate statistical significance: **p < 0.005, ***p < 0.001. **E.** Effect of EC-70124 on cell growth in semi-solid medium in HS578T, BT549 and MDA-MB-231. Cells were plated in 48 multiwell plates and grown in medium containing matrigel for 7 days in the presence of EC-70124 (500 nM). All images were taken at ×20 magnification. The quantitation of sphere diameter was performed manually by tracing a straight line across the sphere diameter of untreated cells (controls) and scoring its value as arbitrary length units. Total number of colonies per plate was manually counted. * Indicates a *P* < 0.05, ** indicates *p* < 0.005, and *** indicates *p* < 0.001 with respect to each control. **F.** Growth inhibition of human breast tumor xenografts in female BALB/c nude mice by treatment with EC-70124. Animals were randomly assigned to two groups and received either intravenous EC-70124 (18 mg/kg/3 days/i.v.) or vehicle. The *p*-value (* < 0.05) was calculated on day 22 comparing the tumor volume of both groups using the Student's *t*-test. Bars indicate s.d.

The clonogenic cell survival assay determines the ability of a cell to proliferate indefinitely, thereby retaining its reproductive ability to form a large colony or a clone. Treatment with EC-70124 strongly decreased the number of colonies formed at 10 days in HS578T, BT549 and MDA-MB-231 (Figure 1D).

The effect of EC-70124 on three-dimensional growth were also assessed. For this purpose, we cultured HS578T, BT549 and MDA-MB-231 in matrigel, a semisolid media where cells grow forming spherical structures. Treatment with the drug strongly decreased the diameter of these spheres (Figure 1E) (control vs treatment, mean diameter and SD = 2.1 +/−0.15 vs 0.9 +/−0.14 and 2.6 +/−0.1 vs 1 +/−0.14, and 3 +/−0.17 vs 1 +/−0.18 for HS578T, BT549 and MDA-MB-231, respectively). Similarly, a reduction in the total number of colonies per plate was observed. This data demonstrates the effect of EC-70124 on the inhibition of cell growth in 3D cultures.

Finally, to investigate the *in vivo* effect of EC-70124 on the growth of TNBC, we implanted MDA-MB-231 into the mammary fat pad of mice. Treatment with EC-70124 (18 mg/kg i.v. every 3 days) showed anti-tumor effect compared to control (Figure 1F). The mean tumor volume (mm^3^) measured every 3 days was significantly higher in the control versus the treated group (day 22; control vs treated, mean volume 826 vs 369 mm^3^, SD +/−376 and +/−121.5, respectively; *p* = 0.036). We also measured the drug effect on body weight and other toxicity parameters as mice behavior or skin modifications. We did not find differences between control vs treated animals in any of these parameters (Supplementary Figure S1A).

### Effect of EC-70124 on the TNBC kinase profile

To evaluate the effect of EC-70124 on several protein kinases in HS578T and BT549, we used two phospho-kinase array kits. EC-70124 was able to inhibit downstream components of the PI3K/AKT pathway including AKT (phosphorylated at T308 and S473) and pS6 (Figure 2A). We confirmed these results by Western-blot analyses, except for the inhibition of pAKT-S473 in BT549 (Figure 2B). Similarly, p-Stat3 and p-Stat1 were also inhibited in HS578T and BT549 (Figure 2A, 2B). Of note, we were unable to confirm by Western-blot the inhibition of pErk1/2 observed in the kinase array.

**Figure 2:**
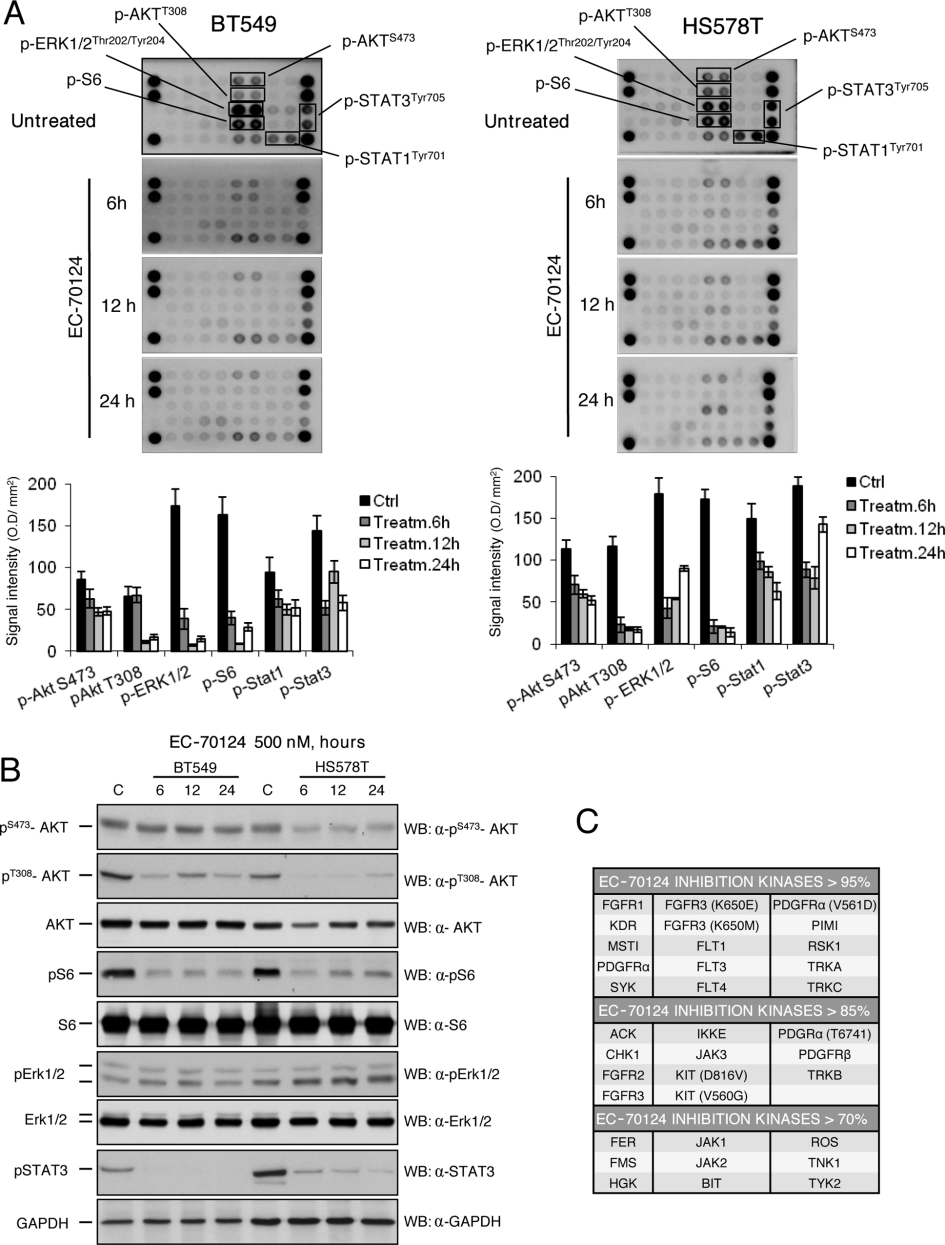
Effect of EC-70124 on signaling routes and kinase inhibitory profile **A.** Expression of activated signaling proteins in BT549 and HS578T; and effect of EC-70124 on their phosphorylated status. Cell lysates were examined for the phosphorylation of a panel of eleven intracellular kinases using an antibody array described in “Material and methods”. Bar graphs represent the expression of pS473-AKT, pT308-AKT, pS6, pErk1/2, pSTAT1 and pSTAT3. **B.** Expression of pAKT, AKT, pERK1/2, Erk1/2, pS6, S6 and pSTAT3 in BT549 and HS578T; and effect of EC-70124 at 500 nM. Cell lysates were prepared and the activation state of the mentioned proteins using Western blot analysis. GAPDH was used as a loading control. Antibodies used are described in “Material and methods”. **C.** EC-70124 kinase activity was profiled at 100 nM on a 169 kinase panel using a mobility shift assay at 1 mM ATP concentration for all kinases. A detailed description is given in “Material and methods”.

To have a global view of the kinase activity of EC-70124, a 169 kinase panel using a mobility shift assay at 1mM ATP concentration for all kinases (well above their Km value and similar to the intracellular ATP concentration) was profiled by Carna Biosciences (Kobe, Japan). Figure 2C shows a list of kinases with various degrees of inhibition at 100 nM EC-70124. Some of the RTKs for which EC-70124 showed inhibitory effect in the kinase assay were not affected in HS578T and BT549. This effect although surprising could be explained by the limited phosphorylated expression of RTK in cell lines in basal conditions compared with other downstream mediators (Supplementary Figure S1B).

### EC-70124 induces G2/M arrest

To gain insights into the mechanism of the antiproliferative action of EC-70124 we explored the effect of the drug on cell cycle and apoptosis. Propidium iodide staining of HS578T, BT549 and MDA-MB-231 showed that EC-70124 induced accumulation of cells in G2/M phase (Figure 3A, 3B), an effect which was more pronounced at 24 h (15%, 22% and 18% increase for HS578T, BT549 and MDA-MB-231, respectively). Next, we used Annexin V staining to explore the effect of EC-70124 on apoptosis, observing an increase at 48 hours, more evident in HS578T (Figure 3C).

**Figure 3:**
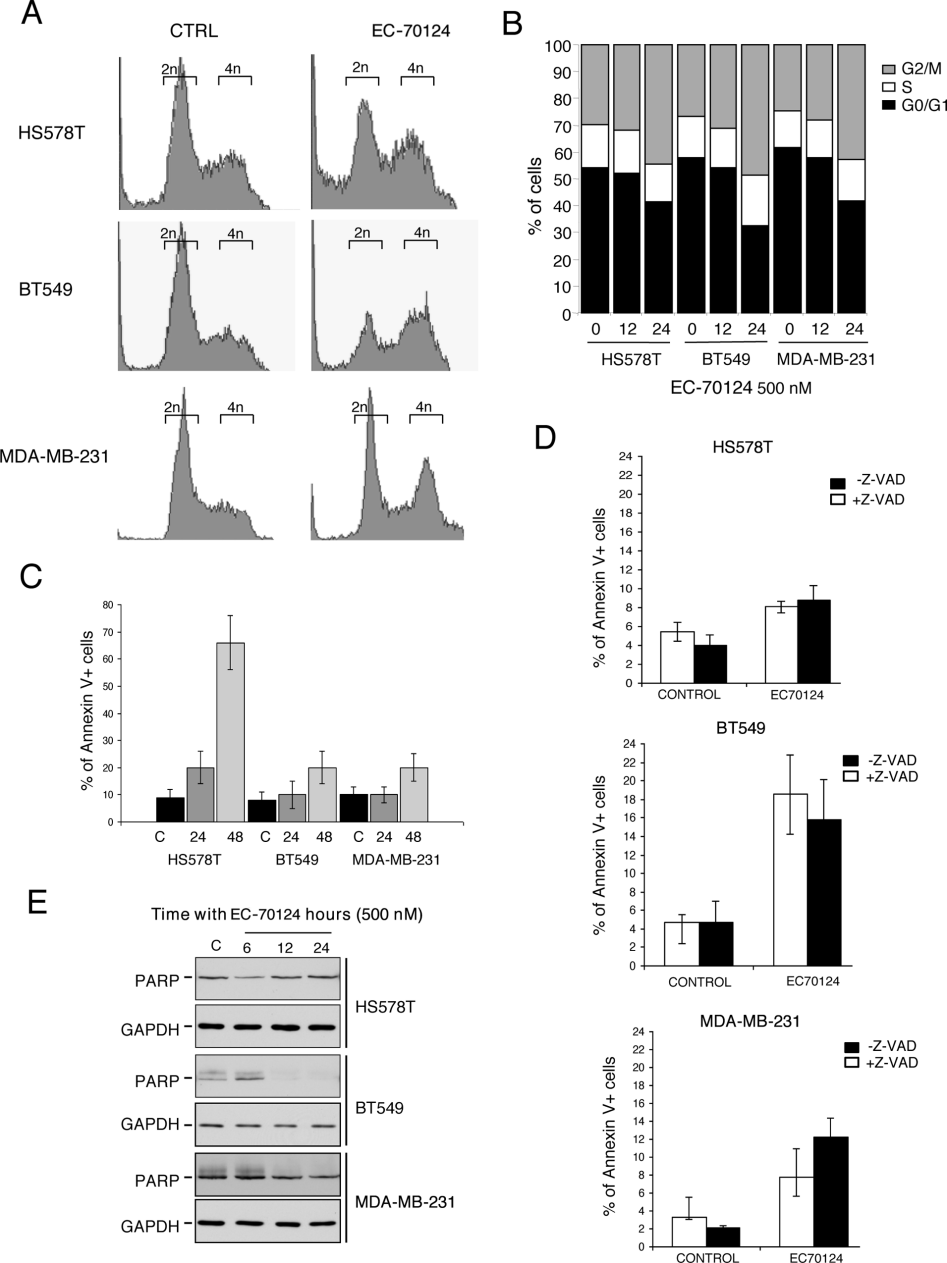
Cell cycle analyses and effect on apoptosis of EC-70124 **A, B.** Effect of EC-70124 on cell cycle in HS578T, MDA-MB-231 and BT549 (A) and graphical representation (B) Cells were cultured in DMEM 10% FBS and treated with 500 nM EC-70124. Cell cycle progression was examined after 12 and 24 hours of treatment by flow cytometry using propidium iodide DNA staining. The histogram (B) shows the mean percentage of cells in different phases of cell cycle after 12 and 24 hours of treatment. **C.** Apoptotic effect of EC-70124 in HS578T, MDA-MB-231 and BT549. Cells were stained with Annexin V after 24 and 48 hours of treatment. The histogram represents the mean percentage of cells positive or negative for Annexin V staining. **D.** Induction of apoptosis with EC-70124 (500 nM) in the presence or absence of the pancaspase inhibitor Z-VAD-FMK. MDA-MB-231, HS578T and BT549 were cultured in DMEM 10% FBS and treated with 500 nM EC-70124 for 24 hours with and without the inhibitor. The histogram represents the mean percentage of cells positive or negative to Annexin V staining. **E.** Evaluation of PARP cleavage by Western blotting in HS578T, BT549 and MDA-MB-231 after treatment with EC-70124 at 6, 12 and 24 hours. GADPH was used as a loading control. The antibody used is described in “Material and methods”.

Induction of apoptosis can be caspase-dependent or caspase-independent. To explore the mechanism of cell death induced by the drug we treated HS578T, BT549 and MDA-MB-231 with the pancaspase inhibitor Z-VAD-FMK and evaluated Annexin V staining at 48 hours. We found no modifications in apoptosis with and without the presence of the pancaspase inhibitor in HS578T and BT549, and a small decrease in apoptosis in MDA-MB-231, showing that the proapoptotic effect is mainly independent of caspases (Figure 3D). In addition, treatment with EC-70124 did not produce cleavage of PARP at different time points (Figure 3E).

### EC-70124 modifies different pathways

In parallel to the biochemical analyses, we also performed mRNA expression profiling studies. 

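MDA-MB-231, an established human triple negative breast cancer cell line, was measured in 3 independent untreated samples and in 3 independent samples exposed to EC-70124 at 500 nM during 24 h, with 1 Affymetrix Human Gene ST array per sample. The authors normalized all arrays in the dChip software with a pair-wise rank invariant probe method and deposited 1 model-based expression index (MBEI) per probe set and sample. These values are intensities on a linear scale, with medians over the 33252 probe sets of 441, 444 and 437 in the untreated arrays and 460.1, 452 and 451 in the treated arrays. Across probe sets, which are not independent replicates, Pearson's r of the log2 values was 0.990 to 0.993 between arrays of one group and 0.979 to 0.984 between arrays of different groups. From these values, intensities were set to at least 1 and taken as log2, with no further normalization. Of the probe sets, 19460 carry 1 gene symbol, 1754 carry several and 12038 carry none in the annotation used here. Each of 18417 genes was represented by the probe set of its own with the highest mean over the 6 arrays, and treated and untreated samples were compared with limma's moderated test, adjusted by the Benjamini-Hochberg method over all genes. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.07. For a single gene, an exact permutation test of 3 against 3 samples cannot give a p below 0.1. Enrichment of 37 gene lists, fixed before the data were examined, was computed with 2000 gene-set permutations, list sizes of 5 to 500 and a t statistic as the scoring metric, as in the paper's methods, with adjustment over the 37 lists. The input was the log2 value of 1 probe set per gene, whereas the paper's methods name the MBEI of all probe sets.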

For this purpose, we treated MDA-MB-231 with EC-70124 using the IC50, and extracted mRNA at 24 hours. 

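Of the 18417 genes tested, 6353 were genes changed by EC-70124: 3631 were up-regulated and 2722 were down-regulated in the treated samples at an adjusted p under 0.05 from limma. After quantile normalization of the same arrays, 3112 genes were up-regulated and 3527 were down-regulated. A change of at least 2-fold was reached by 370 of the up-regulated and 127 of the down-regulated genes. SPX, which encodes the peptide hormone spexin, had the largest rise, from an intensity of 102 ± 6.00 (SD, n = 3) to 2712 ± 601 (SD, n = 3), a log2 fold change of 4.72 (standard error 0.14, adjusted p = 1.9e-06 from limma). SCG2, a protein of secretory granules, followed with a log2 fold change of 3.41, TNFRSF9, a receptor of the TNF family, with 3.29, ABCC9, a subunit of potassium channels, with 3.22, AKNAD1 with 2.97, the neuropeptide gene VIP with 2.93 and SLAMF7, a cell surface receptor, with 2.87. For ABCC9, VIP and SLAMF7 the standard errors were 0.31, 0.36 and 0.24, and EC-70124 replicate 3 lay apart from the others. In treated replicates 1, 2 and 3 the intensities of ABCC9 were 619, 664 and 1566. Those of VIP were 327, 345 and 927, and those of SLAMF7 were 1081, 1006 and 2020. SCG2 and VIP are dim in untreated cells (intensities of 71.8 and 62.1), and with an offset of 50 their log2 fold changes were 2.74 and 2.23. Among the largest falls, LTBP1, which binds latent TGF-beta, went from an intensity of 3425 ± 25.2 (SD, n = 3) to 526 ± 69.4 (SD, n = 3). STC1, a secreted glycoprotein, had a log2 fold change of -2.57, the bombesin receptor GRPR of -2.39, DEPP1 of -2.17, CST2 of -2.09, the carbonic anhydrase gene CA12 of -1.84 and ADAMTSL1 of -1.69 (-0.62 on a second probe set). CDC14C was at the floor of 1 in all 3 treated arrays and at an intensity of 25.3 ± 5.50 (SD, n = 3) in the untreated arrays, so that no fold is given for it.
Of 28 target genes of PERK and ATF4, the arm of the stress response that follows phosphorylation of eIF2alpha, 22 were up-regulated and 2 were down-regulated (23 and 3 adjusted over the list alone). They include CHAC1, an enzyme that degrades glutathione (log2 fold change 2.95), STC2 (2.86), the stress-induced regulator NUPR1 (2.79) and DDIT3, which encodes the transcription factor CHOP (2.24). The list was enriched among the up-regulated genes (adjusted p = 0.00457 from gene-set permutation, the smallest reached over the 37 lists; adjusted p = 0.102 with an estimated correlation). Of 32 NF-kappa-B and inflammatory genes, 17 were up-regulated and 4 were down-regulated (18 and 4 adjusted over the list alone), with log2 fold changes of 2.24 for TNFAIP3, 1.94 for the chemokine CXCL8, 1.45 for NFKBIE and -1.80 for IL1B. That list had an adjusted p of 0.0108 from gene-set permutation, 0.0752 without EC-70124 replicate 2, 0.0911 when ranked on the linear intensities (a ranking chosen after the data were seen), and adjusted p = 0.345 with an estimated correlation, in a range of 0.000537 to 0.345 over the alternatives that test the list against other genes. In lists of lipid synthesis and glycolysis genes, falls outnumbered rises, and part of the members did not pass the test. Of 20 genes of cholesterol synthesis and uptake, 13 were down-regulated and 2 were up-regulated (13 and 2 adjusted over the list alone), among them INSIG1 (log2 fold change -1.77), SQLE (-1.13) and DHCR7 (-0.95). The list had an adjusted p of 0.00642 from gene-set permutation and adjusted p = 0.140 with an estimated correlation. INSIG1 and SQLE are also in Supplementary Table S2, whose genes the study chose on the same samples. Of 26 genes of fatty acid and triglyceride synthesis, 16 were down-regulated and 1 was up-regulated (16 and 1 adjusted over the list alone), with SCD at -1.19 and FASN at -0.88. Of 21 genes of glycolysis, 11 were down-regulated and none was up-regulated (12 and 0 adjusted over the list alone), with ALDOC at -1.04 and HK2 at -0.92. Both lists had an adjusted p of 0.00457 from gene-set permutation, with adjusted p = 0.116 for the first and adjusted p = 0.151 for the second with an estimated correlation. Of 16 markers of leukocytes and endothelial cells, none passed the test, and ITGAM, the member with the lowest p, had a log2 fold change of 0.26 (standard error 0.11, adjusted p = 0.101 from limma).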

A gene set enrichment analysis (GSEA) based on a comprehensive pathway database (4319 gene sets) identified 938 gene sets affected by the drug treatment (*p*-value <= 0.025 and FDR <= 0.25), representing diverse biological functions (Supplementary Table S1 – GSEA_table). A network was created and grouped these gene-sets in 166 functional modules. Based on the gene overlap between these modules (map layout) as well as the functional annotations, it was possible to organize and summarize the results in 4 main categories (Figure 4A, 4B, 4C and 4D): gene sets associated with DNA damage response, translation and regulation of gene expression were up-regulated as shown in Figure 4A; gene sets down-regulated in the treated samples included functions or pathways such as: cell mesenchymal development/morphogenesis and regulation of stem cell differentiation (Figure 4B); EMT related glycan metabolism (Figure 4C); cell adhesion, extracellular matrix, migration and proliferation (Figure 4D). 

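Genes of translation and of gene expression were up-regulated in part. Of 33 aminoacyl-tRNA synthetase genes, whose products charge transfer RNAs, 17 were up-regulated and 4 were down-regulated (18 and 4 adjusted over the list alone), with log2 fold changes of 1.16 for CARS1 and 0.83 for YARS1. Of 31 translation initiation factors, 9 were up-regulated and 1 was down-regulated (8 and 1 adjusted over the list alone), led by EIF5 with 1.32. Of 57 cytosolic ribosomal protein genes, 5 were up-regulated and 1 was down-regulated, and none passed when adjusted over the list alone. Of 49 RNA splicing genes, 17 were up-regulated and 2 were down-regulated (17 and 2 adjusted over the list alone), with 0.86 for the splicing factor SRSF3. Of 48 replication-dependent histone genes, which may share probe sequences with each other, 15 were up-regulated and none was down-regulated (15 and 0 adjusted over the list alone), led by H4C8 with 1.00. The paper's cDNA was made with a T7 polyT primer, and how well it captures histone transcripts was not tested. Of 37 histone acetylation genes, 15 were up-regulated and 5 were down-regulated (15 and 5 adjusted over the list alone), led by ING3 with 1.47. From gene-set permutation the adjusted p was 0.0256 for the synthetases, 0.0159 for the ribosomal proteins, 0.0300 for splicing and 0.0199 for the histones, and with an estimated correlation these were adjusted p = 0.327, 0.541, 0.633 and 0.348. Each of these 4 calls was also lost when single replicates were left out, those of ribosomal proteins and splicing also when ranked by log2 fold change, and those of splicing and histones also without the 30% dimmest genes. The initiation factors (adjusted p = 0.205) and histone acetylation (adjusted p = 0.0696) did not pass gene-set permutation with the t statistic. Histone acetylation passed when ranked by moderated t (0.0128) or log2 fold change (0.0278). Its adjusted p was 0.345 with an estimated correlation, in a range of 0.0105 to 0.345 over the alternatives that test it against other genes. Among these, the initiation factors passed only with camera at a preset correlation (0.0405), and had 0.633 with an estimated correlation. The p53 target genes had 12 of 26 members up-regulated and 2 down-regulated (12 and 2 adjusted over the list alone), with log2 fold changes of 2.16 for the secreted factor GDF15 and 1.92 for SESN2. The adjusted p of this list was 0.00457 from gene-set permutation, 0.0676 without EC-70124 replicate 2, and adjusted p = 0.248 with an estimated correlation, in a range of 0.00114 to 0.248 over the alternatives that test the list against other genes.
In the extracellular matrix, adhesion and migration lists, more members were down-regulated than up-regulated, and many did not pass the test. Of 54 genes of collagens and matrix proteins, 29 fell and 1 rose (29 and 3 adjusted over the list alone), among them the collagen-crosslinking enzyme LOX (log2 fold change -1.65), COL4A1 (-1.59) and COL4A2 (-1.34). Of 40 genes of integrins and focal adhesion, 20 fell and 3 rose (21 and 3 adjusted over the list alone), with -1.36 for ITGB3 and -1.25 for ITGA10. Of 48 migration and axon guidance genes, 28 fell and 3 rose (29 and 3 adjusted over the list alone), with -1.40 for SEMA7A and -1.33 for NRP2 (-0.56 on a second probe set). Of 29 mesenchymal markers and EMT regulators, 15 fell and 2 rose (16 and 3 adjusted over the list alone), with -1.24 for the matrix protease MMP14 and -1.10 for fibronectin (FN1), whereas 27 epithelial markers had 6 members up-regulated and 7 down-regulated (6 and 8 adjusted over the list alone). In the glycan lists, too, falls outnumbered rises, in part of the members. Of 46 genes of N-linked glycosylation, 21 fell and 9 rose (24 and 10 adjusted over the list alone), with -1.24 for the sialyltransferase ST6GAL1 and 1.18 for ALG13, for which a second probe set had a log2 fold change of -0.09 and did not pass the test. Of 38 genes of O-linked glycosylation, 21 fell and 1 rose (23 and 1 adjusted over the list alone), with -1.20 for GALNT2, which starts mucin-type glycans. Of 49 genes of glycosaminoglycan synthesis and proteoglycans, 22 fell and none rose (22 and 1 adjusted over the list alone), with -1.24 for GPC6. Each of these 7 lists had an adjusted p of 0.00457 from gene-set permutation. Every gene named here as falling is also in Supplementary Table S2, whose genes the study chose on the same samples. Each of the 7 lists thus shares at least 1 member with that table, and none was tested without the shared members. With an estimated correlation the values were adjusted p = 0.0790 for matrix proteins, 0.341 for integrins, 0.0790 for migration, 0.190 for mesenchymal markers, 0.294 for N-linked glycosylation, 0.140 for O-linked glycosylation and 0.102 for glycosaminoglycans. The epithelial markers had an adjusted p of 0.798 from gene-set permutation.
The proliferation and developmental lists were mixed. Of 45 G2/M genes, 18 fell and 4 rose (19 and 4 adjusted over the list alone), with log2 fold changes of -0.54 for the mitotic kinesin KIF20B and 0.53 for HMMR. This list had an adjusted p of 0.00457 from gene-set permutation, 0.0792 without untreated replicate 2, and adjusted p = 0.345 with an estimated correlation, in a range of 0.00151 to 0.345 over the alternatives that test the list against other genes. Of 51 G1/S and DNA replication genes, 12 were higher and 7 were lower (12 and 7 adjusted over the list alone), with 0.91 for CCNE2. Of 26 stem cell markers and factors, 9 fell and 3 rose (11 and 3 adjusted over the list alone), with -1.21 for ITGA6, -0.81 for NOTCH1, 1.19 for KLF4 and 0.84 for EZH2. Of 32 Notch pathway genes, 7 fell and 2 rose (7 and 2 adjusted over the list alone), with -1.12 for the ligand JAG1. Of 43 Wnt pathway genes, 11 fell and 4 rose (11 and 4 adjusted over the list alone), with -1.13 for the co-receptor LRP5. Of 37 TGF-beta pathway and target genes, 17 fell and 5 rose (17 and 6 adjusted over the list alone), with -1.21 for the co-receptor TGFBR3 and 1.05 for ID2, and LTBP1 is among those that fell. These last 5 lists did not pass gene-set permutation, with adjusted p = 0.954, 0.216, 0.181, 0.200 and 0.108. The TGF-beta list passed with each other ranking run (moderated t 0.00712, log2 fold change 0.00818, and 0.0411 on the linear intensities). The linear ranking was chosen after the data were seen. The TGF-beta list also passed with camera at a preset correlation, but not with an estimated correlation (adjusted p = 0.203). Its range was 0.00407 to 0.281 over the alternatives that test the list against other genes. Among these alternatives, the Notch and Wnt lists passed only with camera at a preset correlation (0.0493 and 0.0240). With an estimated correlation they had adjusted p = 0.294 and 0.151. From the overlap of the enriched gene sets and their functional annotations, the paper organizes the response into an up-regulated group of DNA damage response, translation and gene expression and 3 down-regulated groups.

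**Figure D1:**
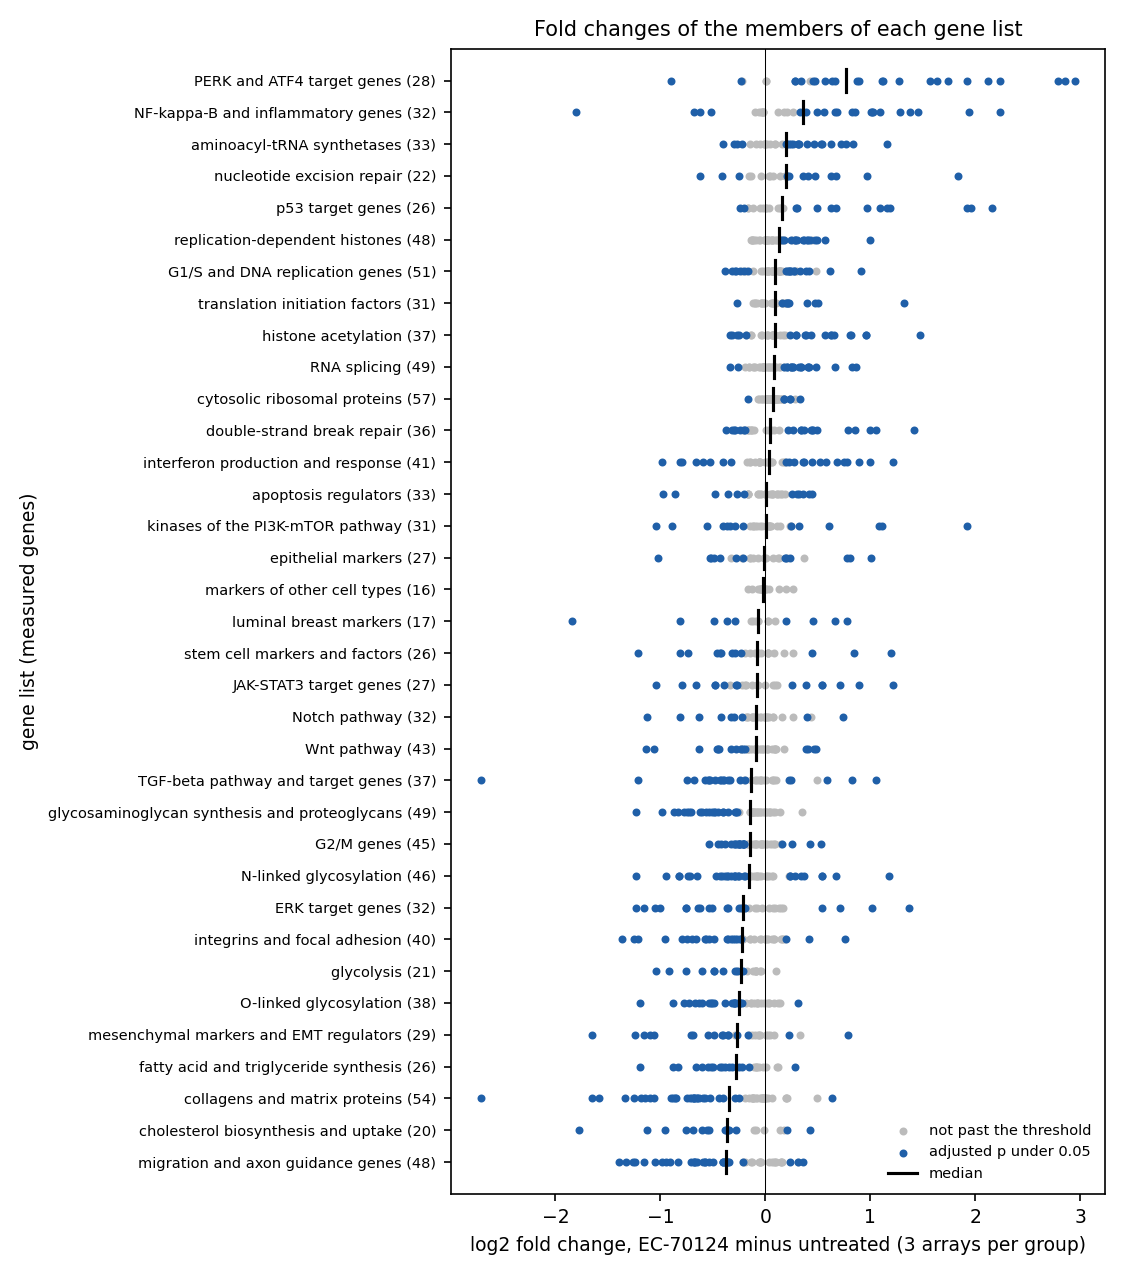
Log2 fold change (EC-70124 minus untreated, 3 arrays per group, x axis) of each measured member of 35 gene lists (y axis, number of measured genes in parentheses). Each point is 1 gene, blue where limma's adjusted p is under 0.05 and gray otherwise, and the black bar is the list's median. The medians run from -0.38 for migration and axon guidance genes to 0.77 for PERK and ATF4 target genes.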

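Of the 62 rows of Supplementary Table S2, 1 carries the symbol DNMT1 and the description of DMBT1 and was left out of the count, and 58 of the other 61 name a gene analysed here. Of these 58 genes, 57 were down-regulated in the treated samples at an adjusted p under 0.05 from limma, with a median log2 fold change over the 58 genes of -1.20. In the row left out, DMBT1 had a log2 fold change of -1.01 (adjusted p = 9.8e-06 from limma) and DNMT1 of 0.14 (adjusted p = 0.0962 from limma). All 58 passed when adjusted over the list alone. The study chose these genes on the same 6 samples, so that their direction is not independent evidence. The largest falls were those of LTBP1 (log2 fold change -2.71), the cystatin gene CST2 (-2.09), the cytokine gene IL1B (-1.80), INSIG1 (-1.77), which restrains cholesterol synthesis, and ADAMTSL1 (-1.69, and -0.62 on a second probe set). S100A7, a small calcium-binding protein, was the gene among the 58 that missed the threshold. Its intensity was 443 ± 31.5 (SD, n = 3) untreated and 356 ± 56.5 (SD, n = 3) treated, a log2 fold change of -0.33 (standard error 0.12, adjusted p = 0.0628 from limma). It passed after quantile normalization, with an adjusted p of 0.0472 from limma, in a range of 0.0147 to 0.179 over all alternatives. Enrichment of the 58 genes among the down-regulated genes had an adjusted p of 0.00457 from gene-set permutation and adjusted p = 0.102 with an estimated correlation.
The 6 values per gene in the table carry no unit. Deposited intensities of each gene, centred on their mean over the 6 arrays and scaled to a sum of squares of 36, came within 0.02 of the printed value for 329 of 347 values in the same column order, against 41 of 347 when the log2 values were treated in the same way. The table therefore holds standardised intensities and not fold changes.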

A list of selected modified genes included in these gene sets is shown in Supplementary Table S2.

**Figure 4:**
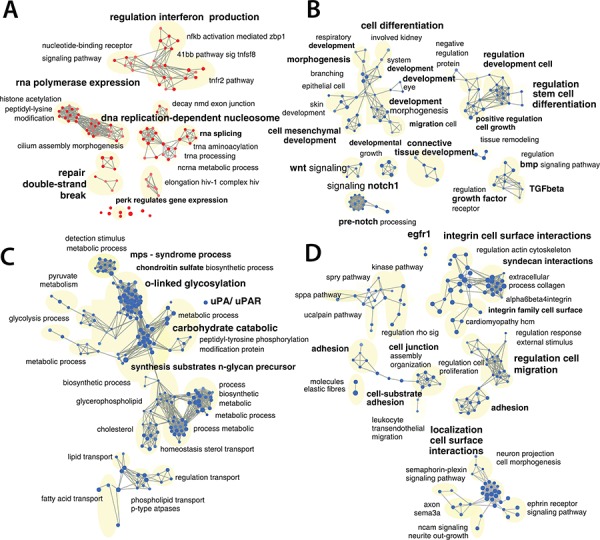
Gene-set enrichment analyses of EC-70124 **A, B, C, D.** Network representation of enriched gene-sets (*p*-value <= 0.025 and a FDR < 0.25), deregulated by EC-70124 at 500 nM including gene-sets associated with DNA damage, translation and regulation of gene expression (A), cell mesenchymal development and regulation morphogenesis of stem cell differentiation (B), EMT phenotype (C), adhesion, migration and cell proliferation (D) The red nodes (circles) are gene sets (pathways) significantly enriched in genes up-regulated in the EC-70124 treated samples, and the blue nodes are significantly enriched in genes down-regulated. Gray edges are lines that connect 2 gene sets if they contain overlapping genes. Gene sets connected by multiple edges form a cluster also called a module because they represent a similar biological process.

Next, we explored whether some of the observed functions could be confirmed with cellular and biochemical experiments. As shown in Figure 5A treatment with EC-70124 reduced cell migration in MDA-MB-231, BT549 and HS578T. Similarly we confirmed the reduced expression of CD44, ALDH1, CD49f and CD133 after treatment with EC-70124, all representative stem cell markers associated with the “regulation of stem cell differentiation” pathway (Figure 5B).

**Figure 5:**
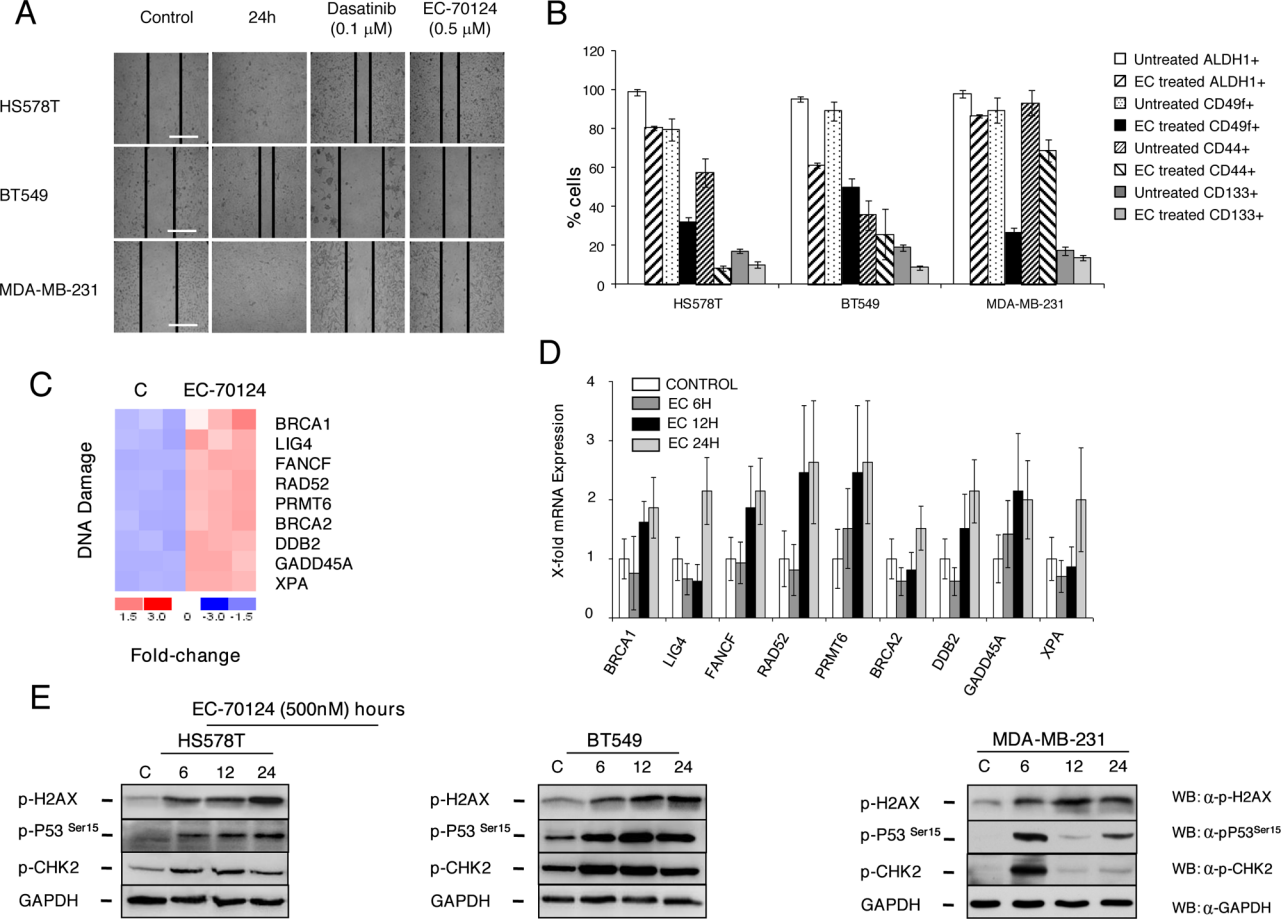
Effect of EC-70124 of migration, expression of stem-cell markers, and induction of DNA damage and activation of gene response **A.** Effect of EC-70124 on cell migration. HS578, BT549T and MDA-MB-231 were treated with EC-70124 at 500 nM and photographs were taken at 24 hours. Dasatinib at 100 nM were used as a control for inhibition of migration. **B.** Expression of CD44, CD49f, CD133 and ALDH1 after treatment with EC-70124 measured by flow cytometry in MDA-MB-231, HS578T and BT549. The histogram represents the percentage of positive cells. **C.** Fold change of genes related to DNA damage in treated versus untreated MDA-MB-231 cells. Red and blue colors represent the level of gene expression at greater than mean, and lower than mean, respectively. The numeric scale indicates the fold change of expression of each gene in each sample with respect to its mean expression value across all samples. Gene expression analyses is described in “Material and methods”. **D.** Representation of the transcription level of selected genes related to DNA damage in untreated and treated MDA-MB-231 cells (500 nM), at different time points (6, 12, 24 hours) measured by qRT-PCR. **E.** Effect of EC-70124 on p-H2AX, p-P53 and p-Chk2 in HS578T, BT549 and MDA-MB-231. Cells were treated with EC-70124 (500 nM) and mentioned proteins were evaluated by Western-blot. Antibodies used are described in “Material and methods”.

### EC-70124 induces DNA damage

Among causes that produce an increase of DNA repair genes and an arrest at G2/M phase is the presence of lesions in the DNA and the subsequent intent to repair and maintain its integrity [17]. 

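The 8 genes of the Figure 5C panel analysed here were all higher in the treated samples, and in each of them every treated value lay above every untreated value. GADD45A, a stress-induced gene that acts in growth arrest and DNA repair, rose from an intensity of 1182 ± 36.5 (SD, n = 3) to 4612 ± 332 (SD, n = 3), a log2 fold change of 1.96 (standard error 0.07, adjusted p = 2.6e-06 from limma). XPA, a damage-binding protein of nucleotide excision repair, rose from 521 ± 32.4 (SD, n = 3) to 1857 ± 56.2 (SD, n = 3), a log2 fold change of 1.83. RAD52, of homologous recombination, had a log2 fold change of 1.42, the arginine methyltransferase gene PRMT6 of 1.35, FANCF, of the Fanconi anemia core complex, of 1.05, DDB2, which recognises UV lesions, of 0.97 and the DNA ligase gene LIG4, of end joining, of 0.79, with standard errors of 0.05 to 0.07. BRCA1 had the smallest rise, from 974 ± 20.0 (SD, n = 3) to 1171 ± 76.8 (SD, n = 3), a log2 fold change of 0.26 (standard error 0.06, adjusted p = 0.0129 from limma), and it did not pass after quantile normalization (log2 fold change 0.17, adjusted p = 0.0869 from limma, in a range of 0.00730 to 0.0869 over all alternatives). All 8 passed when adjusted over the list alone, and the study chose these genes on the same samples, so that their direction is not independent evidence. The ninth gene of the panel was not analysed here. As a group the 8 genes had an adjusted p of 0.00457 from gene-set permutation and adjusted p = 0.0790 with an estimated correlation.
Repair genes listed without regard to this study moved in both directions. Of 36 genes of double-strand break repair, 14 were up-regulated, 7 were down-regulated and 15 did not pass the test (14 and 8 adjusted over the list alone). Besides RAD52 and FANCF, the largest changes were those of the end-processing nuclease gene DCLRE1C (log2 fold change 1.00, standard error 0.06) and the recombination gene XRCC2 (0.85, standard error 0.15). Of 22 genes of nucleotide excision repair, 9 were up-regulated, 3 were down-regulated and 10 did not pass (13 and 3 adjusted over the list alone), with log2 fold changes of 0.67 for the damage sensor XPC and 0.63 for GTF2H1. Neither list passed gene-set permutation, with an adjusted p of 0.108 for each. Nucleotide excision repair passed with camera at a preset correlation (0.0240), and double-strand break repair passed without EC-70124 replicate 1 (adjusted p = 0.0161). Over the alternatives that test a list against other genes, their ranges were 0.0240 to 0.394 and 0.0161 to 0.694. With an estimated correlation they had adjusted p = 0.267 and 0.694.

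**Figure D2:**
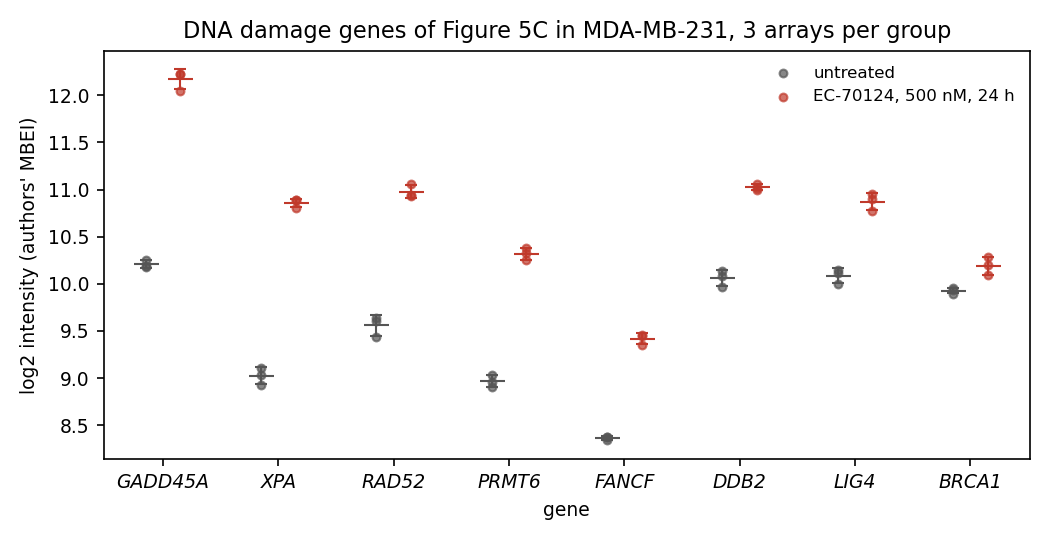
Log2 of the authors' intensity (MBEI, y axis) of 8 genes of Figure 5C (x axis) in MDA-MB-231. Each point is 1 array, gray for untreated and red for EC-70124 at 500 nM during 24 h, and bars give the mean and SD of 3 arrays. The treated points lie above the untreated points for all 8 genes, with the widest gap for GADD45A and the narrowest for BRCA1.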

In the gene enrichment analyses we observed that EC-70124 induced genes related to DNA repair mechanism at 24 hours that were also confirmed by qPCR (PRMT6, RAD52, GADD45A, XPA, LIG4, FANCF, BRCA1, BRCA2, DDB2) (Figure 5C, 5D). Therefore, to investigate if EC-70124 induced DNA damage, we analyzed the levels of phosphorylated γH2AX. It is known that this protein is required for checkpoint-mediated cell cycle arrest and DNA repair following double-stranded DNA breaks [17, 25]. Treatment with EC-70124 in HS578T, BT549 and MDA-MB-231 showed an increase in the phosphorylated levels of γH2AX at early time points (Figure 5E). In response to DNA DSBs, ATM phosphorylates multiple substrates including, Chk2, p53, and γH2AX [17, 26]. We observed that EC-70124 induced the phosphorylation of p53 and Chk2 (Figure 5E) confirming the induction of DNA damage.

### EC-70124 synergizes with standard of care chemotherapies

As success in cancer therapy is based on drug combinations, we investigated the effect of EC-70124 in association with chemotherapies used in the clinical setting for triple negative tumors; including vinorelbine, docetaxel, and carboplatin. We did first a dose response curve with these chemotherapies to select doses around the IC50 (data not shown). Next we combined EC-70124 with these agents. In general, administration of EC-70124 with vinorelbine, carboplatin and docetaxel increased the anti-proliferative effect of each agent given alone (data not shown). To identify synergistic interactions we combined several doses of EC-70124 in the nanomolar range with doses of these agents around or below the IC50 in BT549, HS578T and MDA-MB-231. For this purpose we used the Chou-Talalay algorithm for combination index analysis [27]. Combinations with vinorelbine were antagonistic in MDA-MB-231 and BT549, and only additive for some doses in HS578T (Figure 6A). By contrast most doses for docetaxel and carboplatin were strongly synergistic or additive in the three cell lines (Figure 6A). The strongest synergism for the three cell lines was observed with the combination of EC-70124 with docetaxel. These findings were confirmed by clonogenic analyses using docetaxel and carboplatin. In HS578T, BT549 and MDA-MB-231 the number of colonies formed were reduced with the combined treatments compared with agents given alone (Supplementary Figure S1C).

**Figure 6:**
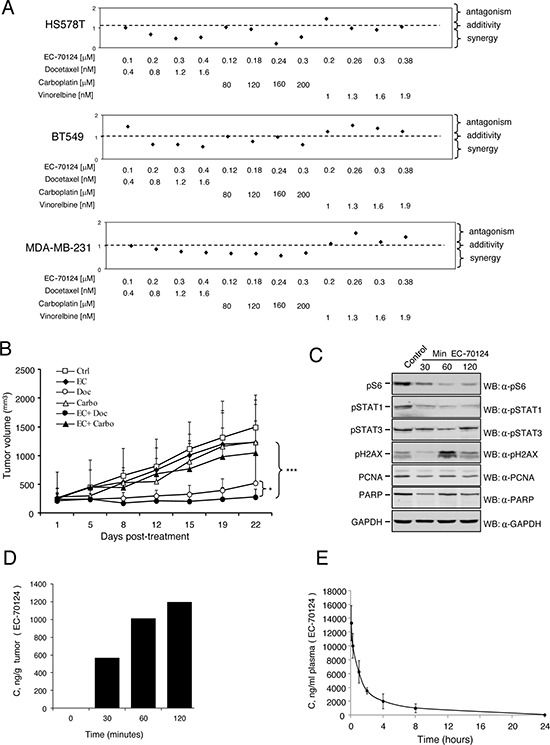
Combinational studies *in vitro* and *in vivo*; and pharmacokinetic and pharmacodynamic evaluation **A.** Effect of the combination of EC-70124 and standard of care drugs used in TNBC on cell proliferation. HS578T, BT549 and MDA-MB-231 cells were treated at the indicated concentrations of EC-70124, vinorelbine, carboplatin and docetaxel, alone and in combination, and their MTTs values were calculated. Combination indexes for the different drug combinations were obtained using CalcuSyn program and plotted. **B.** *In vivo* antitumor action of EC-70124 with docetaxel and carboplatin Nude mice were injected with MDA-MB-231. When tumors reached 200 mm^3^ animals were treated with drugs alone or in combination, at the mentioned doses described in “Material and methods”. Data represent the mean +/− s.d. *P < 0.05, ***P < 0.001. **C.** Effect of EC-70124 on expression of p-S6, p-STAT1, p-STAT3, p-H2AX, PCNA and PARP in mice tumors. Animals were treated for 30, 60 and 120 minutes with EC-70124 (18 mg/kg iv) and activation of the indicated proteins were analyzed by Western-blotting. GAPDH was used as a loading control. **D.** EC-70124 accumulation in xenografted tumor: 4 nu/nu mice implanted with MDA-MB-231 were treated intravenously with 18 mg/Kg EC-70124, after the time specified, two tumors per time point were processed for LC-MS pharmacokinetics analysis. **E.** Phamacokinetic profile of EC-70124 administered by intravenous bolus injection (20 mg/Kg) in CD1 mice, each point represents the average of 3 mice plasma measurements, 1 ng/mL equals 2.2 nM EC-70124.

Given the fact that docetaxel and carboplatin were synergistic, we evaluated the effect on apoptosis of the combination of these agents with EC-70124. The administration of EC-70124 with docetaxel and carboplatin to BT549 and HS578T clearly induced apoptosis at 48 hours (Supplementary Figure S1D). These findings suggest that the addition of some chemotherapies to EC-70124 augmented the cell death obtained with the kinase inhibitor.

### *In vivo* evaluation and pharmacodynamic/pharmacokinetic analyses

Finally we explored the effect of the combination of EC-70124 with carboplatin and docetaxel in xenografted mice. Doses of EC-70124 were reduced to 14 mg/kg alone or in addition to docetaxel and carboplatin both given at 15 mg/kg ip weekly for 3 consecutive weeks. At this dose, EC-70124 showed less activity than at a higher dose, but in the same range as carboplatin alone or the combination EC-70124 + carboplatin. Docetaxel clearly inhibited tumor growth and the combination of EC-70124 with docetaxel reduced tumor volume in a statistically significant manner compared with docetaxel alone (Figure 6B). No differences in mice weight were observed among different groups (data not shown).

To explore the pharmacodynamic effect of EC-70124 *in vivo*, we treated mice injected with MDA-MB-231, and sacrificed the animals at different time points after iv administration of EC-70124 alone. In the extracted tumors we observed a clear reduction of pS6 and pSTAT1 at 30 minutes. pSTAT3 was also slightly affected. Induction of pγH2AX, as a marker of DNA damage, was observed at 60 minutes (Figure 6C). No degradation of PARP was observed and a slight reduction of PCNA, a marker of proliferation was identified at short times (we used the leukemic cell K562 treated with doxorubicin as a positive control for PARP degradation; Supplementary Figure S2A). These data confirm the findings observed in our biochemical studies in cell lines showing that EC-70124 reduced pS6 and STAT1/STAT3, in addition to an induction of DNA damage. In addition, we treated animals with EC-70124 (18 mg/kg iv) for 24 hours and evaluated pS6, Ki67 and TUNEL by immunohistochemistry. We observed a clear reduction of pS6, Ki67; and an induction of apoptosis (Supplementary Figure 3A, 3B).

In parallel we evaluated the concentration of the drug in two resected tumors per time point. Figure 6D shows time-dependent accumulation, reaching over 1000 ng/g (>2.2 μM) well above levels used in successful cell line experiments. Finally, by using another set of animals (healthy CD1 mice) we did a pharmacokinetic evaluation of EC-70124 at 20 mg/kg. As can be seen in Figure 6E, EC-70124 shows plasma levels well above needed for therapeutic action. The pharmacokinetic profile was typical of iv administration, with Cmax >25 μM at 5 min and the levels going exponentially down over time, at 1 h 12 μM, at 4 h 4.5 μM and 8 h 2.2 μM and at 24 h 100 nM. The area under the curve (AUC) was 33 μg/mL/h and the half life 3.1 h.

## DISCUSSION

The prognosis of TNBC patients is poor due to the limited therapeutic options and the lack of specific targeted agents [28]. Given the importance of protein kinases including RTKs or downstream mediators in this subtype of breast cancer, we explored the antitumor activity and mechanism of action of the novel kinase inhibitor EC-70124. In addition, as basal-like tumors show an increase in proliferation, metastatic spreading, early relapse and an impairment of DNA repair mechanisms, it would be desirable to identify a drug that would affect some of these deregulated functions.

Natural products are well known by their pleiotropic mechanism of action. The combinatorial biosynthesis of Rebeccamycin and Staurosporine gene pathways led to EC-70124, a hybrid indolocarbazole analog obtained by recombinant fermentation [24]. Treatment with EC-70124 reduced proliferation and colony formation in several TNBC cell models. Studies in animals showed the anti-tumor activity of EC-70124 *in vivo* with no evidence of relevant toxicity. When the mechanism of action was evaluated, we observed that administration of EC-70124 induced DNA damage at short times measured by the phosphorylation of γH2AX and other proteins including the phosphorylated forms of p53 and Chk2, all of them downstream effectors of ATM and ATR in response to DNA insults [25, 26, 29].

In TNBC several membrane and intracellular kinases are concomitantly activated suggesting that combinatorial strategies or inhibition of central signaling nodes could be more effective than single target inhibition [19, 21]. The PI3K/mTOR and the MAPK pathway are commonly phosphorylated in this tumor type [19]. Less frequent activated kinases include STAT1, STAT3 or SRC, among others [19]. Our data corroborated these findings and furthermore describe the kinase inhibitory profile of EC-70124 on these routes. EC-70124 produced a decrease in phosphorylation of the mTORC1 downstream component pS6. Interestingly, inhibition of the mTORC2 route by EC-70124 resulted distinct in BT549 and HS578T. In the latter cell line, treatment with the drug inhibited AKT phosphorylation at serine 473, a site whose phosphorylation is due to the activity of mTORC2 complexes. In contrast, S473 phosphorylation was unaffected by EC70124 in BT549 cells, indicating that the mTORC2-inhibiting capability of the drug may differ among distinct cell lines. The effect on the JAK pathway was confirmed when we evaluated the kinase profile of the drug. In our experiments doses of the drug in the nanomolar range were able to produce growth inhibition in a panel of TNBC cell lines at the same dose that inhibited efficiently the mentioned routes. Among those the PI3K/mTOR seems to be of substantial importance. In previous experiments inhibition of this pathway in TNBC produced a profound antitumor activity in cell lines and in xenografted tumors [19]. Those findings helped guide the development of inhibitors against this pathway in the clinical setting [19, 30]. EC-70124 inhibited other relevant pathways such as the JAK/STAT; route that is involved in the genesis of breast tumors with stem cell properties, a finding that is in line with the down-regulation of gene-sets related to regulation of stem cell differentiation and the reduction of several stem-cell markers measured with flow cytometry [13]. Of note, no effect on RTK was observed as there was a minimal constitutive phosphorylation in the cell lines. The inhibition of the mentioned proteins were also confirmed in pharmacodynamic experiments showing that the drug reached the tumor at early time points. The presence of the drug was evaluated in two tumors per time point showing a remarkable exposure. Finally pharmacokinetic experiments confirmed a tipical iv elimination curve with concentrations of the drug above the micromolar range at 8 hours.

Gene set enrichment analyses (GSEA) revealed deregulation of many cellular functions including cell morphogenesis; regulation of stem cell differentiation; EMT phenotype, migration and DNA damage, among others. As a multikinase inhibitor with effect on different cancer-relevant kinases, it is expected to observe the inhibition of several functions. Among them, cell migration was inhibited by the drug in the same amount as other kinase inhibitors with known capabilities to reduce this function. Several markers used to identify populations with stem cell characteristics, were also reduced after treatment with EC-70124 [13, 31]. Furthermore, the JAK/STAT pathway, that is required for the growth of stem cell-like breast cancers [13], was also inhibited by EC-70124 in our biochemical studies.

DNA repair was one of the functions altered by the drug. At longer times we observed an increased expression of genes involved in DNA repair; genes that probably were synthesized in response to a DNA insult. This observation was confirmed by qPCR of the upregulated genes including BRCA2, LIG4, GADD45 or XPA, among others. Although induction of DNA damage is an infrequent effect of kinase inhibitors, we have observed before that the combination of dasatinib, a multi-TK inhibitor, with trastuzumab, an anti-HER2 antibody, produced a similar effect on DNA [32].

Physiological repair of DNA damage requires cells to arrest [17]. In our experiment we observed by flow cytometry how treatment with EC-70124 induced an arrest in G2/M. Induction of apoptosis evaluated by Annexin V staining was observed at 48 hours suggesting that some cells were unable to repair their DNA and finally led to cell death. This induction of apoptosis was largely independent of the activation of caspases. In addition, combination of EC-70124 with chemotherapy increase apoptosis compared with each agent given alone.

When combined with chemotherapies, EC-70124 produced a synergistic effect with docetaxel opening the door for potential combinations with these agents in the clinical setting. Taxanes are one of the gold standards in the treatment of this disease. In line with this, the studies in animals showed that EC-70124 increased the antitumor effect of docetaxel, compared with the effect of each agent given alone. A much limited effect was observed with the combination of carboplatin.

Globally, our article describes a novel multi-kinase inhibitor with a remarkable antitumor activity in TNBC. The pleiotropic nature of the effects of this drug, which affects cell cycle progression, migration or stem-like properties of TNBC cells offers the possibility of acting on all those oncogenic pathways using a single agent. Moreover, its synergistic effect with drugs that are commonly used to treat TBNC patients opens the possibility for the development of EC-70124 alone or in combination with those drugs in the clinical setting.

## MATERIALS AND METHODS

### Cell culture and drug compounds

HS578T, BT549, MDA-MB-231 and HCC3153 breast cancer cell lines were provided by Drs J Losada and A Balmain (originally from Dr. JW Gray's Laboratory, who in turn obtained them from the ATCC or from collection development in the laboratories of Drs S Ethier and A Gazdar to avoid errors occurring when obtained through ‘second-hand’ sources). In addition cells were analyzed by STR at the molecular biology unit at the Salamanca University Hospital. Cell lines were maintained in DMEM (HS578T, BT549, MDA-MB-231) and RPMI (HCC3153) containing 10% fetal bovine serum (FBS), with 100 U/mL penicillin, 100 μg/mL streptomycin and 2 mM L-glutamine, respectively. The cell culture medium and supplements were obtained from Sigma Aldrich (St. Louis, MO). The multi-kinase inhibitor EC-70124 was prepared via a proprietary process by Entrechem S.L. (Oviedo, Spain). Chemotherapeutic agents (Docetaxel, Carboplatin and Vinorelbine) were purchased from Selleckchem.

### Cell proliferation studies: MTT assays, matrigel-embedded culture experiments and clonogenic assays

The effect of drugs on cell proliferation was assessed using MTT (3-(4, 5-dimethylthiazol-2-yl)-2, 5 diphenyltetrazolium bromide) screening assay. This experiment is based on the ability of living cells to convert MTT, a yellow tetrazole, into a purple colored formazan product with an absorbance maximum near 570 nm. Thus, a decrease in the amount cells amount will result in a reduced purple colouring. HS578T, BT549, MDA-MB-231 and HCC3153 cells were plated at 10,000 cells per well in 48-multiwell plates and cultured overnight in DMEM and RPMI + 10% FBS. The next day, cells were treated for three days with increasing concentrations of EC-70124 alone or in combination with various chemotherapeutics to plot the dose–response curves and for synergy studies, respectively. In parallel, the IC50 value was determined by cell treatment with increasing amounts of EC-70124 at three-time points (24 h, 48 h and 72 h of incubation). After drug administration, the medium was replaced with 400 μL of fresh medium DMEM without phenol red containing MTT (0.5 μg/μL) and incubated for 45 minutes at 37°C. The medium was then removed and 200 μL of dimethylsulfoxide (DMSO) were added to each well. The plate was agitated in the dark for 5 minutes to dissolve the MTT-formazan crystals. The absorbance of the samples was recorded at 562 nm (555–690) in a multiwell plate reader (BMG labtech). Results were plotted as the mean values of quadruplicates from a representative experiment that was repeated at least two independent times.

For drug combination studies, synergy was confirmed using Calcusyn Version 2.0 software (Biosoft, Ferguson, MO) by determining combinational index (CI) based on the algorithm reported by Chou and Talalay [27]. Values <1 represent synergistic effect on cell proliferation of the 2 drugs, values equal to 1 indicate additive effect of the drugs, and values >1 represent an antagonistic effect. Combination index values from three independent experiments were generated and plotted.

For three-dimensional cell culture experiments, HS578T, BT549 and MDA-MB-231 cells were grown in DMEM supplemented with 10% FBS. Following passage, cells were trypsinized (0.5 g porcine trypsin and 0.2 g EDTA 4Na, purchased from Sigma Aldrich) and resuspended in growth medium containing 2% Matrigel. Then, cells were seeded at a density of 12.500 cells/ml in a 48-multiwell plate containing an underlying approximately 1 mm thick bed of Matrigel and incubated at 37°C. Next day, cells were treated with EC-70124 and cultured for 7 days. The assay included the daily visualization of cells under a light microscope to monitor the phenotype.

For clonogenic studies, cells were seeded at a density of 500,000 cells in a 100 mm culture dishes, and treated, the next day, with with EC-70124 (300 nM), docetaxel (0.5 nM), EC-70124 + docetaxel, carboplatin (20 μM) and EC-70124 + Carboplatin. After 24-hours treatment, cells were trypsinized, resuspended in 5 ml of complete growth medium to perform serial dilutions 1/10 and seeded, in triplicate, in 6-multiwell plates for 10 days. Then, the medium was removed and the number of colonies were determined.

### Wound-healing assay for cell migration

HS578T, BT549 and MDA-MB-231 cells were plated at a density of 300,000 cells/60 mm dish and maintained overnight in DMEM + 10% FBS. Following incubation, culture medium was removed and a wound in the cell monolayers was generated by scratching with a 200-μl pipette tip. Photographs were taken of the initial wound for comparison. Then, DMEM + 10% FBS was added and cells were treated for 48 hours with either 500 nM EC-70124 or 100 nM Dasatinib, as a negative control. Cell migration was visualized at ×10 magnification and photographed. Each experiment was completed in duplicate.

### Cell cycle and apoptosis detection assays

For cell cycle analysis, HS578T, BT549 and MDA-MB-231 cells were plated at a density of 500,000 cells/100 mm dish and maintained overnight in DMEM + 10% FBS. Cells were then treated with 500 nM of EC-70124 for 24 hours. After drug treatment, cells were trypsinized, fixed in ice cold 70% ethanol for 30 minutes and subsequently centrifuged at 5000 rpm for 5 minutes. Cell pellets were washed in PBS + 2% BSA and treated with Propidium iodide/RNAse staining solution (Immunostep S.L., Salamanca, Spain) in the dark for 1 hour at 4°C, and analyzed then on FACSCanto II flow cytometer (BD Biosciences). The percentage of each cell cycle phase was determined by plotting DNA content against cell number using the FACS Diva software.

For Annexin V/PI experiments, 500 nM EC-70124 treated cells (at a density of 500,000 cells/100 mm dish) were washed twice with PBS, and stained with 5 μl of Annexin V-DT-634 (Immunostep S.L., Salamanca, Spain) and 3 μl of Propidium iodide (10 mg/ml) in 1x Binding Buffer (10 mM HEPES, pH 7.4, 140 mM NaOH, 2.5 mM CaCl_2_) for 1 hour at room temperature in the dark. The apoptotic cells were determined using a FACSCanto II flow cytometer (BD Biosciences). Both early apoptotic (Annexin V-positive, PI-negative) and late (Annexin V-positive and PI-positive) apoptotic cells were included in cell death determinations.

### Preparation of cell extracts and western-blotting

HS578T and BT549 cells were plated at a density of 500,000 cells/100 mm dish, maintained overnight in DMEM + 10% FBS, and treated later with EC-70124 at 500 nM for 6, 12 and 24 hours. After treatment, cells were washed with cold PBS and lysed in cold lysis buffer (20 mM Tris–HCl [pH 7.0], 140 mM NaCl, 50 mM EDTA, 10% glycerol, 1% Nonidet P-40, 1 μM pepstatin, 1 μg/mL aprotinin, 1 μg/mL leupeptin, 1 mM phenylmethyl sulfonyl fluoride, 1 mM sodium orthovanadate). Then, insoluble material was removed by centrifugation. The protein concentration was determined using BCA (Bicinchoninic acid) protein assay kit (Sigma Aldrich).

For Western-blotting, 50 μg protein was resolved by 6%–15% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membranes (Millipore Corporation). Blots were blocked in 1x Tris-buffered saline (TBS, 100 mM Tris [pH 7.5], 150 mM NaCl, 0.05% Tween 20) containing 0.05% Tween 20 and 1% of bovine serum albumin for 1 hour and then incubated overnight with the following primary human monoclonal/policlonal antibodies: anti-p^S473^-AKT, anti-pH2AX (BD Biosciences), anti-pERK1/2, PARP (Santa Cruz Biotechnology), anti-pS6, anti-pSTAT3, anti-pSTAT1, anti-p^T308^-AKT (Cell Signalling Technology). Protein-bound primary antibodies were detected using respective horseradish peroxidase-coupled secondary antibodies (anti-rabbit for polyclonal and anti-mouse for monoclonal, obtained from Santa Cruz Biotechnology) diluted 1:5,000 in 1x TBS containing 0.05% Tween and incubated for 1 hour at room temperature. Protein bands were detected using ECL Plus Western Blotting Detection System (GE Healthcare, Buckinghamshire, United Kingdom).

### Phospho-kinase antibody array and immunohistochemistry

To evaluate whether EC-70124 treatment causes a change in the kinase phosphorylation profiling of human breast cancer cell, two different commercial arrays, the human phospho-RTK array kit (# ARY001, R&D Systems, Abingdon, UK) and the PathScan RTK Signaling Antibody Array Kit (# 7982, Cell Signaling Technology) were used. The array kits allows for the simultaneous detection of receptor tyrosine kinases and downstream signaling nodes, when phosphorylated at tyrosine or other residues. Target-specific capture antibodies, biotinylated protein (positive control) and non-specific IgG (negative control) have been spotted in duplicate onto the array membrane. Cell lysates were diluted to a total protein concentration and incubated with the RTK arrays according to manufacturer's instructions. After binding the domain of both phosphorylated and unphophorylated tyrosine kinases, unbound material was washed away. A pan anti-phospho-tyrosine antibody conjugated to horseradish peroxidase (HRP) was used to detect phosphorylated tyrosines on activated receptors by chemiluminescence. Quantitation of the different RTKs and cell signaling intermediates in the human phospho-RTK array kit was performed using the Quantity One analysis software (Bio-Rad, CA, USA) and expressed as the pixel density (OD/mm^2^). The pixel density of the background was subtracted from the pixel density of each spot, and the average of duplicate spots was determined. Next, Signal intensity was calculated by the normalization of mean pixel density in each spot against the pixel density of the positive control. Significance was determined using a cut-off point of density signal higher than 0.6.

For the immunohistochemistry evaluation, tumour samples from mice were obtained and fixed with formaldehyde 24 hours at room temperature. After the samples were embedded in paraffin, they were cut into thin slices and mounted on slides for subsequent analysis. The immunohistochemistry for ki67, pS6 were performed as described [33, 34] and TUNEL was performed following the manufacturer's instructions (*In situ* cell Death Detection Kit, AP, Roche).

### Microarray analysis of mRNA

MDA-MB-231 cells were grown in DMEM with 10% of FBS and added to a final concentration of 500,000 cells/plate. Next day cells were treated with 500 nM EC-70124 for 24 h. Total RNA from 3 independent control samples and 3 independent treated cells was extracted and purified using the RNeasy Mini Kit (Qiagen). Double-stranded cDNA and biotinylated cRNA were synthesized using a T7 polyT primer and the BioArray RNA labeling kit (Enzo Life Sciences, Farmingdale, NY), respectively. The labeled RNA was fragmented and hybridized to human oligonucleotide arrays (Human Gene ST Arrays) (Affymetrix, Santa Clara, CA) according to the manufacturer's instructions. Affymetrix CEL files were imported into the dChip software (Dana Farber Cancer Institute, Boston, MA): normalization of all arrays was done using a pair-wise rank invariant probe method and expression level of each probeset was calculated using the model-based expression index (MBEI).

### Gene-set enrichment analysis

The MBEI data for all probesets were further imported into the GSEA software [26] to perform gene-set enrichment analysis using 2000 gene-set permutations, minimum gene-set size of 5, maximum gene-set size of 500 and *t*-test as the scoring metric. The gene-sets included in the GSEA analyses were obtained from KEGG, MsigDB-c2, NCI, Biocarta, IOB, Netpath, HumanCyc, Reactome and the Gene Ontology (GO) databases, updated August 2014 (http://baderlab.org/GeneSets). EnrichmentMap (version 2.0, automatic labelling option, Cytoscape 3.2.1) was used to visualize enriched gene-sets with a nominal *p*-value < 0.025 and a False Discover Rate < 0.25.

### Quantitative reverse-transcription PCR (qRT-PCR)

Untreated and EC-70124-treated cells were collected and mRNA levels of the indicated genes were determined by quantitative reverse- transcription PCR. Briefly, total RNA was obtained from cells using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to manufacturer's instruction. After extraction, concentration and purity were determined using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, USA) and, subsequently, 3 μg of total RNA was reversely transcribed using RevertAid H Minus First Strand cDNA syntesis Kit (Thermo Fisher Scientific, USA) in a thermocycler (Bio-Rad) under the following reaction conditions: 65°C for 5 min, 42°C for 60 min and 70°C for 10 min. The cDNAs were then subjected to a real-time PCR analysis using Fast SYBR Green Master Mix in StepOnePlus Real-Time PCR system (Applied Biosystems) according to the manufacturer's instructions. Primer sequences for the genes are shown in Supplementary Table S3. An initial step was performed at 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and finished by 60°C for 1min. each sample was analyzed in triplicates and cycle threshold (Ct) values of transcripts was determined using StepOne Software v.2.1. The ΔCt values were calculated using GAPDH as reference. Untreated cells were used as control to calculate the ΔΔCt value and to determine the X-fold mRNA expression.

### Xenograft studies

Mice were handled at the animal facility following legal guidelines. Female BALB/cAnNRi-Foxn1nu/Foxn1nu mice, 5 weeks old were obtained from Janvier Labs. After 10 days quarantine, 2–5 × 10^6^ MDA-MB-231 cells in 100 μL of DMEM with 20% Matrigel were injected into the mammary fat pads of mice. Two weeks after the injection, mice were randomly assigned into two groups (with equal average tumor volumes before initiation of treatments) control vehicle (manufacturer recommendations) (*n* = 5) and EC-70124 + vehicle (*n* = 5). After approximately 2 weeks, when tumors reached a volume of 100 mm^3^ treatment was initiated. Animals were inhalatorily anaesthetized and then treated with EC70124 i.v. (18 mg/kg) every three days. For combinatory studies, when tumors reached a volume of 200 mm^3^ treatment was initiated, in this case, we used EC-70124 (14 mg/kg) every three days alone or in combination with carboplatin (15 mg/kg) or docetaxel (15 mg/kg) ip weekly for 3 consecutive weeks (*n* = 5 for all groups). Tumors diameters were measured every three days and tumor volumes were calculated using the following formula: V = (L × W^2^)/2, where V = volume (cubic millimeters), L = length (millimeters) and *W* = width (millimeters). Mice were killed by CO_2_ inhalation.

### Pharmacokinetics

Healthy CD-1 female mice were dosed orally with EC-70124 (18 mg/Kg). Blood was collected at eight time-points between 5 min and 24 h. Each time point represented the average of 3 mice. Serum was diluted with 1 volume of methanol and centrifuged to eliminate any insoluble precipitate. The supernatant was then used to measure EC-70124 by LC-MS.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Antitumor activity of the novel multi-kinase inhibitor EC-70124 in triple negative breast cancer
**Source:** Oncotarget. 2015 Aug 12;6(29):27923–37. doi: 10.18632/oncotarget.4736
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES AND TABLES

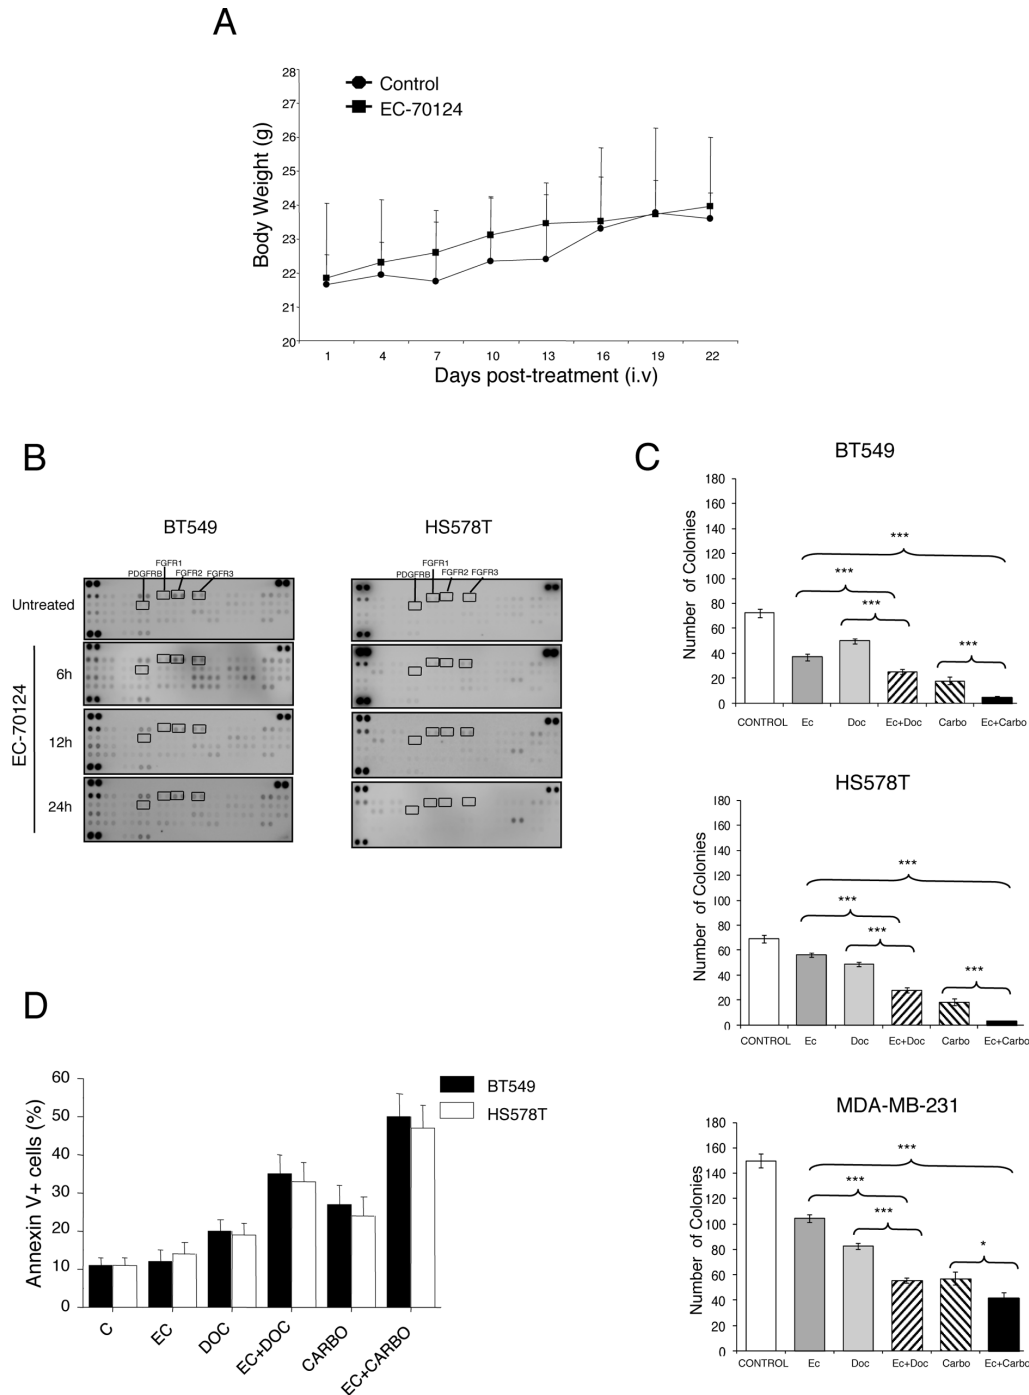

**Supplementary Figure S1: A.** Effect of EC-70124 administration on body weight of untreated and treated animals. Weight was measured every three days. Animals were inhalatorily anaesthetized and then treated with EC70124 i.v. (18 mg/kg) every three days. **B.** Analysis of Receptor tyrosine kinase activation in BT549 and HS578T; and effect of EC-70124 on their phosphorylated status. Cell lysates were examined for the phosphorylation of a panel 42 extracellular kinases using an antibody array described in "Material and methods". **C.** Effect on colony formation of EC-70124 alone or in combination with chemotherapies in HS578T, BT549 and MDA-MB-231. Cells were treated with EC-70124 (300 nM), docetaxel (0.5 nM), and carboplatin (20  $\mu$ M) for 5 hours and number of colonies was determined following 10 days of treatment. Bart charts represent the number of colonies formed in relation to untreated cells. **D.** Evaluation of apoptosis induction by EC-70124, carboplatin or docetaxel therapies alone or in combination in BT549 and HS578T. Cells were treated with EC-70124 (300 nM), docetaxel (1.6 nM), and carboplatin (20  $\mu$ M), and stained with Annexin V after 48 hours of treatment. The histogram represents the mean percentage of cells positive or negative to Annexin V staining.

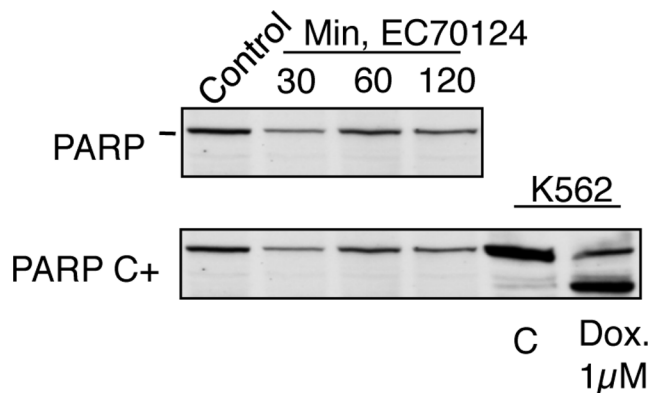

**Supplementary Figure S2:** Effect of EC-70124 on expression of PARP in mice tumors. Animals were treated for 30, 60 and 120 minutes with EC-70124 (18 mg/kg iv) and expression of PARP degradation was analyzed by Western-blotting. The leukemic cell K562 treated with doxorubicin (1 μM) was used as a positive control.

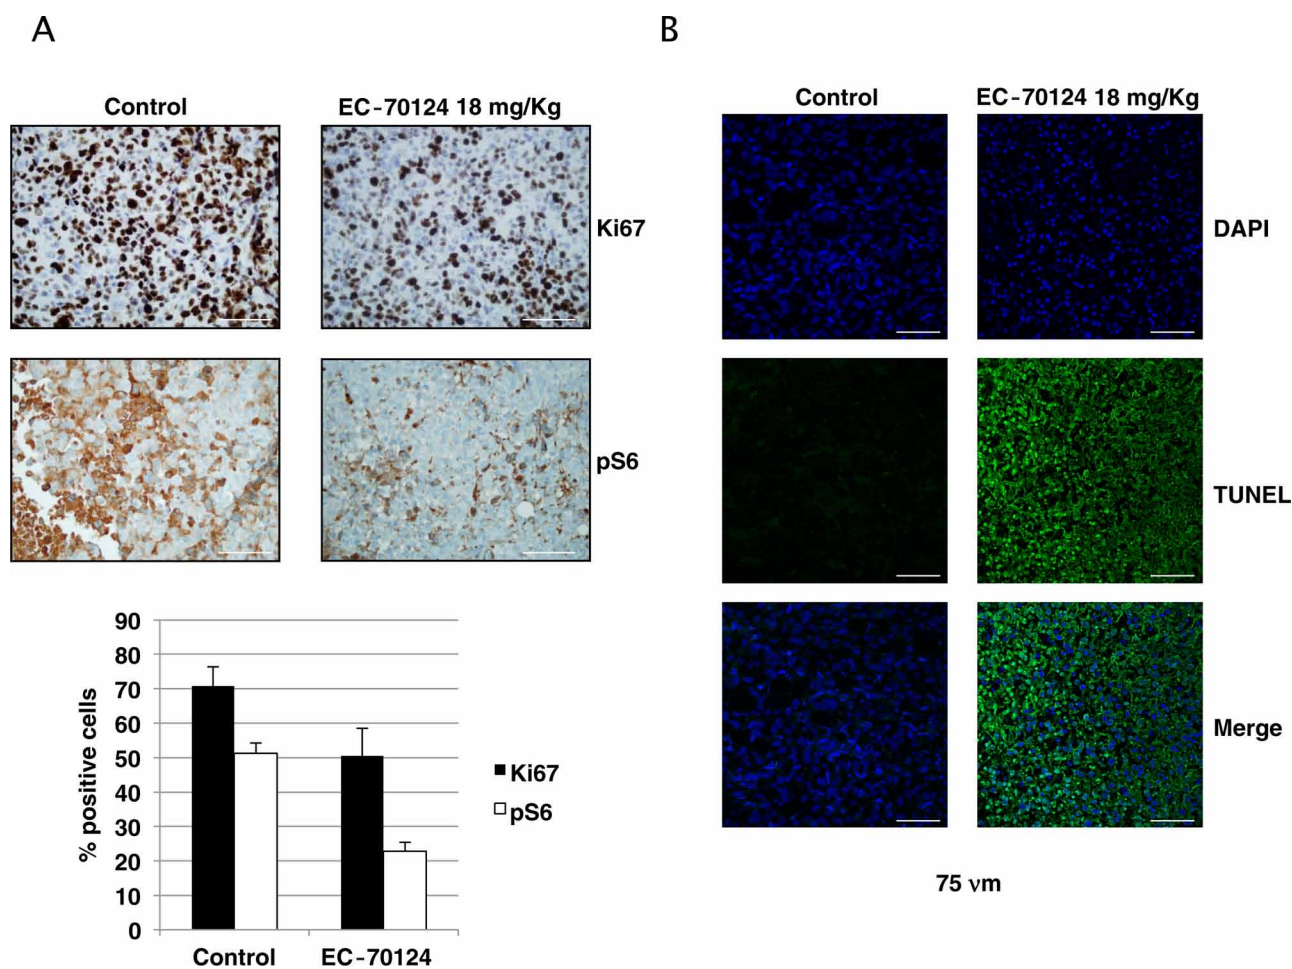

**Supplementary Figure S3:** Effect of EC-70124 on expression of Ki67, pS6 and TUNEL in tumors from treated mice at 24 hours with EC-70124 (18 mg/kg iv). Antibodies used are described in "Material and methods" Bar, 75 microm.

**Supplementary Table S1: GSEA analyses including information regarding gene-set name, NES,  $p$ -value and FDR  $q$  values**

**Supplementary Table S2: List of selected genes modified by EC-70124 in treated samples compared with untreated ones, that belong to the gene-sets represented in figure B, C, and D**

**Supplementary Table S3: Primer sequences used for quantitative reverse-transcription PCR analyses of indicated genes related to DNA damage in untreated and treated MDA-MB-231 cells (500 nM), at different time points (6, 12, 24 hours)**

| GENES   | PRIMERS | SEQUENCE                    |
|---------|---------|-----------------------------|
| BRCA1   | Forward | 5'-ACTCTGGGGCTCTGTCTTCA-3'  |
|         | Reverse | 5'-GGTGGTACATGCACAGTTGC-3'  |
| LIG4    | Forward | 5'-GTCTGGGCGCTGGATTTTGTA-3' |
|         | Reverse | 5'-TGCCCCAAAGATGAAGAAAG-3'  |
| FANCF   | Forward | 5'-GGACTCAGTTCCAACCCAAA-3'  |
|         | Reverse | 5'-GCTAGTCCACTGGCTTCTGG-3'  |
| RAD52   | Forward | 5'-AGTTTGGGAATGCATTGG-3'    |
|         | Reverse | 5'-TCGGCAGCTGTTGTATCTTG-3'  |
| PRMT6   | Forward | 5'-CTCTTCATAGCCCCCATCAG-3'  |
|         | Reverse | 5'-AATCCCTGCACAACGATCTC-3'  |
| BRCA2   | Forward | 5'-CCAATGCCTCGTAACAACCT-3'  |
|         | Reverse | 5'-AGCTCTTCACCCTGCAAAA-3'   |
| DDB2    | Forward | 5'-GTGACCACCATTCGGCTACT-3'  |
|         | Reverse | 5'-TCAAGGACAAACCCACCTTC-3'  |
| GADD45A | Forward | 5'-GGAGGAAGTGCTCAGCAAAG-3'  |
|         | Reverse | 5'-TGGATCAGGGTGAAGTGGAT-3'  |
| XPA     | Forward | 5'-GCAGCCCCAAAGATAATTGA-3'  |
|         | Reverse | 5'-TGGCAAATCAAAGTGGTTCA-3'  |
| GADPH   | Forward | 5'-CAATGACCCCTTCATTGACC-3'  |
|         | Reverse | 5'-GATCTCGCTCCTGGAAGATG-3'  |

# Supplementary material for: Antitumor activity of the novel multi-kinase inhibitor EC-70124 in triple negative breast cancer
**Source:** Oncotarget. 2015 Aug 12;6(29):27923–37. doi: 10.18632/oncotarget.4736
**Supplement:** Supplementary file 2

## Slide 1
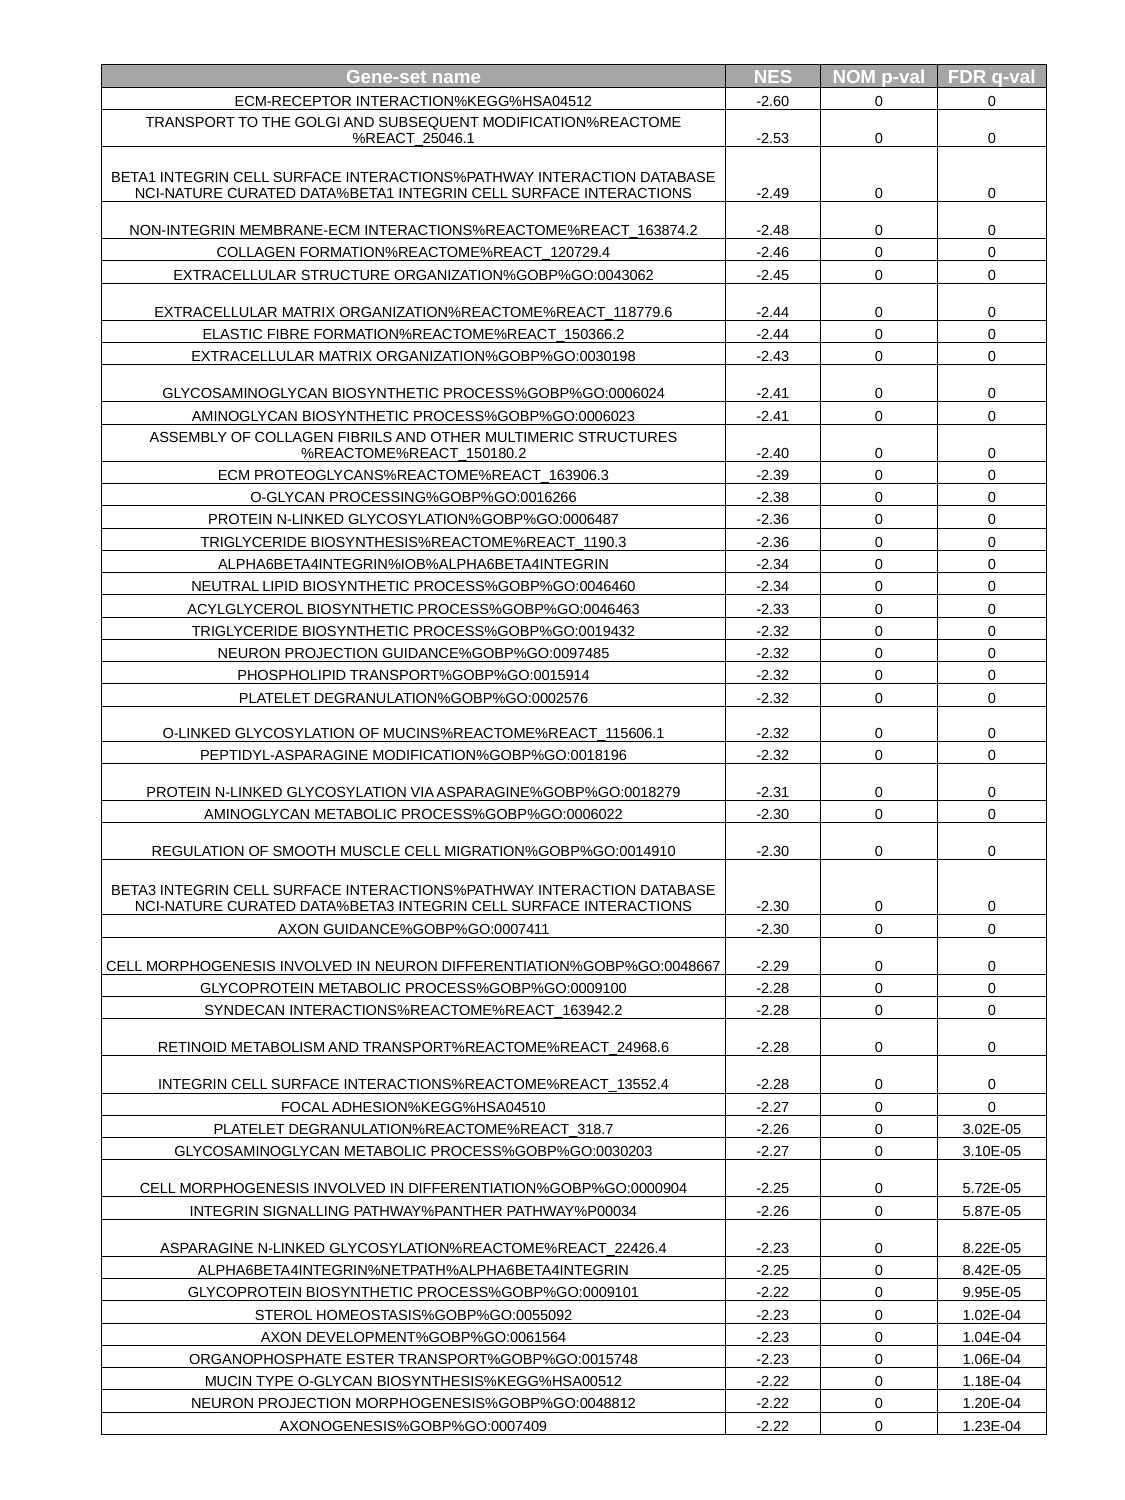

## Slide 2
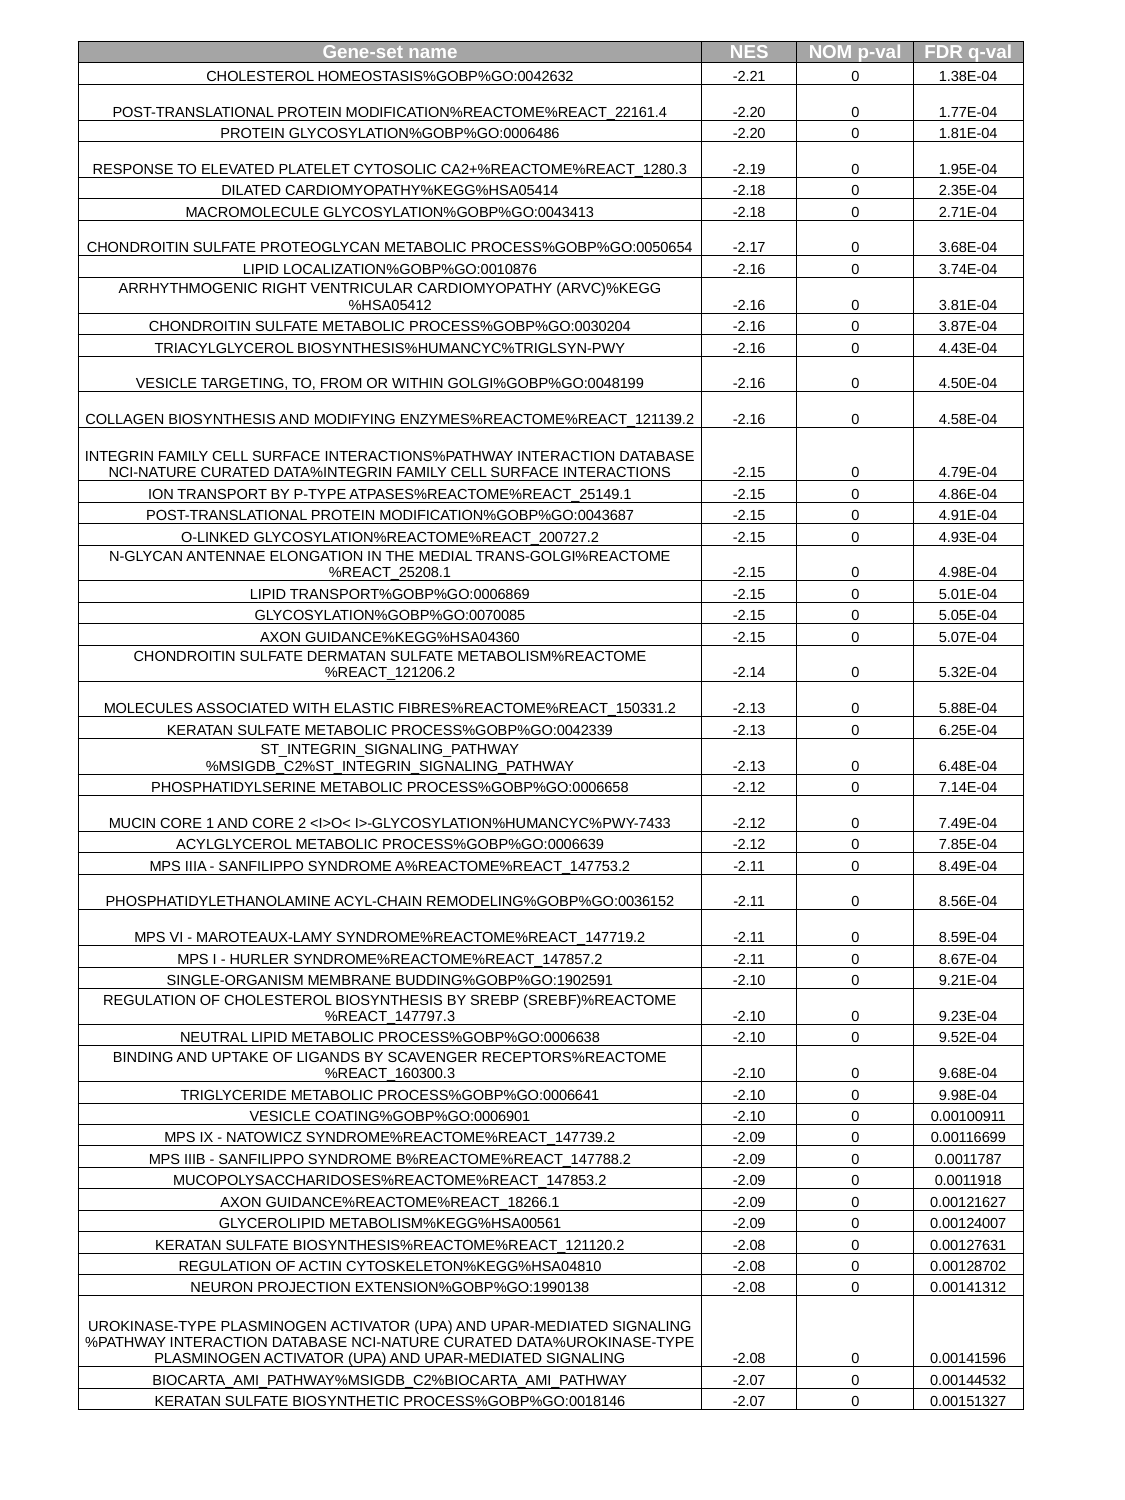

## Slide 3
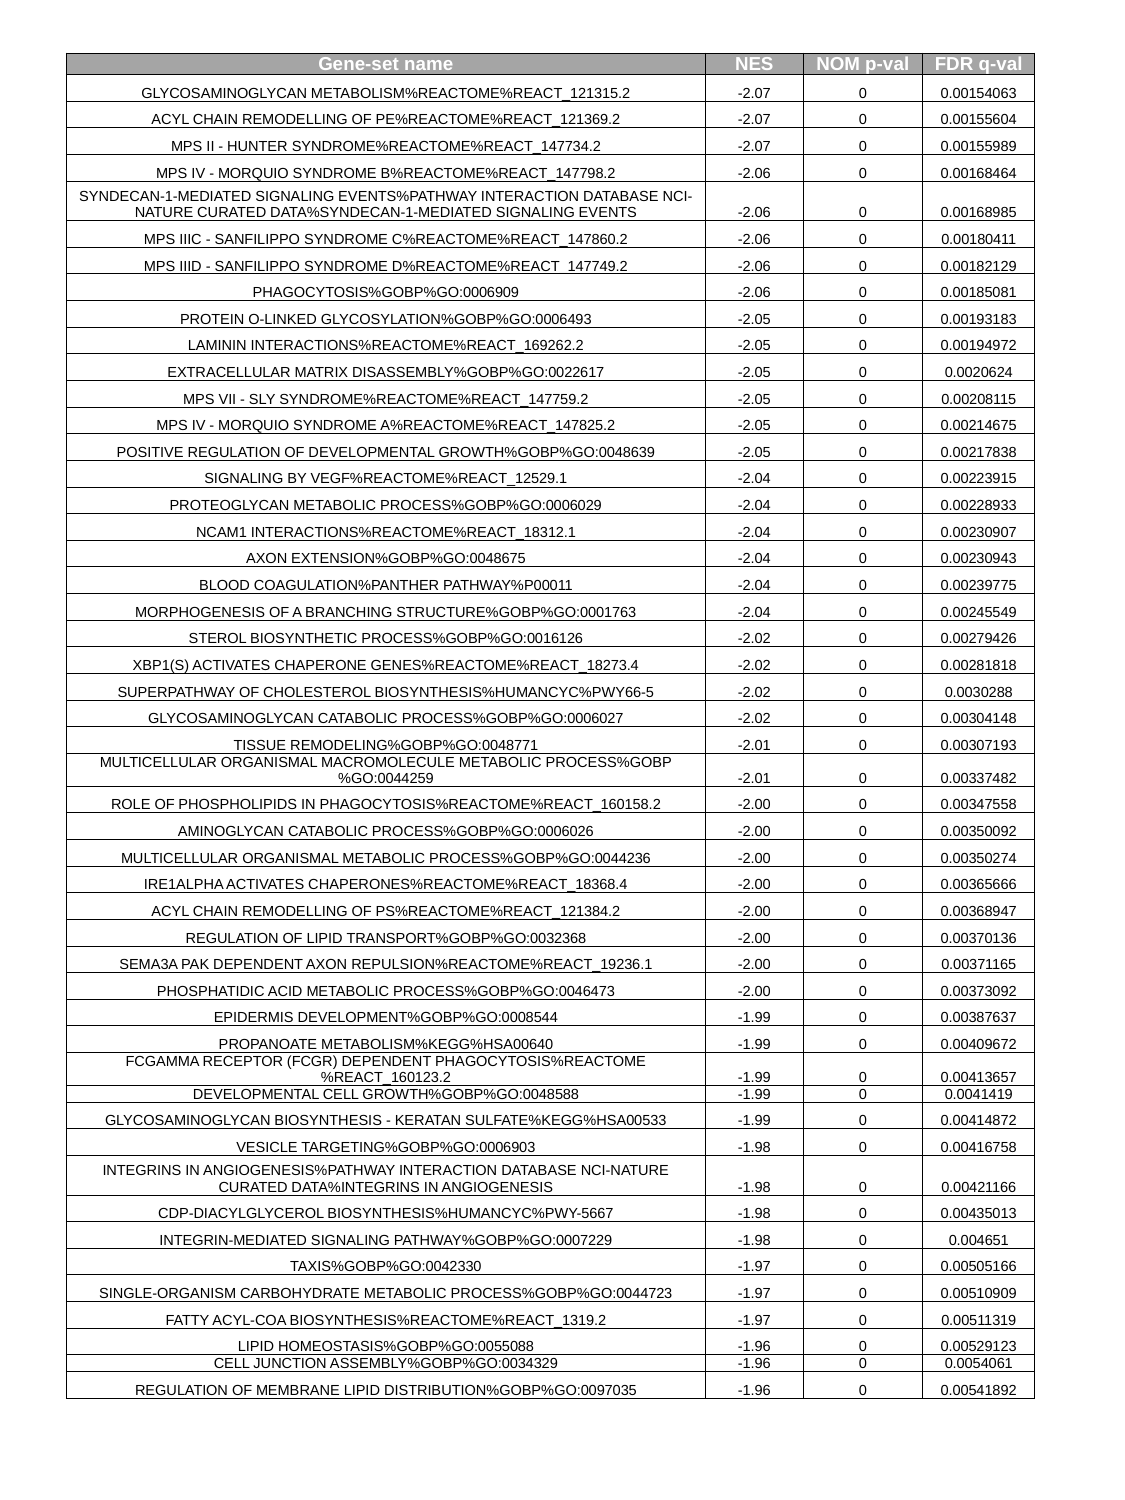

## Slide 4
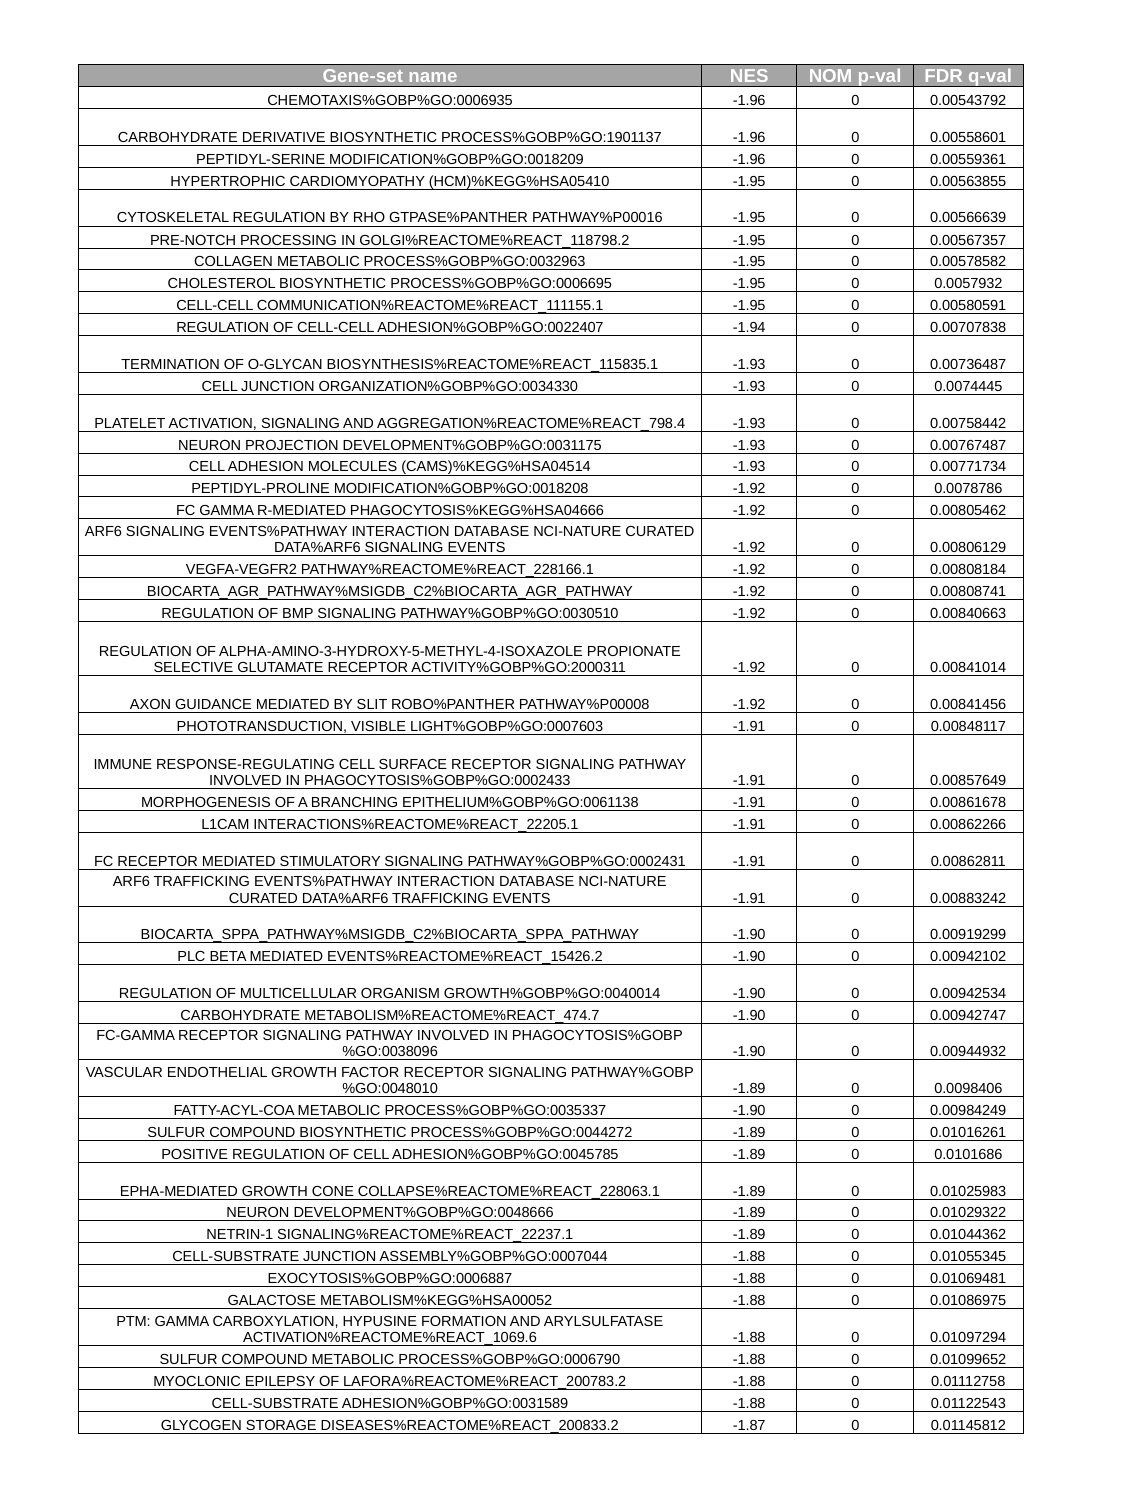

## Slide 5
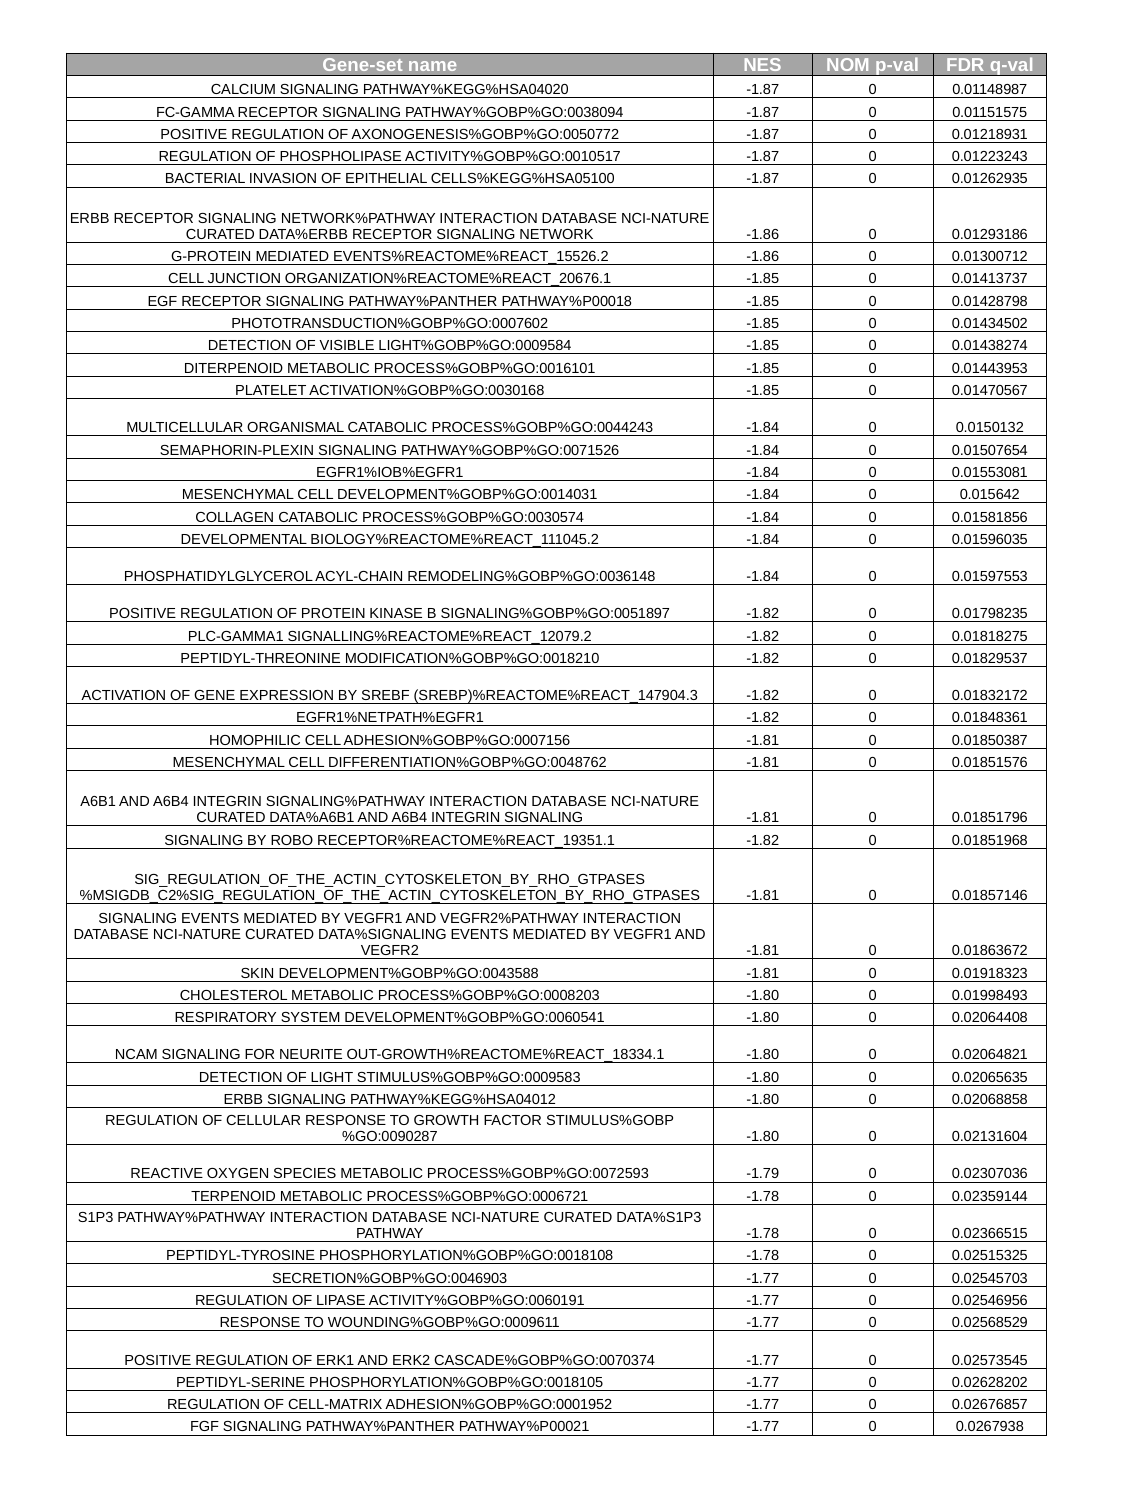

## Slide 6
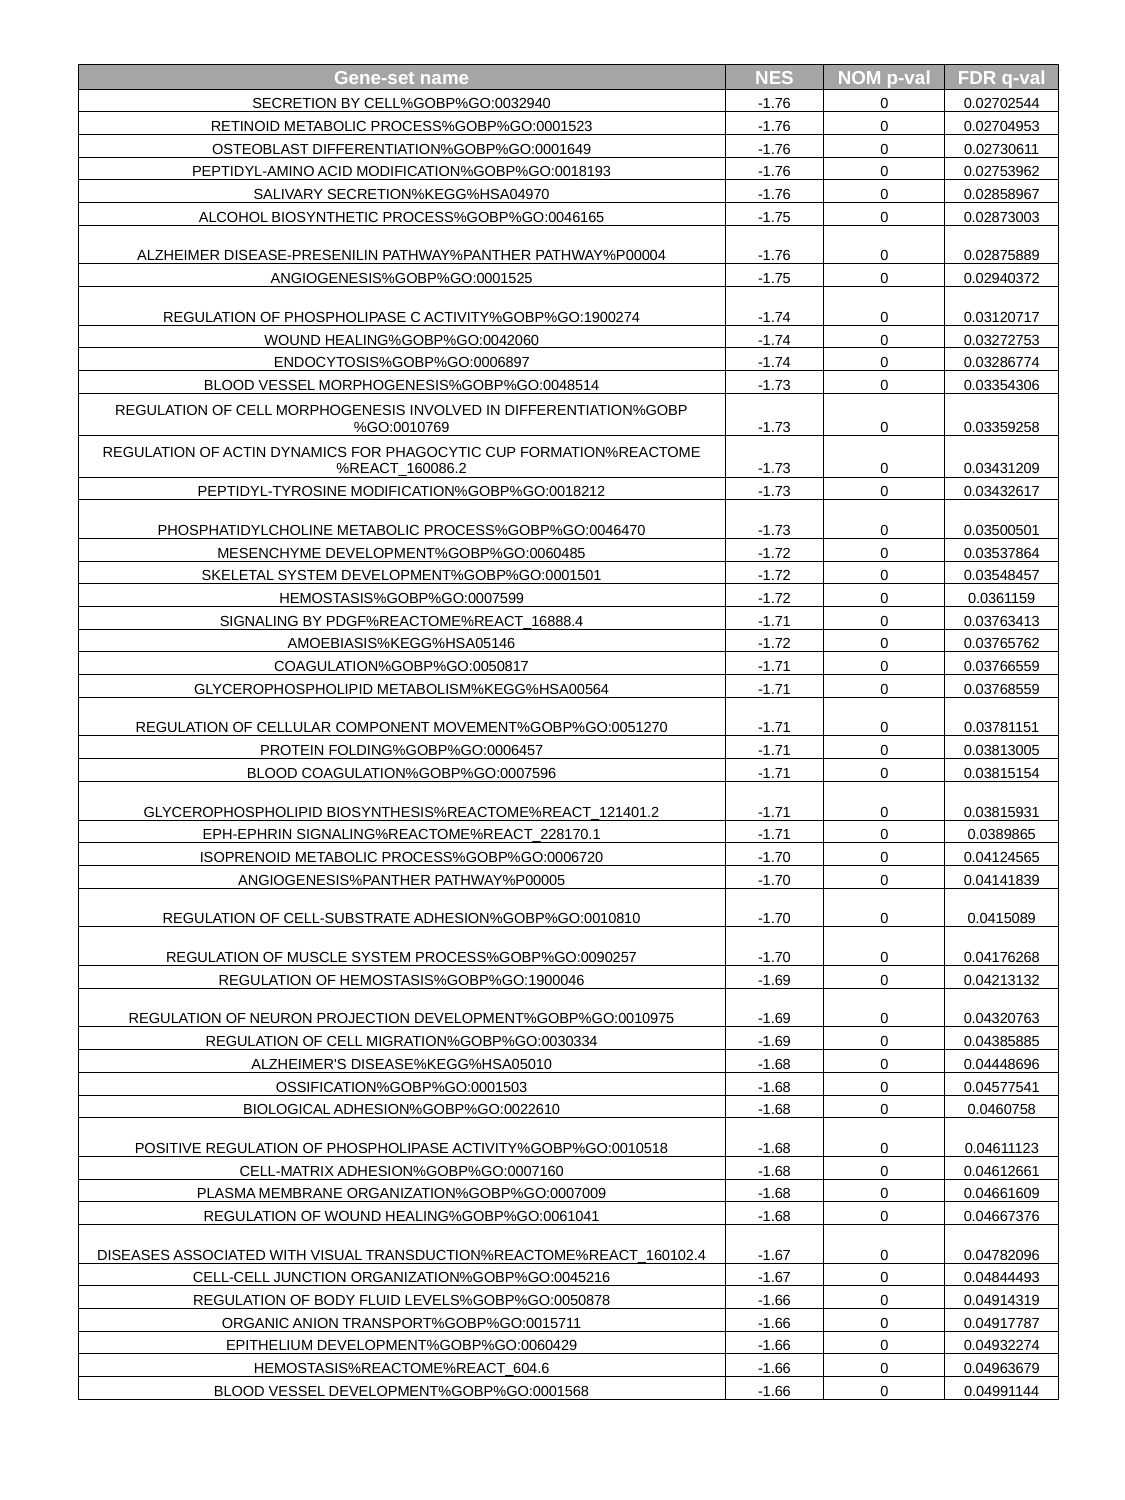

## Slide 7
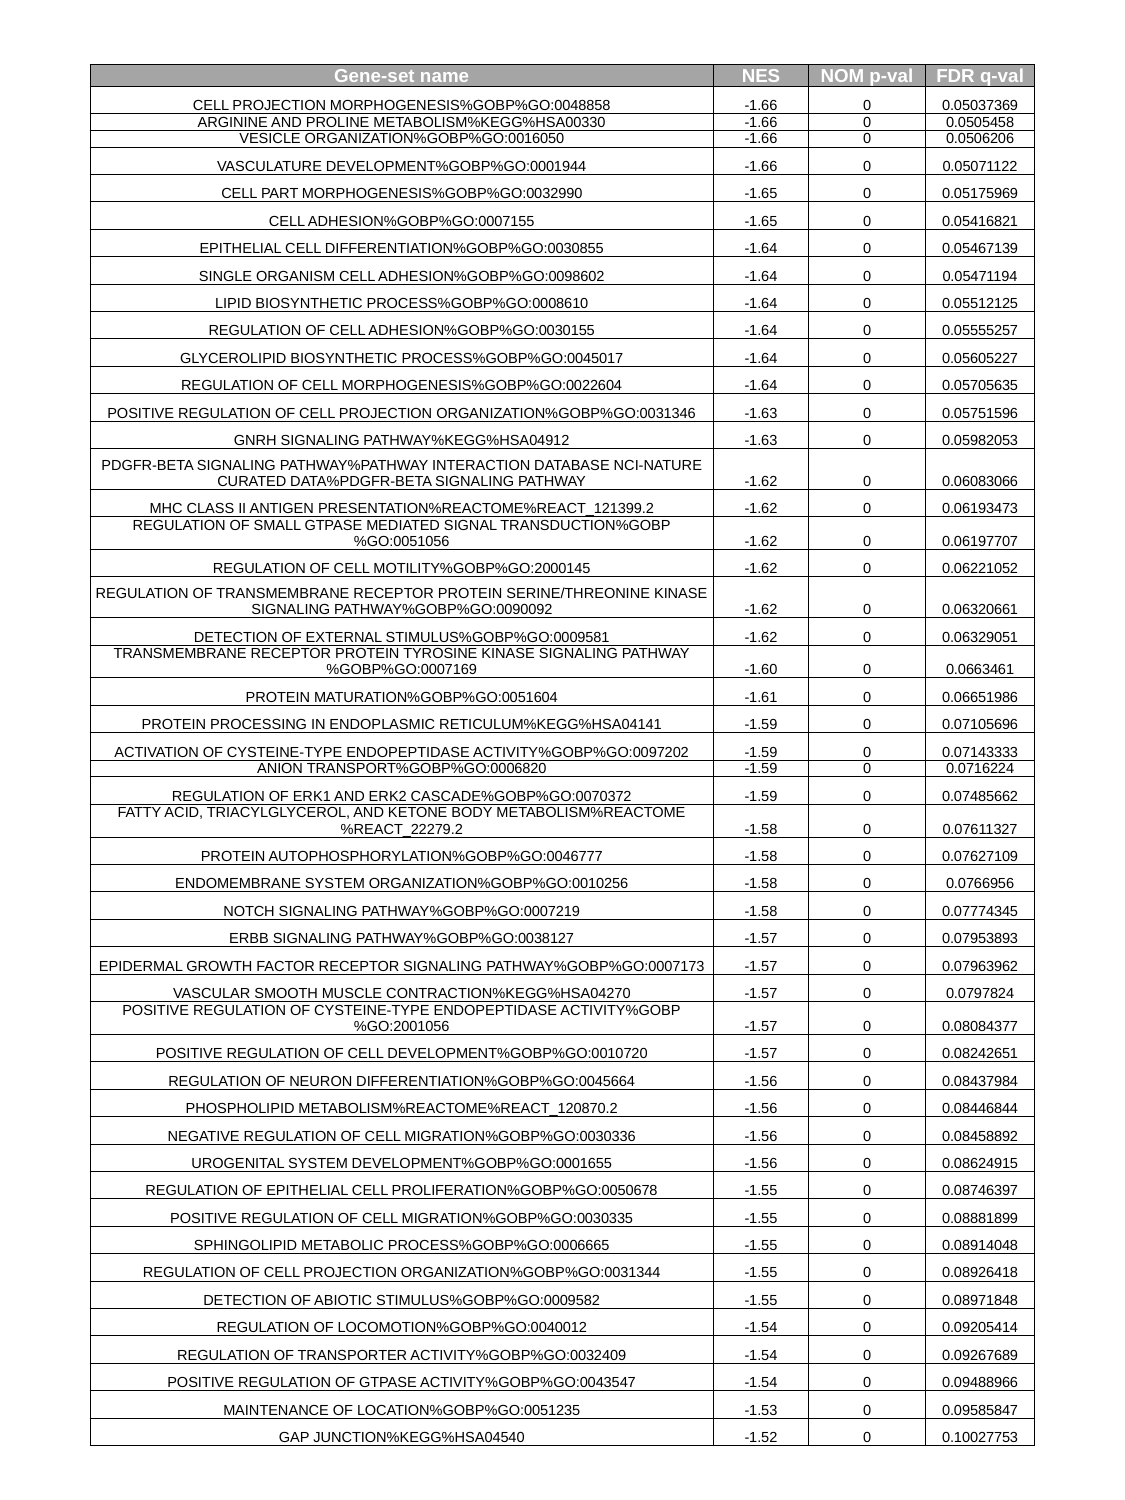

## Slide 8
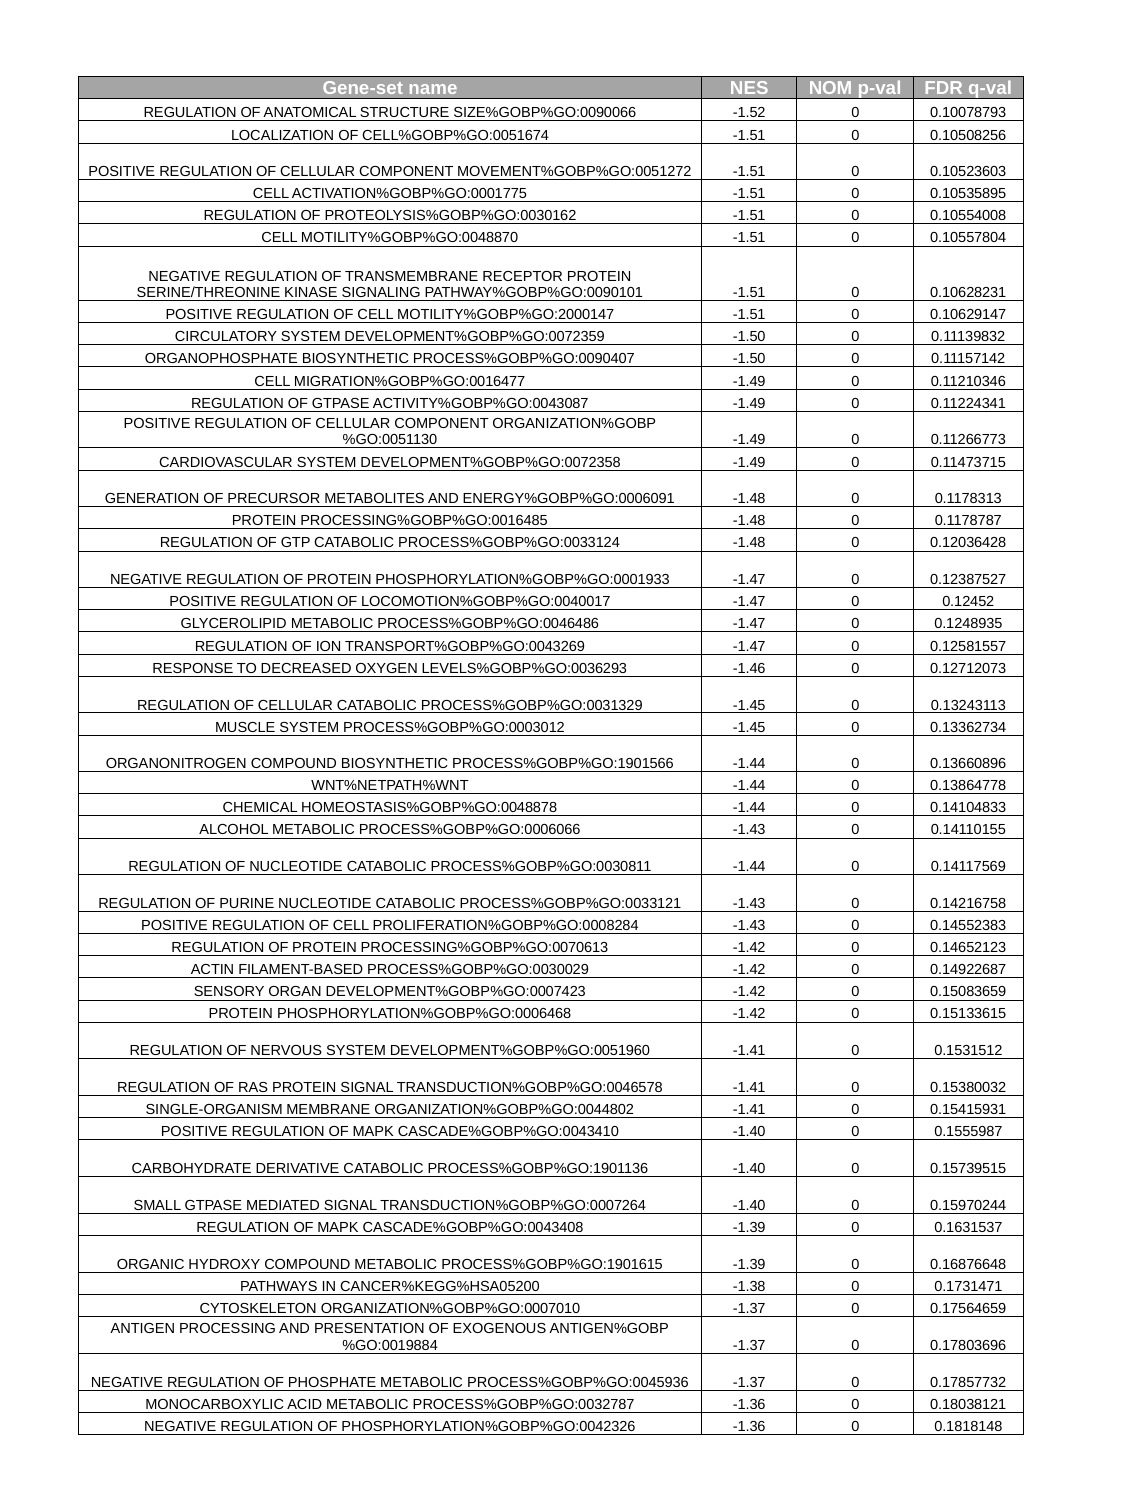

## Slide 9
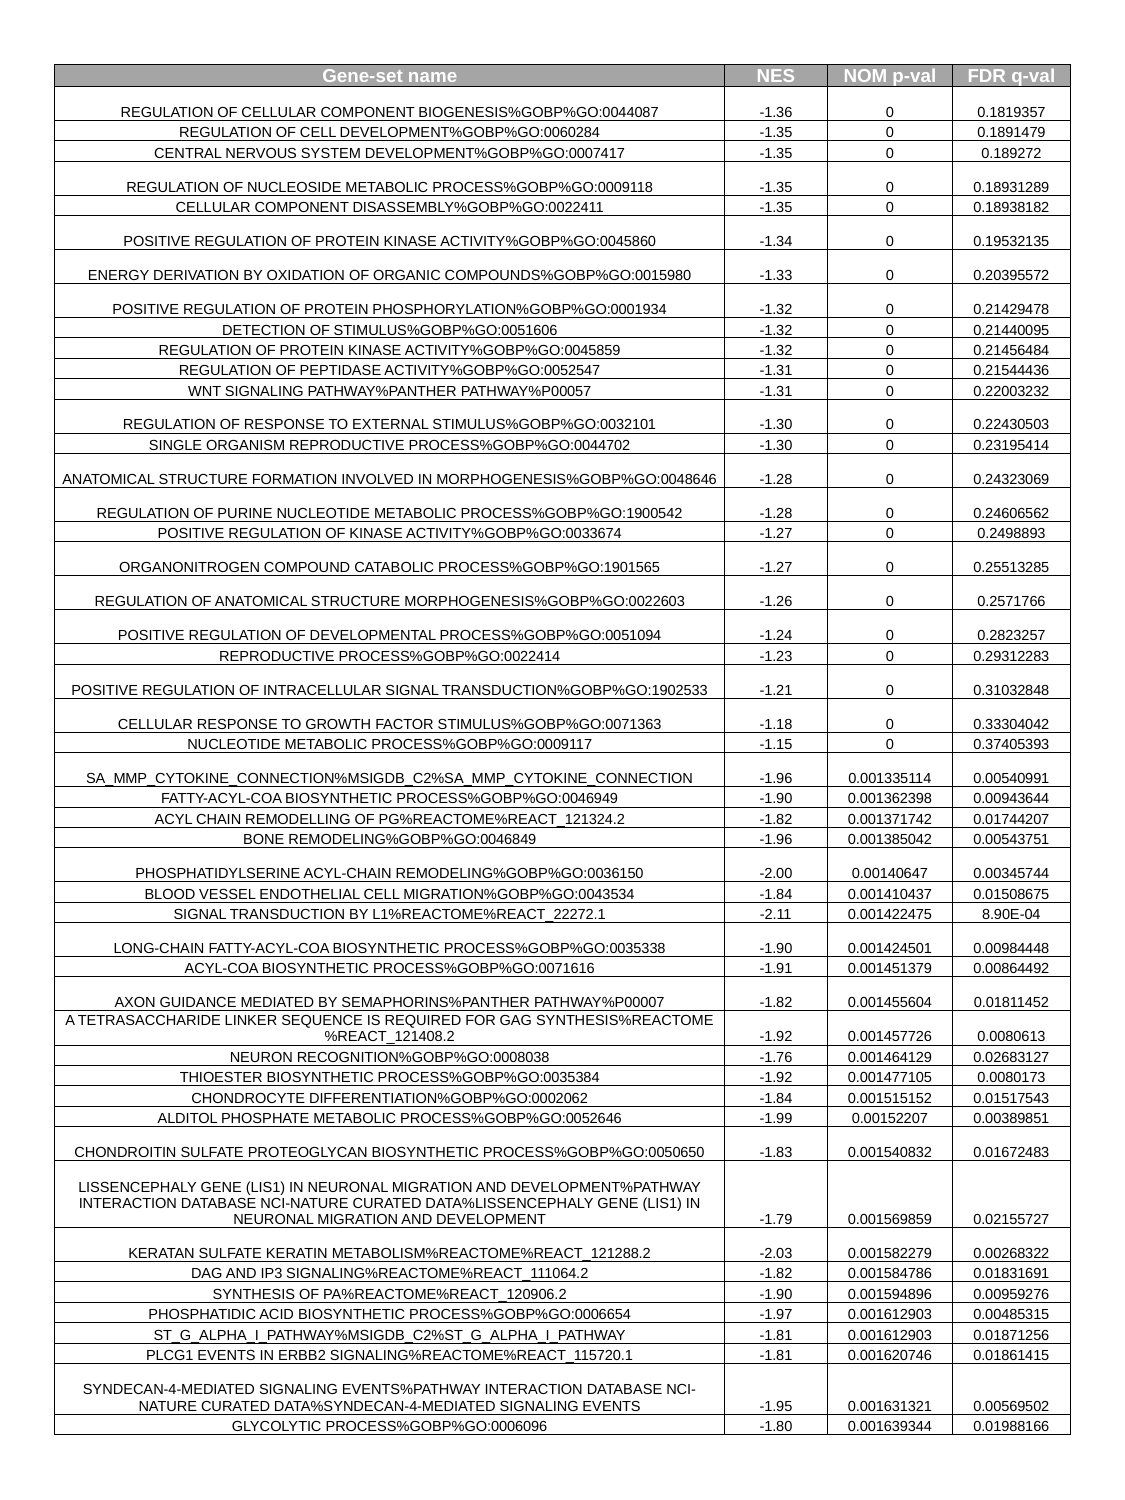

## Slide 10
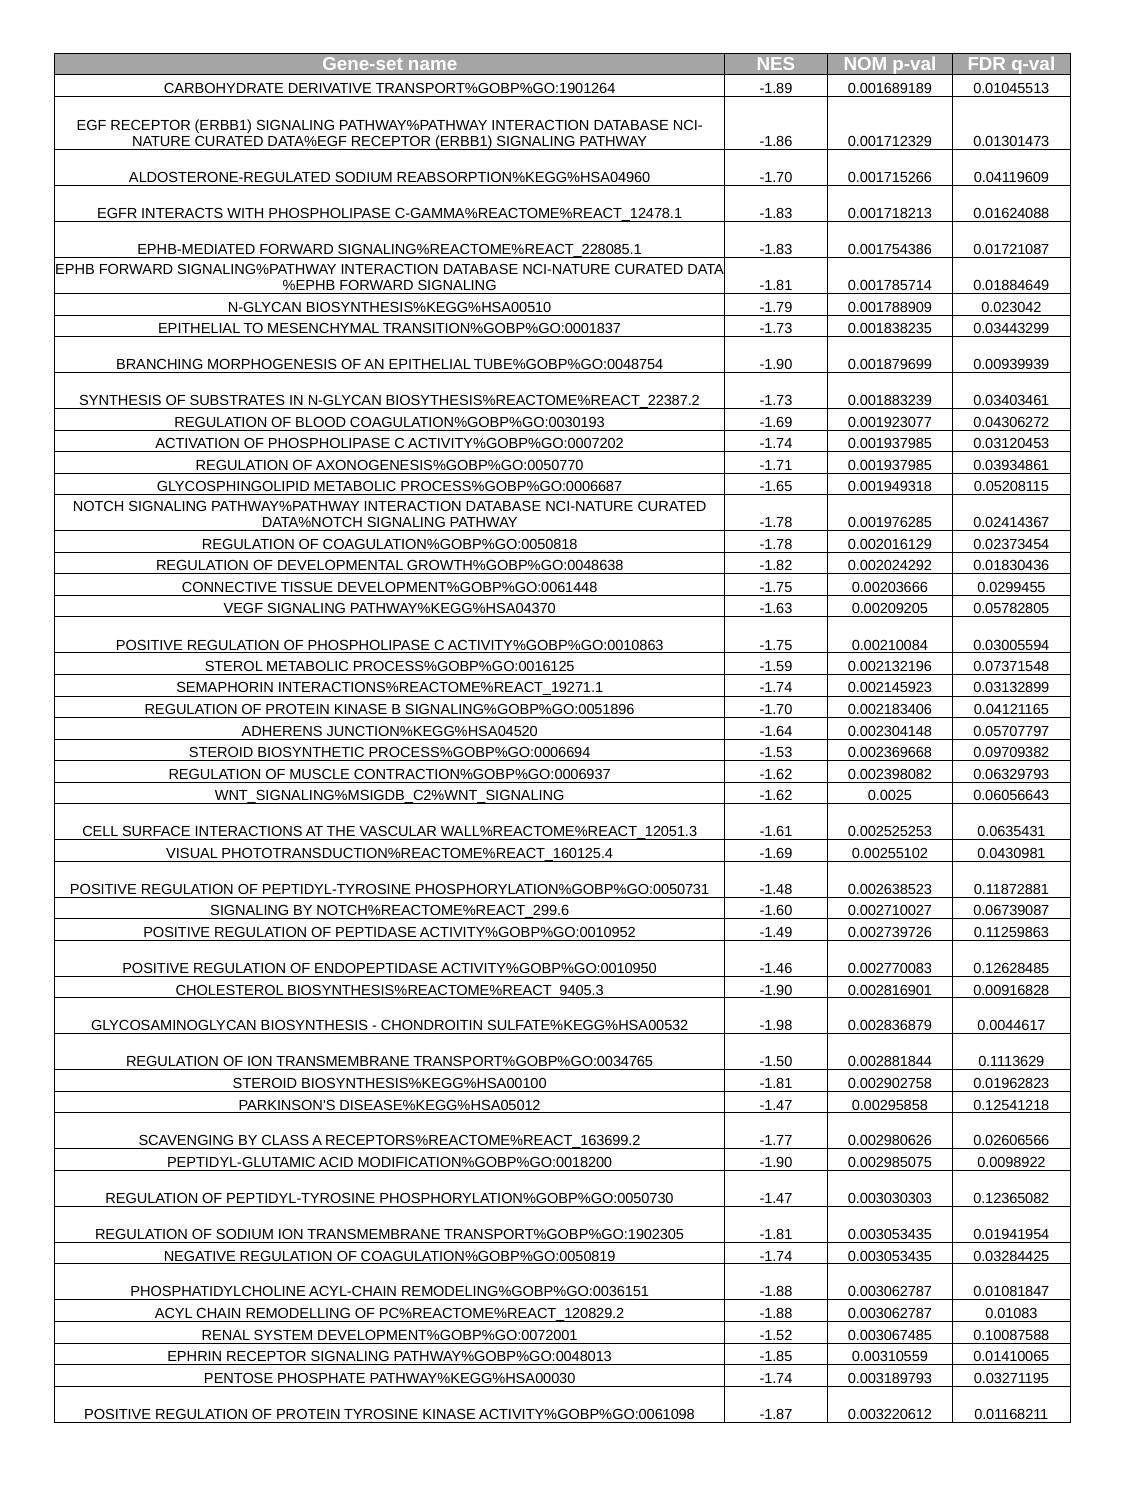

## Slide 11
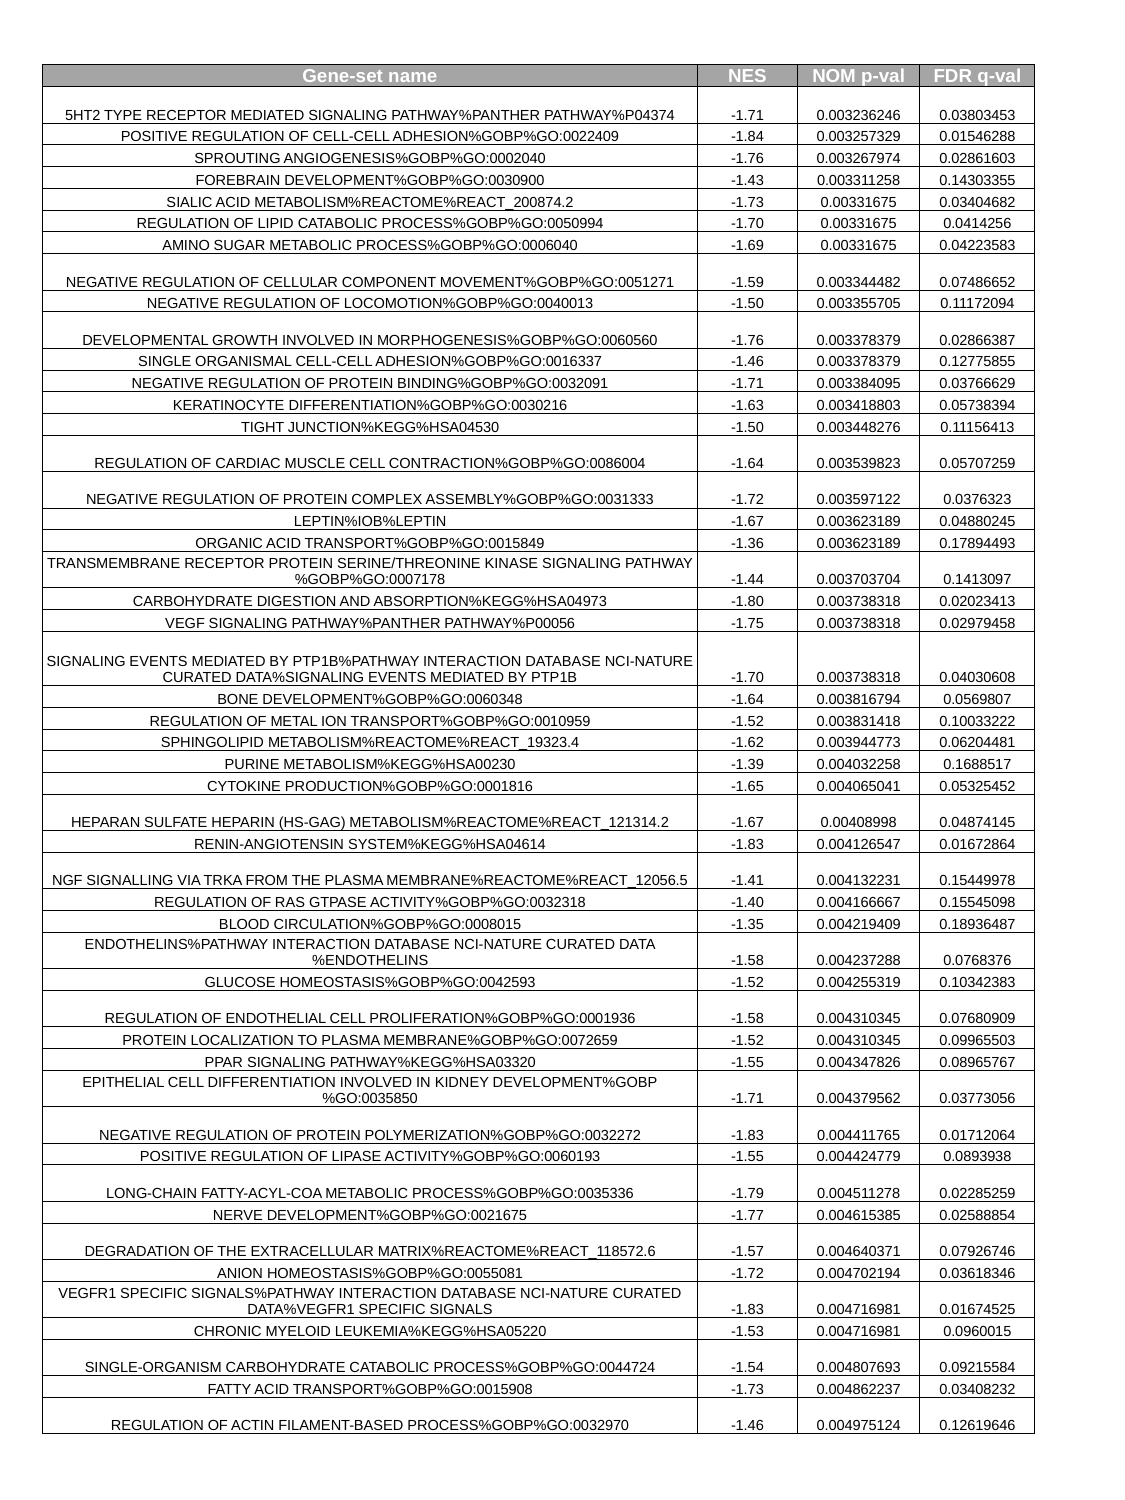

## Slide 12
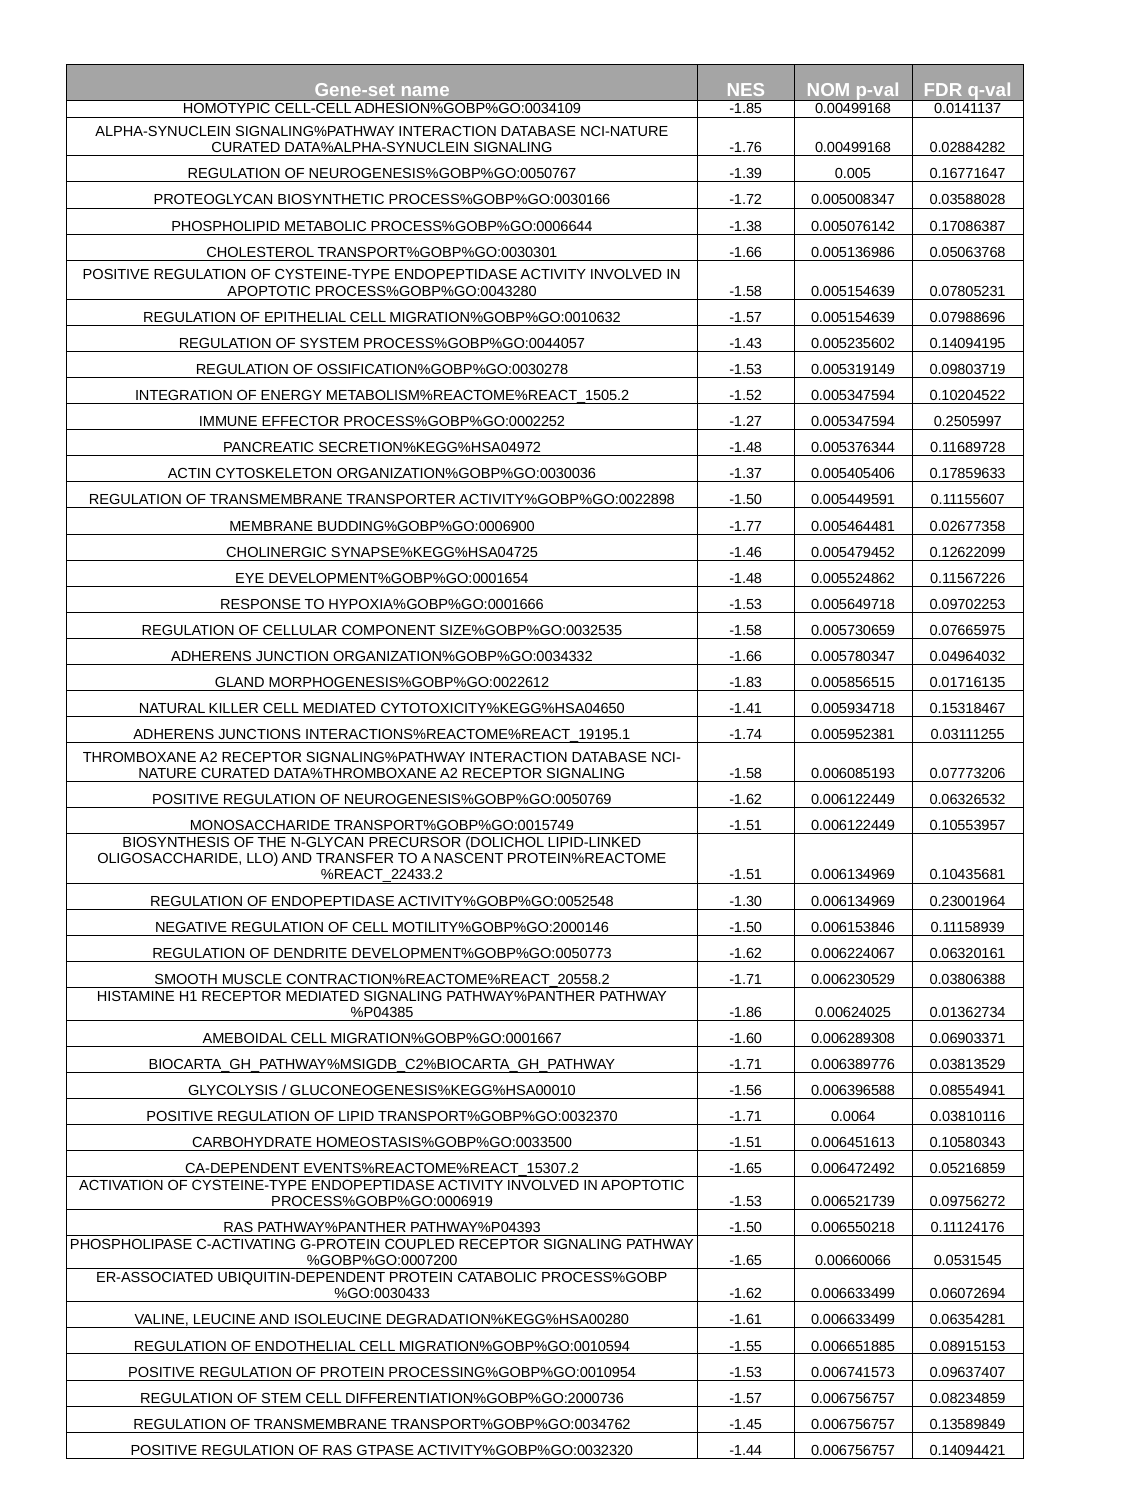

## Slide 13
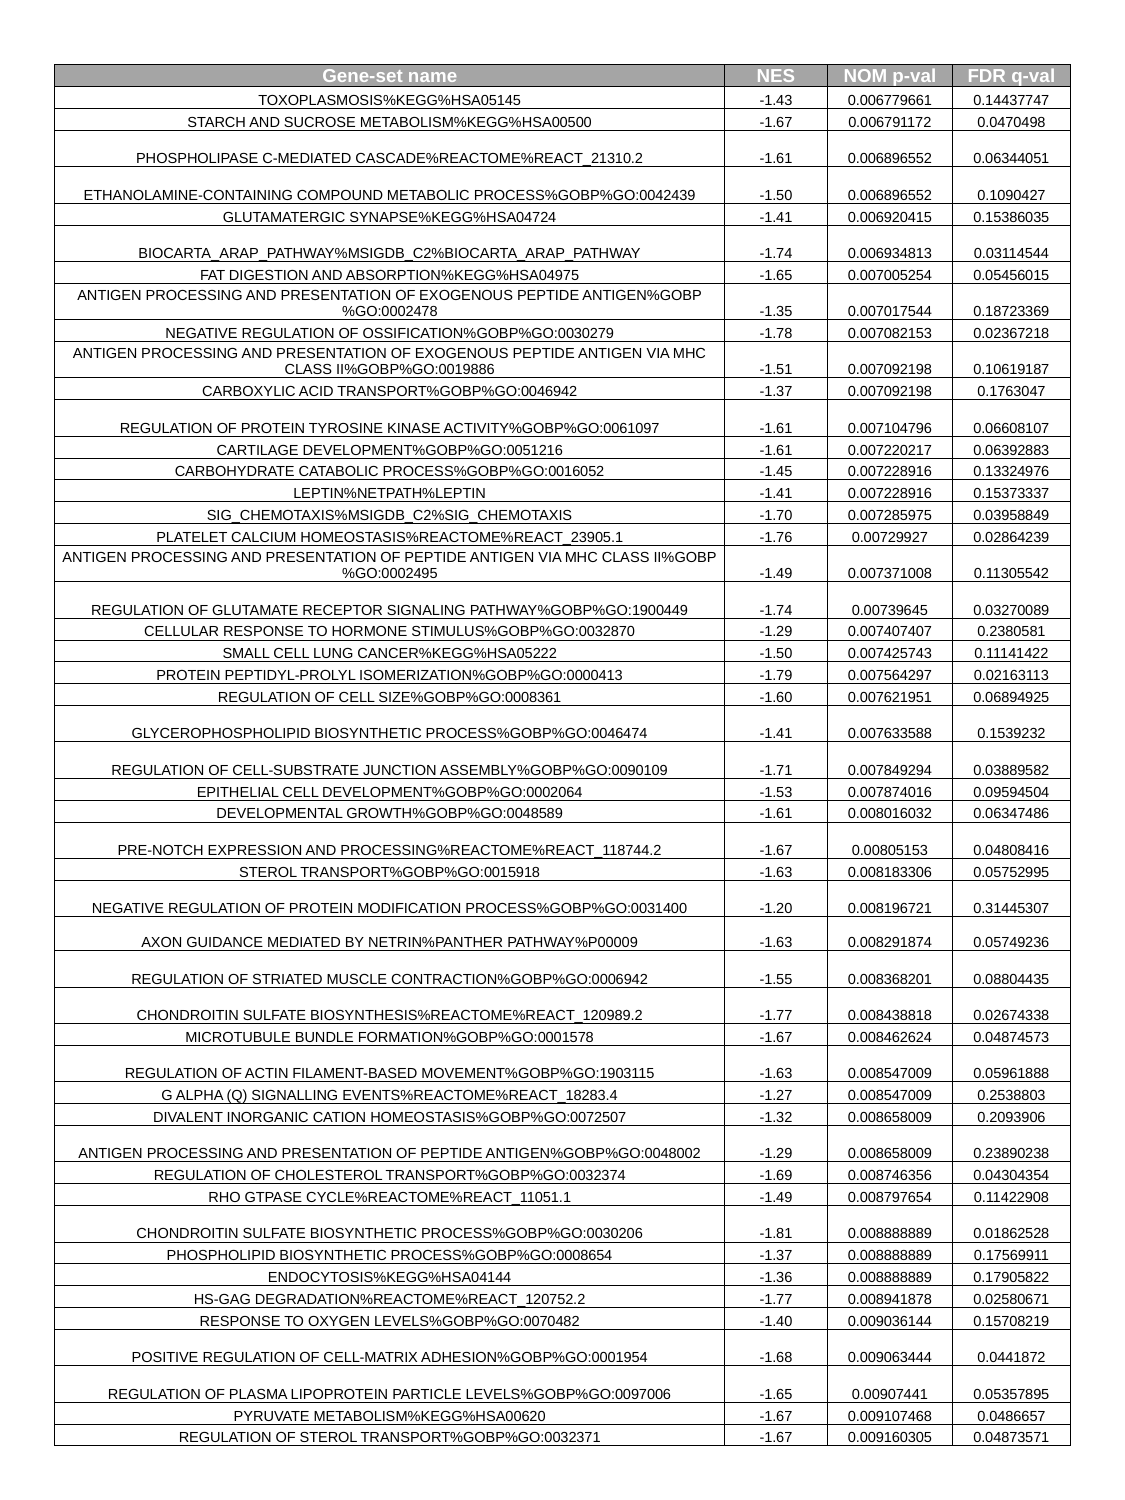

## Slide 14
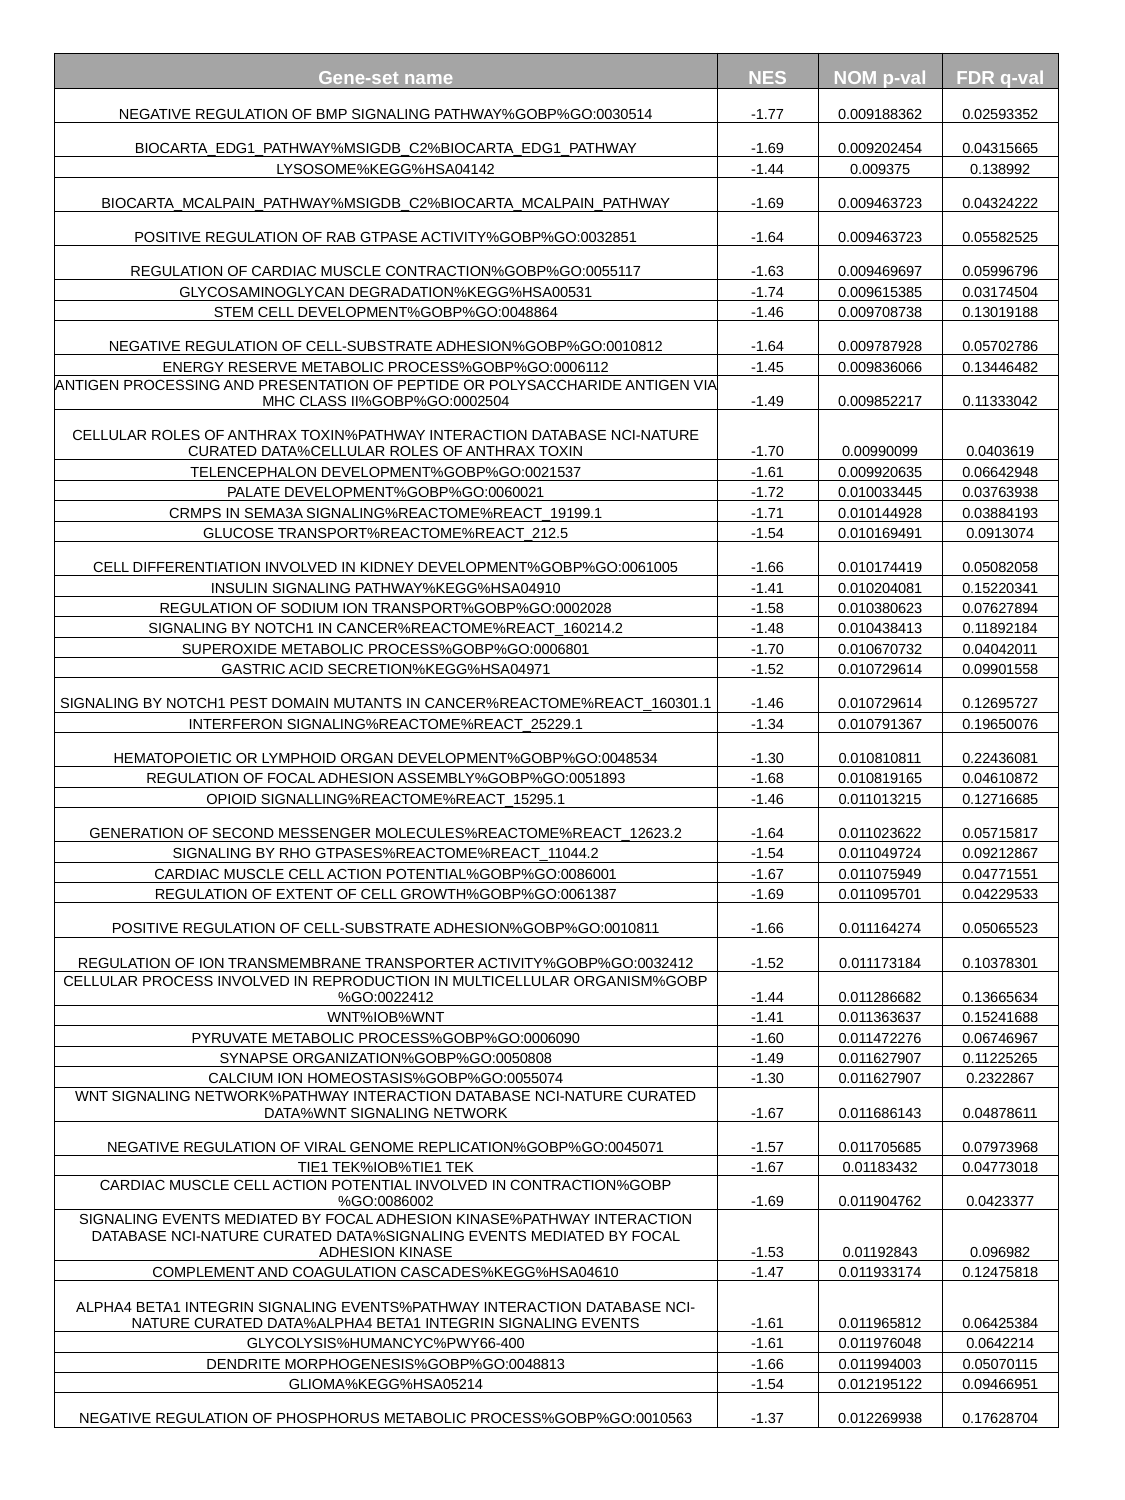

## Slide 15
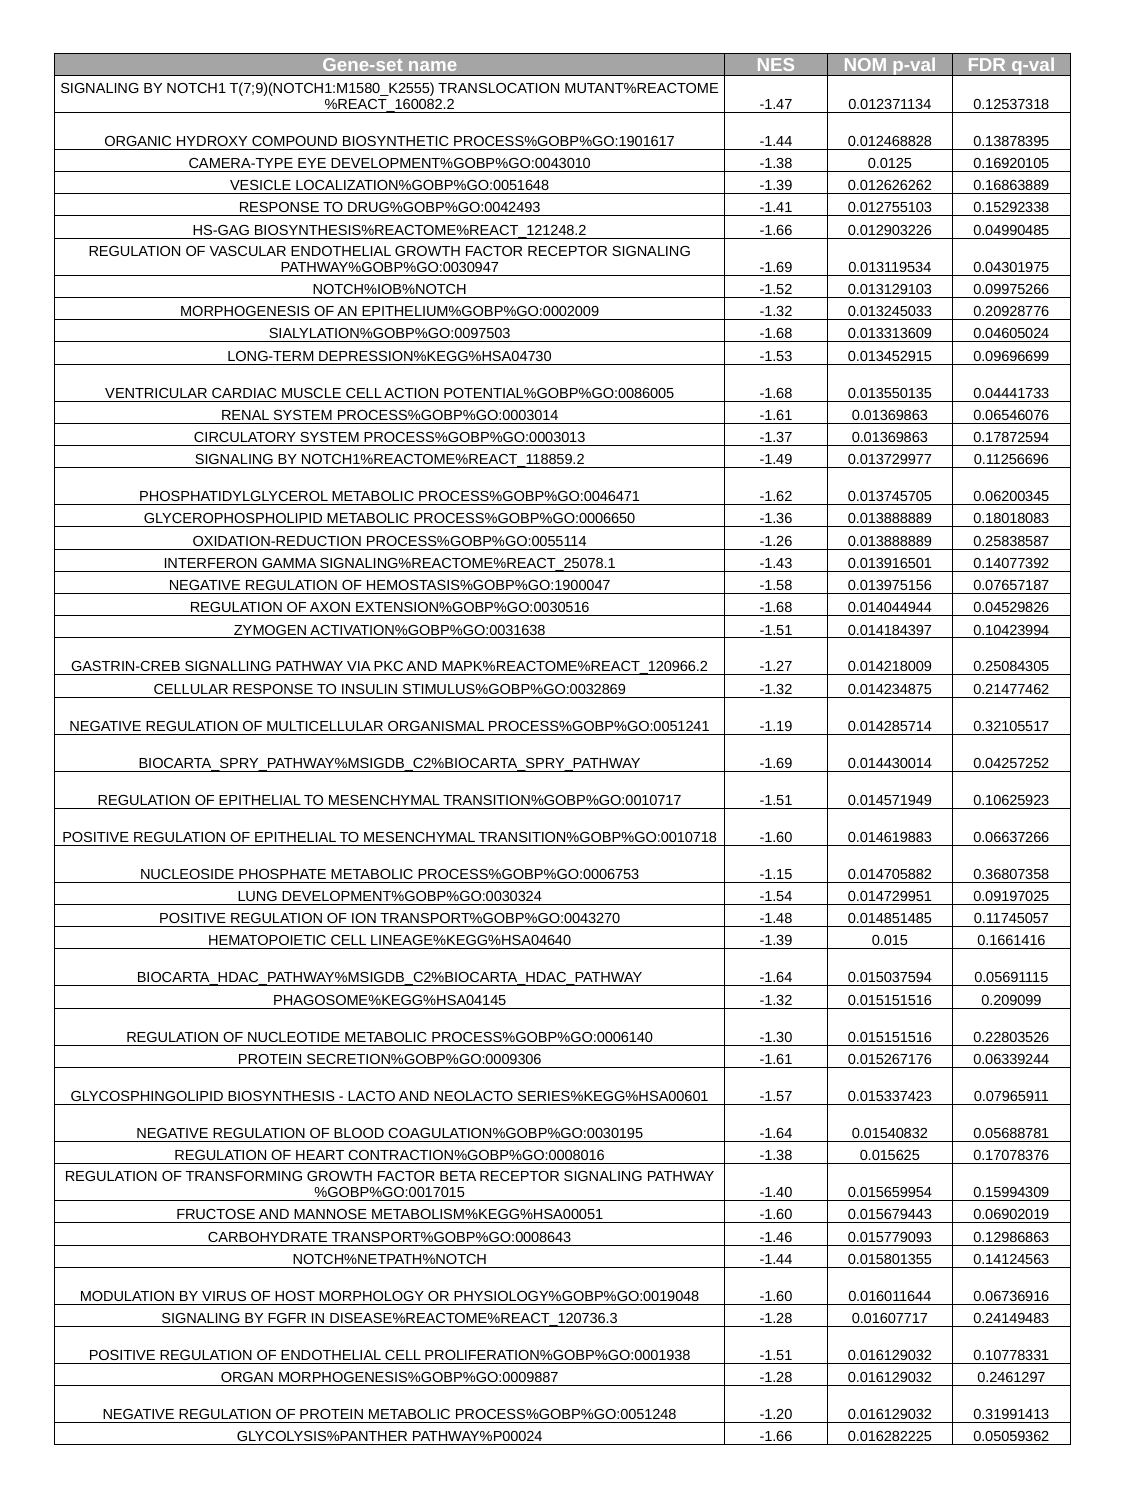

## Slide 16
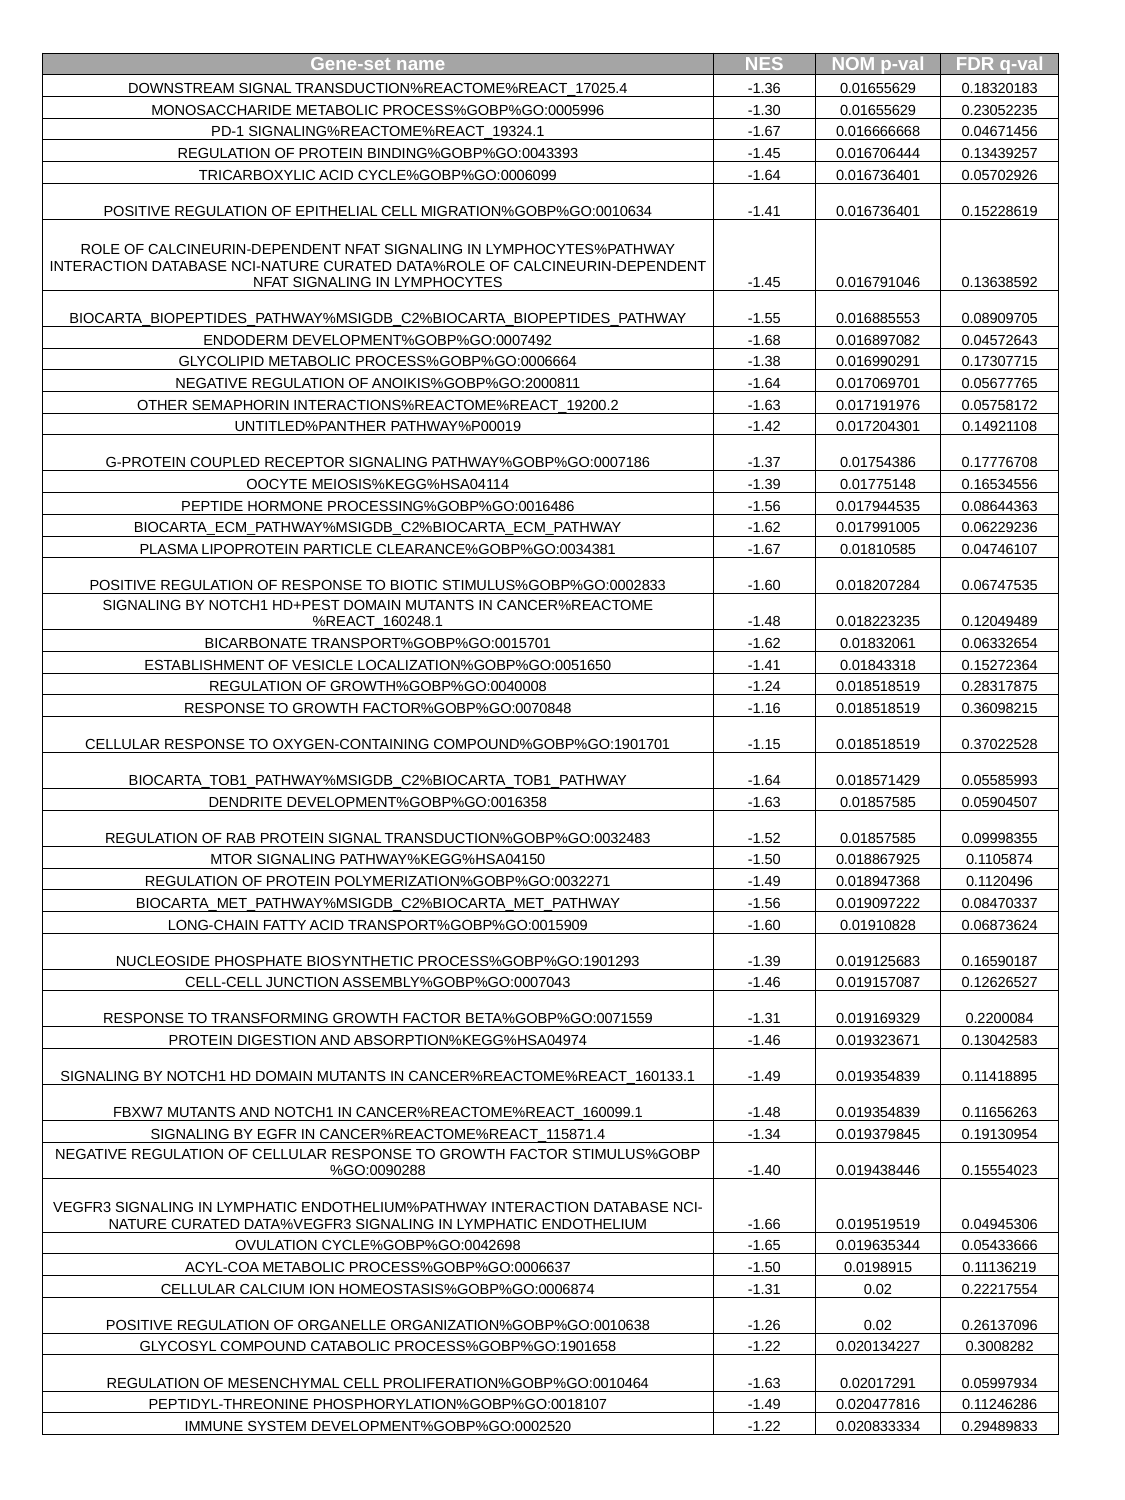

## Slide 17
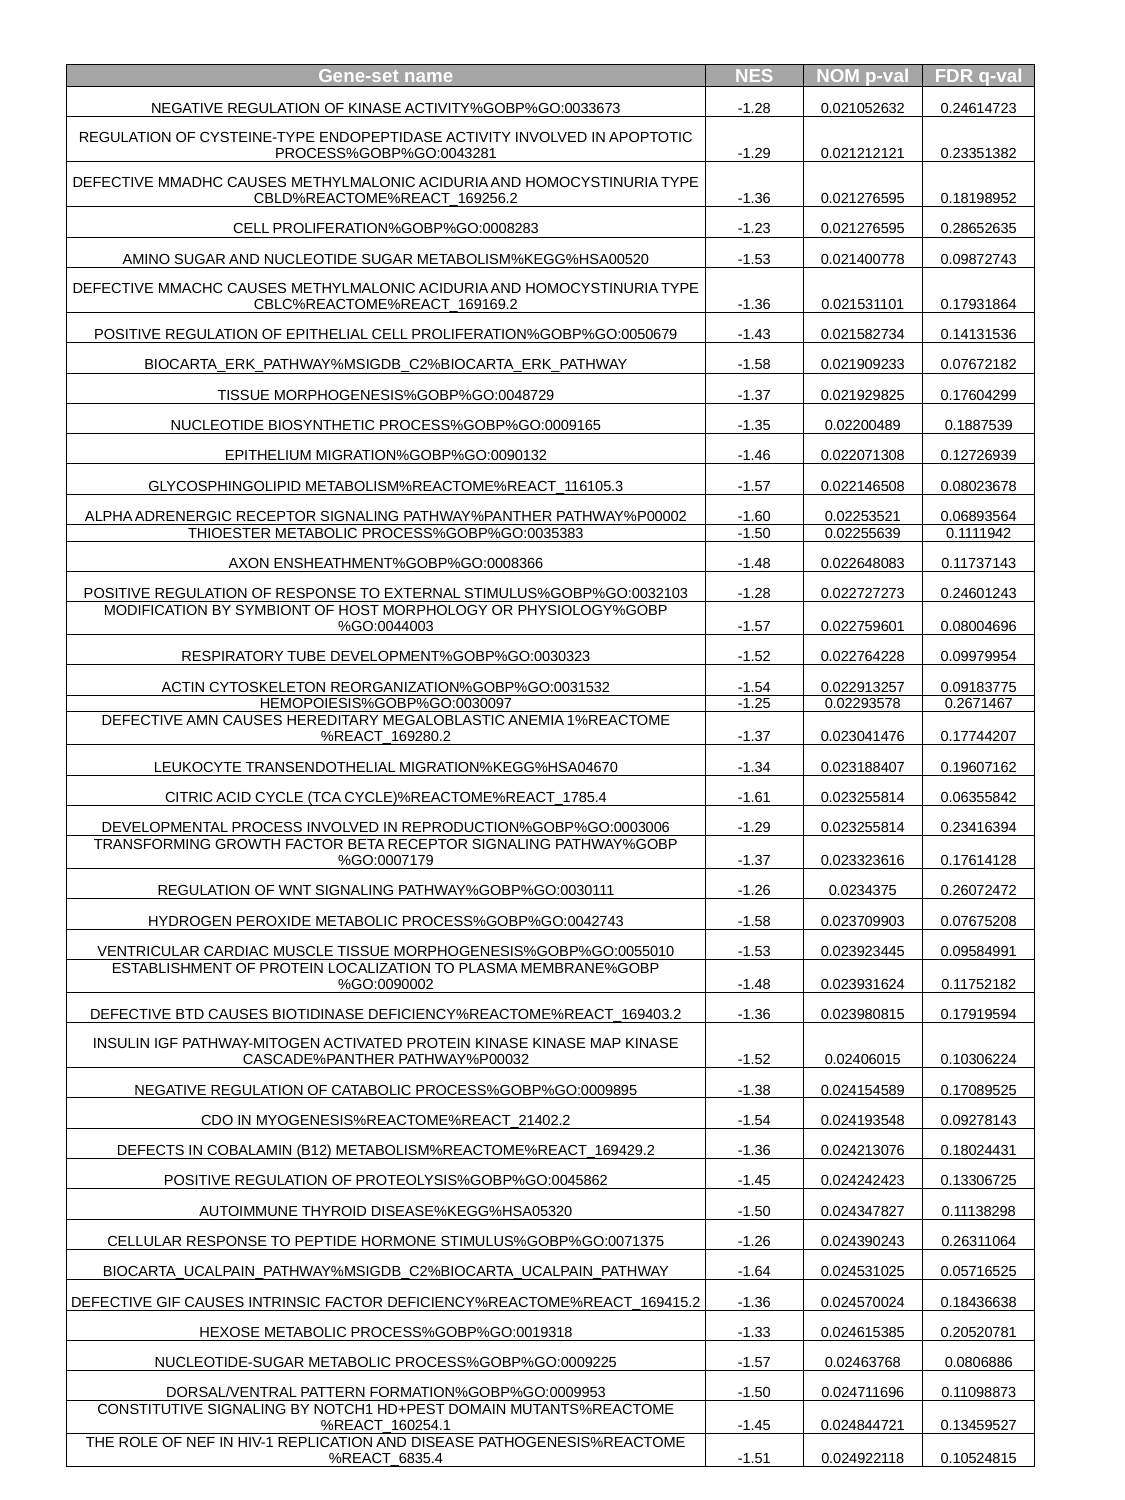

| Gene-set name | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| NEGATIVE REGULATION OF KINASE ACTIVITY%GOBP%GO:0033673 | -1.28 | 0.021052632 | 0.24614723 |
| REGULATION OF CYSTEINE-TYPE ENDOPEPTIDASE ACTIVITY INVOLVED IN APOPTOTIC PROCESS%GOBP%GO:0043281 | -1.29 | 0.021212121 | 0.23351382 |
| DEFECTIVE MMADHC CAUSES METHYLMALONIC ACIDURIA AND HOMOCYSTINURIA TYPE CBLD%REACTOME%REACT\_169256.2 | -1.36 | 0.021276595 | 0.18198952 |
| CELL PROLIFERATION%GOBP%GO:0008283 | -1.23 | 0.021276595 | 0.28652635 |
| AMINO SUGAR AND NUCLEOTIDE SUGAR METABOLISM%KEGG%HSA00520 | -1.53 | 0.021400778 | 0.09872743 |
| DEFECTIVE MMACHC CAUSES METHYLMALONIC ACIDURIA AND HOMOCYSTINURIA TYPE CBLC%REACTOME%REACT\_169169.2 | -1.36 | 0.021531101 | 0.17931864 |
| POSITIVE REGULATION OF EPITHELIAL CELL PROLIFERATION%GOBP%GO:0050679 | -1.43 | 0.021582734 | 0.14131536 |
| BIOCARTA\_ERK\_PATHWAY%MSIGDB\_C2%BIOCARTA\_ERK\_PATHWAY | -1.58 | 0.021909233 | 0.07672182 |
| TISSUE MORPHOGENESIS%GOBP%GO:0048729 | -1.37 | 0.021929825 | 0.17604299 |
| NUCLEOTIDE BIOSYNTHETIC PROCESS%GOBP%GO:0009165 | -1.35 | 0.02200489 | 0.1887539 |
| EPITHELIUM MIGRATION%GOBP%GO:0090132 | -1.46 | 0.022071308 | 0.12726939 |
| GLYCOSPHINGOLIPID METABOLISM%REACTOME%REACT\_116105.3 | -1.57 | 0.022146508 | 0.08023678 |
| ALPHA ADRENERGIC RECEPTOR SIGNALING PATHWAY%PANTHER PATHWAY%P00002 | -1.60 | 0.02253521 | 0.06893564 |
| THIOESTER METABOLIC PROCESS%GOBP%GO:0035383 | -1.50 | 0.02255639 | 0.1111942 |
| AXON ENSHEATHMENT%GOBP%GO:0008366 | -1.48 | 0.022648083 | 0.11737143 |
| POSITIVE REGULATION OF RESPONSE TO EXTERNAL STIMULUS%GOBP%GO:0032103 | -1.28 | 0.022727273 | 0.24601243 |
| MODIFICATION BY SYMBIONT OF HOST MORPHOLOGY OR PHYSIOLOGY%GOBP%GO:0044003 | -1.57 | 0.022759601 | 0.08004696 |
| RESPIRATORY TUBE DEVELOPMENT%GOBP%GO:0030323 | -1.52 | 0.022764228 | 0.09979954 |
| ACTIN CYTOSKELETON REORGANIZATION%GOBP%GO:0031532 | -1.54 | 0.022913257 | 0.09183775 |
| HEMOPOIESIS%GOBP%GO:0030097 | -1.25 | 0.02293578 | 0.2671467 |
| DEFECTIVE AMN CAUSES HEREDITARY MEGALOBLASTIC ANEMIA 1%REACTOME%REACT\_169280.2 | -1.37 | 0.023041476 | 0.17744207 |
| LEUKOCYTE TRANSENDOTHELIAL MIGRATION%KEGG%HSA04670 | -1.34 | 0.023188407 | 0.19607162 |
| CITRIC ACID CYCLE (TCA CYCLE)%REACTOME%REACT\_1785.4 | -1.61 | 0.023255814 | 0.06355842 |
| DEVELOPMENTAL PROCESS INVOLVED IN REPRODUCTION%GOBP%GO:0003006 | -1.29 | 0.023255814 | 0.23416394 |
| TRANSFORMING GROWTH FACTOR BETA RECEPTOR SIGNALING PATHWAY%GOBP%GO:0007179 | -1.37 | 0.023323616 | 0.17614128 |
| REGULATION OF WNT SIGNALING PATHWAY%GOBP%GO:0030111 | -1.26 | 0.0234375 | 0.26072472 |
| HYDROGEN PEROXIDE METABOLIC PROCESS%GOBP%GO:0042743 | -1.58 | 0.023709903 | 0.07675208 |
| VENTRICULAR CARDIAC MUSCLE TISSUE MORPHOGENESIS%GOBP%GO:0055010 | -1.53 | 0.023923445 | 0.09584991 |
| ESTABLISHMENT OF PROTEIN LOCALIZATION TO PLASMA MEMBRANE%GOBP%GO:0090002 | -1.48 | 0.023931624 | 0.11752182 |
| DEFECTIVE BTD CAUSES BIOTIDINASE DEFICIENCY%REACTOME%REACT\_169403.2 | -1.36 | 0.023980815 | 0.17919594 |
| INSULIN IGF PATHWAY-MITOGEN ACTIVATED PROTEIN KINASE KINASE MAP KINASE CASCADE%PANTHER PATHWAY%P00032 | -1.52 | 0.02406015 | 0.10306224 |
| NEGATIVE REGULATION OF CATABOLIC PROCESS%GOBP%GO:0009895 | -1.38 | 0.024154589 | 0.17089525 |
| CDO IN MYOGENESIS%REACTOME%REACT\_21402.2 | -1.54 | 0.024193548 | 0.09278143 |
| DEFECTS IN COBALAMIN (B12) METABOLISM%REACTOME%REACT\_169429.2 | -1.36 | 0.024213076 | 0.18024431 |
| POSITIVE REGULATION OF PROTEOLYSIS%GOBP%GO:0045862 | -1.45 | 0.024242423 | 0.13306725 |
| AUTOIMMUNE THYROID DISEASE%KEGG%HSA05320 | -1.50 | 0.024347827 | 0.11138298 |
| CELLULAR RESPONSE TO PEPTIDE HORMONE STIMULUS%GOBP%GO:0071375 | -1.26 | 0.024390243 | 0.26311064 |
| BIOCARTA\_UCALPAIN\_PATHWAY%MSIGDB\_C2%BIOCARTA\_UCALPAIN\_PATHWAY | -1.64 | 0.024531025 | 0.05716525 |
| DEFECTIVE GIF CAUSES INTRINSIC FACTOR DEFICIENCY%REACTOME%REACT\_169415.2 | -1.36 | 0.024570024 | 0.18436638 |
| HEXOSE METABOLIC PROCESS%GOBP%GO:0019318 | -1.33 | 0.024615385 | 0.20520781 |
| NUCLEOTIDE-SUGAR METABOLIC PROCESS%GOBP%GO:0009225 | -1.57 | 0.02463768 | 0.0806886 |
| DORSAL/VENTRAL PATTERN FORMATION%GOBP%GO:0009953 | -1.50 | 0.024711696 | 0.11098873 |
| CONSTITUTIVE SIGNALING BY NOTCH1 HD+PEST DOMAIN MUTANTS%REACTOME%REACT\_160254.1 | -1.45 | 0.024844721 | 0.13459527 |
| THE ROLE OF NEF IN HIV-1 REPLICATION AND DISEASE PATHOGENESIS%REACTOME%REACT\_6835.4 | -1.51 | 0.024922118 | 0.10524815 |

# Supplementary material for: Antitumor activity of the novel multi-kinase inhibitor EC-70124 in triple negative breast cancer
**Source:** Oncotarget. 2015 Aug 12;6(29):27923–37. doi: 10.18632/oncotarget.4736
**Supplement:** Supplementary file 3

## Slide 1
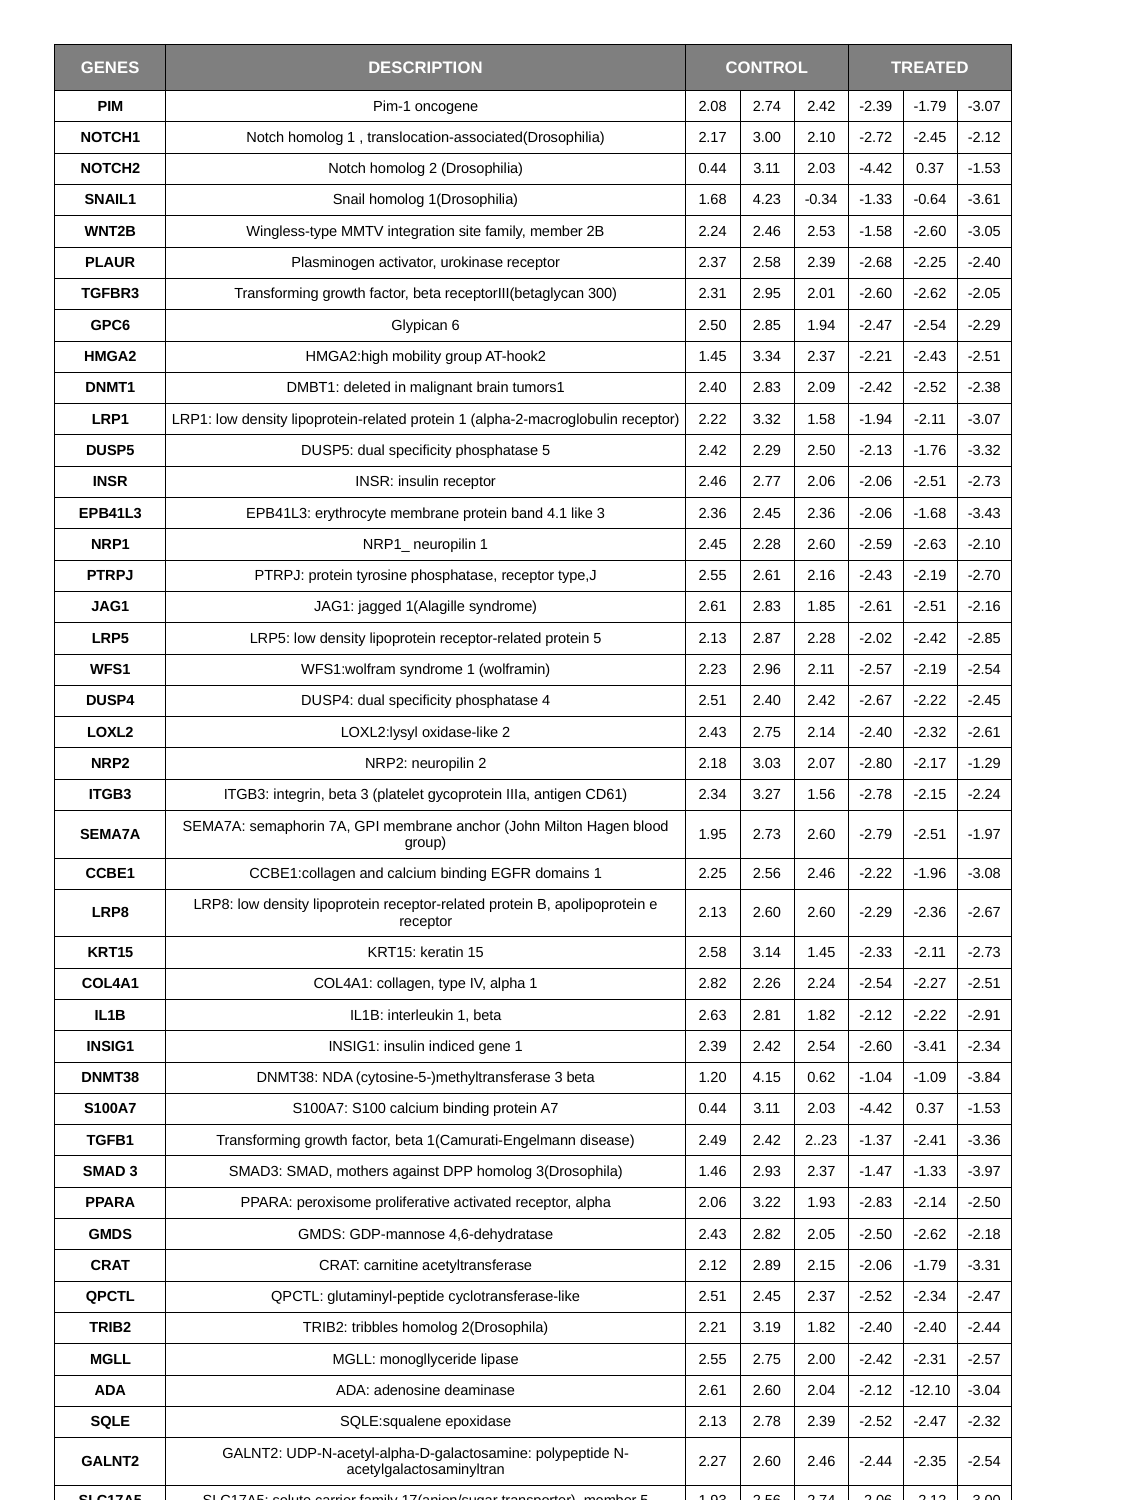

How the deposited data were processed for this re-analysis (not part of the article)

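The series holds mRNA profiles of MDA-MB-231 cells, 3 untreated samples and 3 samples treated with 500 nM EC-70124 for 24 h, mapped from the sample labels and the paper's methods, which call the samples independent. The authors imported the array files into dChip, normalized all arrays with a pair-wise rank invariant probe method and computed a model-based expression index per probe set. The version of dChip and its background correction are not given in the sources used here. The deposited values are intensities on a linear scale, not centred, with column medians of 441, 444 and 437 (untreated) and 460.1, 452 and 451 (treated), and between 69 and 98 of the 33252 values per array were at or below 1. No scan date or batch was given in the sources used here, and no measure of background is part of the table, so that dim probe sets could not be separated from background.

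From there, intensities were set to at least 1 and taken as log2, with the authors' normalization kept. Gene names came from the platform annotation, in which 19460 probe sets have 1 symbol, 1754 have several and 12038 have none. The symbols were compared with a current gene table (its assembly is GRCh38.p14, used for names only) through the Entrez identifier, which changed 0 symbols and left 31 identifiers unmatched. Probe sets with several symbols or none were kept in the count of probe sets and left out of the gene table. Of the 18417 genes, 769 have more than 1 probe set, and the one with the highest mean over the 6 arrays was used. Genes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, adjusted by the Benjamini-Hochberg method, at a threshold of 0.05. All tests were 2-sided.

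Gene lists came from textbook knowledge and, for Figure 5C and Table S2, from the paper. Some textbook lists share genes with Figure 5C or Table S2, and no test of these lists without the shared genes was made. The 37 lists were tested by gene-set permutation with fgsea 1.28.0 (weight of 1, 2000 permutations, 5 to 500 genes, seed 70124) on the t statistic with unequal variances on the log2 values. Gene-set permutation takes genes as independent, so camera of limma was also run with a preset correlation of 0.01 and with a correlation estimated from the 6 arrays, and fry as well. None of the 20 lists past the threshold kept it with the estimated correlation. That test rests on few residual degrees of freedom. Among the 20 lists the estimated correlation ran from 0.012 for migration and axon guidance genes to 0.294 for RNA splicing. At 0.012, close to the preset 0.01, the adjusted p of the migration list still went from 7.4e-08 to 0.0790. A lost call therefore does not by itself show an effect of correlation between genes. Camera with a preset correlation called 27 lists. Fry, which does not compare a list with other genes, called 29.

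Most genes named in the text follow a rule set before the data were examined: the genes the paper names for this experiment and its stem cell markers, the 10 largest rises and the 10 largest falls among genes past the threshold whose groups do not overlap, up to 4 members of each list with the largest change past the threshold (or the member with the lowest p), the 5 largest falls of Table S2 and each of its genes that did not pass as a fall. Outside this rule are ZNF594, ZNF583, CDKN1A, MDM2, NDRG1 and P4HA2, named with lists that were examined further after results had been seen. DMBT1, DNMT1, NOTCH2, ADA and LIPG, named for their rows in Table S2, are outside it too. The values in Table S2 had been seen when the rule was set.

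The scripts were tested on simulated data for the comparison of treated with untreated samples, drawn for 18417 genes from the real means and spreads with 200 genes changed. At a fold of 1.5, 73% of the changed genes were recovered, at a fold of 2, 95%, with 8 unchanged genes called. Of 2 shifted lists both were called in the right direction, and 1 of 35 unshifted lists was called as well. Only means and spreads were taken from the real arrays, not the correlation between genes. In the real arrays 6353 genes passed, far more than were changed in the simulation. The share of unshifted lists called thus does not give the rate of false list calls in the real arrays.

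Alternatives covered quantile normalization, cyclic loess, leaving out the 30% dimmest genes, an offset of 50 before log2, the median over a gene's probe sets, an intensity trend with robust settings, the methods' t-test, a fold threshold of 1.5, the replicate number as a block, leaving out each replicate, other rankings and set tests for the lists, and the paper's thresholds of 0.025 for the nominal p and 0.25 for the false discovery rate. Ranking on the linear intensities was added after the data were seen. The flow cytometry, RT-qPCR and protein measurements of the paper were not analysed here.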

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

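The tests on zinc finger genes, p53 target genes and hypoxia-inducible factor target genes given under the other observations were chosen only after results had been seen. With 2 groups of 3 arrays there are 10 splits, too few for a share under 0.05. In each case 1 split, the real one, gave a result as large. It called 6353 genes where the highest other split called 0, 7339 probe sets against 1, 20 gene lists against 12, 8 genes of Figure 5C as a rise against 0, and 57 genes of Table S2 as a fall against 0. Since the study chose the genes of Figure 5C and Table S2 on these arrays, the last pair of comparisons says nothing about chance. The other counts cannot decide about chance either. Each split other than the real one sets 2 arrays of one group and 1 of the other on a side. Part of the difference between treated and untreated arrays thus stays between the sides, and part adds to the spread within them. The 12 lists therefore do not measure false list calls, and the 0 genes do not measure chance calls of genes.

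The genes listed here are among those with the largest changes and are in neither Figure 5C nor Table S2 of the paper. Log2 fold changes (EC-70124 minus untreated, each past the threshold of limma with no overlap between the 3 treated and the 3 untreated values) were 4.72 for SPX, 3.41 for SCG2, 3.29 for TNFRSF9, 3.22 for ABCC9, 2.97 for AKNAD1, 2.95 for CHAC1, 2.93 for VIP, 2.87 for SLAMF7, 2.86 for STC2 and 2.79 for NUPR1, and -2.57 for STC1, -2.39 for GRPR, -2.17 for DEPP1 and -1.84 for CA12. The untreated intensities of VIP (62.1), SCG2 (71.8), ABCC9 (92.7), SPX (102), AKNAD1 (105), STC2 (124) and SLAMF7 (179) are well below the array medians, so that their folds depend on values toward the dim end of the scale. With an offset of 50 the log2 fold change was 2.23 for VIP, 2.74 for SCG2, 2.69 for ABCC9, 4.17 for SPX, 2.49 for AKNAD1, 2.44 for STC2 and 2.57 for SLAMF7. VIP, ABCC9 and SLAMF7 were highest in EC-70124 replicate 3 (intensities of 927, 1566 and 2020, against 345, 664 and 1006 in EC-70124 replicate 2). Besides named genes, 1716 probe sets without a single gene name passed the threshold, of which 1228 were higher and 488 were lower.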

How the results depend on the processing

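Ranking on the linear intensities was chosen only after the data were seen. The number of genes changed by EC-70124 ran from 5172 to 6835 when single replicates were left out, and was 1780 with a fold of at least 1.5. Quantile normalization moved the share of up-regulated genes among those called from 57.2% to 46.9%, and its median over all genes was -0.05. The number of probe sets changed by EC-70124 ran from 4779 (without untreated replicate 1) to 7224 with a replicate left out, and was 2414 with a fold of at least 1.5. The number of Figure 5C genes was 7 or 8 and that of Table S2 genes 51 to 58 under all alternatives run. Same-numbered samples deviated together only in part (r of 0.13, -0.02 and 0.14 across genes, and EC-70124 replicate 1 correlated best with untreated replicate 2), so that the numbers do not pair the samples. With the replicate number as a block, 6183 genes, 5676 probe sets, 8 genes of Figure 5C and 58 genes of Table S2 passed, and 23 lists passed when ranked with the block. The signs of the uncalled changes of ALDH1A1 (0.0583 without untreated replicate 2, 0.0194 without EC-70124 replicate 3), ALDH1A3 (0.0615 as the median over probe sets) and PROM1 (0.0355 without untreated replicate 3, 0.0123 without EC-70124 replicate 1) turned, and the lowest values with a replicate left out kept their sign, at -0.201 for ALDH1A1 and -0.192 for PROM1. Of 149 named genes, 11 changed a call or a sign under some alternative. No measure of signal over background was used.

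For the gene lists, values are adjusted p, and the causes of the changes were not tested. With an estimated correlation 0 lists passed, with 0.0790 for the Figure 5C genes, matrix proteins and migration, 0.102 for Table S2, PERK and ATF4 targets and glycosaminoglycans, 0.116 for fatty acids, 0.140 for cholesterol and O-linked glycosylation, 0.151 for glycolysis, 0.190 for mesenchymal markers, 0.248 for p53 target genes, 0.294 for N-linked glycosylation, 0.327 for aminoacyl-tRNA synthetases, 0.341 for integrins, 0.345 for NF-kappa-B and inflammatory genes and for G2/M genes, 0.348 for replication-dependent histones, 0.541 for cytosolic ribosomal proteins and 0.633 for RNA splicing. Camera with a preset correlation added nucleotide excision repair and Wnt (0.0240 each), initiation factors (0.0405), histone acetylation (0.0105), Notch (0.0493), TGF-beta pathway and target genes (0.00407) and ERK target genes (0.00350). Fry added double-strand break repair (0.00877), nucleotide excision repair (0.000469), initiation factors (0.0272), histone acetylation (0.00255), Notch (0.00619), Wnt (0.00121), TGF-beta (0.000975), stem cell markers (0.0141) and ERK targets (0.00253). ERK targets also passed after quantile normalization (0.0335) and cyclic loess (0.0481). Histone acetylation, TGF-beta and ERK targets passed when ranked by moderated t (0.0128, 0.00712 and 0.0137), by moderated t with the replicate block (0.0325, 0.00715 and 0.0141) and by log2 fold change (0.0278, 0.00818 and 0.0169), and that last ranking lost ribosomal proteins (0.0802) and splicing (0.0813). Ranked on the linear intensities, TGF-beta passed (0.0411) and NF-kappa-B did not (0.0911). Without the 30% dimmest genes, splicing (0.0613) and histones (0.0580) did not pass. With a replicate left out, the adjusted p ran from 0.0237 to 0.1000 for synthetases (call lost without untreated 1 or EC-70124 2), 0.0354 to 0.145 for ERK targets (gained without untreated 1), 0.00988 to 0.186 for ribosomal proteins (lost without untreated 2 or EC-70124 3), 0.0308 to 0.188 for splicing (lost without untreated 2 or 3 or EC-70124 2 or 3), 0.00784 to 0.0676 for histones (lost without any replicate but untreated 1), 0.00708 to 0.0792 for G2/M genes (lost without untreated 2), 0.0161 to 0.484 for double-strand break repair (gained without EC-70124 1), 0.00553 to 0.0676 for p53 targets and 0.00553 to 0.0752 for NF-kappa-B (both lost without EC-70124 2).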

Differences from the paper's values

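The paper's Table S2 was set beside the deposited intensities, standardised per gene as its rows are. Of 347 printed values in 58 rows, 10 values in 7 rows differed by more than the SD between replicates or in sign. The row of NOTCH2 holds the same 6 values as the row of S100A7. The paper's values for NOTCH2 are 0.44 in untreated replicate 1 and -4.42, 0.37 and -1.53 in the EC-70124 replicates, and the deposited values are 2.12, -1.76, -2.14 and -3.00. For CST2 in untreated replicate 2 the paper's value is 23.28 and the deposited value 3.28. For ADA in EC-70124 replicate 2 the paper's value is -12.10 and the deposited value -2.10. For INSIG1 in EC-70124 replicate 2 the paper's value is -3.41 and the deposited value -2.41. For NRP2 in EC-70124 replicate 3 the paper's value is -1.29 and the deposited value -2.29. For LIPG in untreated replicate 2 the paper's value is 2.28 and the deposited value 2.85. For LOX in EC-70124 replicate 1 the paper's value is 2.45 and the deposited value -2.45. All 10 differences remained after quantile normalization and cyclic loess, both set before the data were examined, and the offset of 50, set at the same time, cannot alter values that are centred per gene. Values of 23.28 and -12.10 cannot occur in a row whose squares sum to 36.

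The row that the paper labels DNMT1 carries the description of DMBT1. Its 6 values lie within 0.02 of DMBT1, which fell by 1.01 on the log2 scale, and 0 of 6 lie within 0.02 of DNMT1, which had a log2 fold change of 0.14 (adjusted p = 0.0962 from limma). The table is titled as genes modified by the drug, and S100A7 did not pass the test here (log2 fold change -0.33, adjusted p = 0.0628 from limma). It passed after quantile normalization (0.0472), with an intensity trend and robust settings (0.0460), without the 30% dimmest genes (0.0447), with the replicate block (0.0147) and without EC-70124 replicate 2 (0.0209).

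The paper places regulation of stem cell differentiation among the down-regulated gene sets. The list of stem cell markers and factors used here, which is not one of the paper's gene sets, had 9 of 26 members lower and 3 higher and an adjusted p of 0.216 from gene-set permutation. The copy of Table S1 used here holds 828 rows of the 938 gene sets that the paper gives, all with a negative score, and no overlap with it was tested.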

Other observations

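The tests on zinc finger genes, on p53 target genes without shared members and on hypoxia-inducible factor target genes were chosen after results had been seen. The stem cell markers that the paper measured by flow cytometry were read here as mRNA in MDA-MB-231. CD44 had an intensity of 10098 ± 125 (SD, n = 3) untreated and 8265 ± 400 (SD, n = 3) treated, a log2 fold change of -0.29 (standard error 0.06, adjusted p = 0.00490 from limma), and ITGA6, which encodes CD49f, had a log2 fold change of -1.21 (standard error 0.06, adjusted p = 9.4e-06 from limma). ALDH1A1 (-0.07, standard error 0.14), ALDH1A3 (-0.04, standard error 0.06) and PROM1, which encodes CD133 (-0.07, standard error 0.12), did not pass the test, and ALDH1A1 and PROM1 had intensities of 116 and 106 in untreated cells, far below the array medians.

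Several further lists had members that moved in both directions. Of 32 ERK target genes, 15 were lower and 4 higher (19 and 5 adjusted over the list alone), with log2 fold changes of -1.23 for the phosphatase gene DUSP4, -1.15 for PLAUR and 1.36 for EGR1, and the list had an adjusted p of 0.0732 from gene-set permutation. It passed after quantile normalization (0.0335), after cyclic loess (0.0481), when ranked by moderated t (0.0137) or log2 fold change (0.0169) and without untreated replicate 1 (0.0354). Its adjusted p was 0.327 with an estimated correlation, in a range of 0.00350 to 0.327 over the alternatives that test it against other genes. Of 27 JAK-STAT3 target genes, 8 were lower and 7 higher (12 and 7 adjusted over the list alone), with -1.04 for the kinase gene PIM1, -0.80 for SOCS3 and 1.22 for IRF1 (adjusted p = 0.883 from gene-set permutation). Of 31 genes of the PI3K-mTOR pathway, 8 were lower and 6 higher (8 and 6 adjusted over the list alone), with 1.11 for DDIT4 and -1.04 for INSR (adjusted p = 0.347). Of 41 interferon genes, 14 were higher and 8 lower (14 and 9 adjusted over the list alone), with 1.22 for IRF1 and -0.99 for IFIT1 (adjusted p = 0.181). Of 33 apoptosis regulators, 6 were higher and 6 lower (7 and 6 adjusted over the list alone), with -0.97 for BCL2A1 and -0.86 for BID (adjusted p = 0.949). Of 17 luminal breast markers, 4 were higher and 5 lower (4 and 5 adjusted over the list alone), with -1.84 for CA12 and 0.77 for KRT18 (adjusted p = 0.803).

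Among zinc finger genes, rises far outnumbered falls. Of 517 measured genes named ZNF, ZFP or ZSCAN, which mostly encode DNA-binding proteins, 266 were higher and 16 were lower (279 and 16 adjusted over the list alone), with a median log2 fold change of 0.27 and log2 fold changes of 2.45 for ZNF594 and 2.34 for ZNF583, chosen after their values were seen, and camera with an estimated correlation, which does not match on intensity, gave p = 0.0165 for this family found from the same data. A trend with intensity is argued against, since after cyclic loess the median of 0.23 stood at percentile 100 of 10000 random lists matched on intensity. Probe sequences shared between family members stay open, since the array's probe sequences were not used here. Only 5.67% of the called members fell, against 2722 of 6353 among all called genes. That share restates the counts that prompted the question and cannot decide it. An effect of the drug on these transcripts stays open as well and was not tested.

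The rise of p53 target genes was uneven. TP53I3 (log2 fold change 1.19) and GADD45A (1.96) were higher, while CDKN1A (-0.05, standard error 0.10) and MDM2 (0.15, standard error 0.06), 2 widely used p53 targets, did not pass the test. Overlap with the PERK and ATF4 list may account for part of it, but the lists share only 1 gene, so that its removal decides little. Without that gene the list had an adjusted p of 0.00436 from gene-set permutation, but p = 0.135 from camera with an estimated correlation. The remaining 25 genes had a median of 0.15, at percentile 97.2 of matched random lists just under the bound set beforehand, and above it at 98.8 after cyclic loess and 98.6 after quantile normalization, so a rise of the list as a whole is neither shown nor excluded. The rule that all 3 normalizations must lie on one side of the bound, and that 1 shared gene is too few, was added after these values were seen.

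Of 35 hypoxia-inducible factor target genes, listed after the falls of CA12, STC1, LOX and some glycolysis genes had been seen, 19 were lower and 3 higher (21 and 3 adjusted over the list alone), with -1.20 for NDRG1, -1.18 for P4HA2 and 1.11 for DDIT4. The median of -0.33 lay below all 10000 matched random lists, also after cyclic loess (percentile 0), but the list holds the genes that prompted it, so that this says little. Without CA12, STC1, LOX and glycolysis genes the median of the other 19 genes was -0.24, at percentile 0.07, and -0.28 after cyclic loess, again at percentile 0.07, which argues against a trend with intensity and against the prompting genes as the whole cause. As sets, however, these 19 did not pass gene-set permutation (adjusted p = 0.150) or camera with an estimated correlation (p = 0.345), nor did all 35 with the latter (p = 0.122). An effect of the drug, cell density and oxygen in the cultures stay open and were not tested.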
